# Sedentary behavior in mice induces metabolic inflexibility by suppressing skeletal muscle pyruvate metabolism

**DOI:** 10.1172/JCI167371

**Published:** 2024-04-23

**Authors:** Piyarat Siripoksup, Guoshen Cao, Ahmad A. Cluntun, J. Alan Maschek, Quentinn Pearce, Marisa J. Brothwell, Mi-Young Jeong, Hiroaki Eshima, Patrick J. Ferrara, Precious C. Opurum, Ziad S. Mahmassani, Alek D. Peterlin, Shinya Watanabe, Maureen A. Walsh, Eric B. Taylor, James E. Cox, Micah J. Drummond, Jared Rutter, Katsuhiko Funai

**Keywords:** Metabolism, Mitochondria, Skeletal muscle

## Abstract

Carbohydrates and lipids provide the majority of substrates to fuel mitochondrial oxidative phosphorylation. Metabolic inflexibility, defined as an impaired ability to switch between these fuels, is implicated in a number of metabolic diseases. Here, we explore the mechanism by which physical inactivity promotes metabolic inflexibility in skeletal muscle. We developed a mouse model of sedentariness, small mouse cage (SMC), that, unlike other classic models of disuse in mice, faithfully recapitulated metabolic responses that occur in humans. Bioenergetic phenotyping of skeletal muscle mitochondria displayed metabolic inflexibility induced by physical inactivity, demonstrated by a reduction in pyruvate-stimulated respiration (*J*O_2_) in the absence of a change in palmitate-stimulated *J*O_2_. Pyruvate resistance in these mitochondria was likely driven by a decrease in phosphatidylethanolamine (PE) abundance in the mitochondrial membrane. Reduction in mitochondrial PE by heterozygous deletion of phosphatidylserine decarboxylase (PSD) was sufficient to induce metabolic inflexibility measured at the whole-body level, as well as at the level of skeletal muscle mitochondria. Low mitochondrial PE in C2C12 myotubes was sufficient to increase glucose flux toward lactate. We further implicate that resistance to pyruvate metabolism is due to attenuated mitochondrial entry via mitochondrial pyruvate carrier (MPC). These findings suggest a mechanism by which mitochondrial PE directly regulates MPC activity to modulate metabolic flexibility in mice.

## Abstract 2

Physical inactivity reduces mitochondrial phosphatidylethanolamine to suppress skeletal muscle pyruvate metabolism and induce metabolic inflexibility in mice.

## Introduction

Chronic physical inactivity increases all-cause mortality by 30%, accounting for one death every 44 seconds (1–4). Sedentary behavior exacerbates the risk for many chronic diseases, such as type 2 diabetes and cardiovascular diseases (5–7). Systemic metabolic disturbances induced by inactivity are likely largely responsible for the pathogenesis of these conditions (7, 8). Described often as “metabolic inflexibility,” long-term sedentariness impairs the ability to switch between glucose and fatty acids to fuel ATP synthesis (9, 10). Metabolic inflexibility that occurs with physical inactivity is primarily driven by the suppression of glucose metabolism in skeletal muscle. Disuse likely directly drives the metabolic reprogramming to attenuate glycolytic flux to mitochondria in the absence of elevated energy demand. The mechanism by which skeletal muscle mitochondrial metabolism adapts to chronic disuse is not well understood.

Our understanding of the underlying molecular processes that drive inactivity-induced metabolic inflexibility has been limited partly by the lack of appropriate preclinical models of human sedentary behavior (11). Traditional murine models of muscle disuse or physical inactivity, such as hind-limb unloading, cast immobilization, and denervation models, are well suited to study muscle atrophy, but they do not phenocopy the systemic and skeletal muscle metabolic adaptations observed in humans (11, 12). To address this important methodological gap, we adapted a novel mouse model of inactivity, small mouse cage (SMC) (13, 14), that more reliably induces metabolic perturbations in skeletal muscle observed with sedentary behavior. This model has now enabled us to more rigorously investigate the interplay between mitochondrial energetics and metabolic inflexibility in the context of physical inactivity.

Previously, we identified mitochondrial phosphatidylethanolamine (PE) to be an important regulator of mitochondrial oxidative phosphorylation (OXPHOS) in skeletal muscle that is induced by exercise training and suppressed with hind-limb unloading (15). PE is highly concentrated in the inner mitochondrial membrane (IMM) and is autonomously synthesized by phosphatidylserine decarboxylase (PSD) (16, 17). In mammalian systems, nearly all PE is synthesized in the IMM by PSD and exported to other regions of the cell, while the PE generated by the CDP-ethanolamine pathway in the endoplasmic reticulum (ER) does not translocate to mitochondria (18, 19). Human mutation in the *PISD* gene, which encodes for the PISD enzyme, causes mitochondrial disease (20–22). We have previously shown that skeletal muscle–specific deletion of PSD (homozygous knockout) in mice is lethal owing to robust atrophy and weakness of the diaphragm muscle (15). The consequence of a more modest reduction of mitochondrial PE, such as that occurring with sedentariness, is unknown. Importantly, muscle phospholipid composition, particularly low PE, has been linked to metabolic inflexibility in humans (23–26).

In this study, we implicate reduced muscle mitochondrial PE as the driving force behind inactivity-induced metabolic inflexibility. SMC intervention modestly lowered mitochondrial PE, concomitantly with reduced glucose metabolism. We then recapitulated moderate reductions in mitochondrial PE using a skeletal muscle–specific heterozygous knockout of PSD (PSD-Mhet). Unlike their homozygous counterparts, mice with heterozygous deletion of PSD demonstrated modest systemic and skeletal muscle phenotypes that resembled many metabolic shifts found with the SMC intervention.

## Results

### SMC housing induces metabolic inflexibility in male but not female mice.

Sedentary behavior promotes systemic and skeletal muscle metabolic inflexibility in humans (7, 27). In contrast, commonly utilized models of disuse in mice such as hind-limb unloading increase skeletal muscle glucose uptake (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI167371DS1). To better model the metabolic disturbances observed in human inactivity, we developed a mouse model of physical inactivity using SMC (Figure 1A). Male and female wild-type C57BL/6J mice were ambulatory or were subjected to 8 weeks of SMC housing that substantially restricted gross spontaneous movement (Figure 1B). Body mass, lean mass, and individual muscle masses were significantly reduced in male mice and not in female mice (Figure 1, C and D, and Supplemental Figure 1B). In contrast, SMC intervention did not alter adiposity in either sex, although there was a trend for greater adipose tissue masses only in female mice (Supplemental Figure 1, C and D). To evaluate the effects of reduced activity on metabolic flexibility, mice underwent indirect calorimetry for measurements of whole-body O_2_ consumption (VO_2_) and respiratory exchange ratio (RER). VO_2_ was not influenced with SMC in both sexes (Figure 1, E and F), consistent with findings that changes in physical activity do not drive changes in total daily energy expenditure (28). RER is an indicator of systemic substrate preference, where a value of 1.0 signifies a 100% reliance on carbohydrates, whereas a value of 0.7 indicates a 100% reliance on lipids. Mice rely more on lipids during the light cycle when they are asleep and shift to carbohydrate utilization during the dark cycle when they are active or eating. Notably, while SMC induced metabolic inflexibility in male mice, female mice demonstrated normal metabolic flexibility (Figure 1, G and H, and Supplemental Figure 1, E and F). Specifically, SMC reduced the ability of male mice to shift to carbohydrate usage during the dark cycle. Further, consistent with attenuated systemic glucose metabolism, SMC intervention elevated fasting serum glucose in male mice (Figure 1I) without alterations in serum insulin levels (Supplemental Figure 1G).

To examine glucose metabolism in skeletal muscle, we excised soleus muscles from male and female sham or SMC mice for the measurement of ex vivo 2-deoxyglucose uptake. Congruent with systemic metabolic inflexibility, SMC intervention reduced glucose uptake in both basal and insulin-stimulated conditions in males, but not in females (Figure 1J). These changes in muscle glucose uptake occurred in the absence of changes in total GLUT4 content (Figure 1K). These findings are consistent with the hypothesis that reduced skeletal muscle glucose metabolism drives systemic metabolic inflexibility induced by SMC. It is noteworthy that male mice became metabolically inflexible despite no increases in adiposity (Supplemental Figure 1, C and D). Metabolic inflexibility also occurred independently of increases in food intake or serum cortisol levels (Figure 1L and Supplemental Figure 1H). Glucose tolerance was not different between sham and SMC groups in male or female mice (Supplemental Figure 1, I–L). These results are consistent with findings from human bed rest studies (29), where no differences in systemic glucose tolerance were found with bed rest in lean healthy young males. We interpret these findings to mean that reduced skeletal muscle glucose uptake precedes robust changes in systemic glucose metabolism, which can be detected with RER but not with glucose tolerance test at this particular time point.

We sought to capitalize on the sexually dimorphic response to explore the mechanism by which SMC induces skeletal muscle metabolic inflexibility only in male mice. RNA sequencing of gastrocnemius muscles followed by Kyoto Encyclopedia of Genes and Genomes pathway analysis revealed similarities and differences in gene set enrichment in a number of pathways between males and females (Figure 2A). 

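RNA was sequenced from the gastrocnemius muscle of 24 mice, with 6 mice in each of 4 groups, namely male sham, male SMC, female sham and female SMC. SMC mice had spent 8 weeks in the small mouse cage, and sham mice were ambulatory. The libraries were strand-specific and were made from total RNA depleted of ribosomal RNA. The authors deposited the number of reads counted on each of 55416 Ensembl genes in each mouse, without normalization. The paper's text and the sample labels do not name the aligner, the counting program, the genome build or the annotation release. Total counts per mouse ranged from 25468810 to 31388239 in male sham (median 27387279) and from 24409228 to 30876585 in male SMC (median 28407040). They ranged from 23662174 to 29318712 in female sham (median 26143449.5) and from 23026627 to 36880413 in female SMC (median 27765823.5). Xist and Ddx3y matched the labelled sex in all 24 libraries. The 16408 genes kept by edgeR's filterByExpr were normalized by TMM and fitted in 1 model with a mean for each group. SMC was compared with sham within each sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called at a false discovery rate (FDR) under 0.05. The common biological coefficient of variation was 0.206. In simulated data with the same spread for each gene, 76% of 200 genes given a log2 fold change of 1 were called. The simulated genes were independent of each other, and no simulated library was set apart from its group. The share called at smaller changes was not taken.
In males, 0 genes passed the threshold and 1805 had an unadjusted p under 0.05, against 820.4 by chance. In females, 56 genes passed, of which 20 were higher and 36 lower with SMC. Of these, 53 changed in the same direction in males, and 30 had an unadjusted p under 0.05 in males. The direct test of a sex difference in the SMC response gave 0 genes, with 841 at an unadjusted p under 0.05. DESeq2 in place of edgeR moved these counts most among the other count models tried on all 24 libraries, to 133 genes in males and 268 in females. Genes are named by a rule set beforehand, which took up to 5 rises and 5 falls per sex among genes with an FDR under 0.05 and no overlap between groups. In females the largest fall among these was that of Gm1821 (ENSMUSG00000044285), a transcribed processed pseudogene, with a log2 fold change of -1.73 (SE 0.372, edgeR FDR 0.0458). Its counts rest in part on female sham replicate 10, without which the log2 fold change was -0.97. The small Cajal body RNA Scarna2 (ENSMUSG00000088185) fell from 51.1 ± 18.7 CPM (counts scaled to library size; SD, n = 6) in sham to 26.6 ± 2.73 in SMC females, a log2 fold change of -0.94 (SE 0.154, edgeR FDR 0.0228). The largest rise was that of the microRNA gene Mir27a (ENSMUSG00000065444), with a log2 fold change of 2.02 (SE 0.382, edgeR FDR 0.0228), at 0.218 ± 0.121 CPM in female sham. Gm7854 (ENSMUSG00000085720), A630019I02Rik (ENSMUSG00000114968) and A930016O22Rik (ENSMUSG00000040705) also rose, by log2 fold changes of 1.73, 1.72 and 1.22. In the GENCODE M21 annotation these genes lie antisense to Cpeb2, Cmya5 and Ckm, and the strand setting of the counting is not stated, so reads of those genes are not excluded from their counts. Gm7293 (ENSMUSG00000111162), a processed pseudogene, rose by a log2 fold change of 1.04, while BB123696 (ENSMUSG00000113737) and ENSMUSG00002075231, which has no symbol, fell with log2 fold changes of -1.45 and -1.32.
For pathways, genes were ranked by the signed square root of the F statistic and tested by preranked gene set enrichment. The authors used KEGG gene sets, which were not used here, and 16 lists of genes by symbol, named after pathways of Figure 2A where possible, took their place. In males 9 of the 16 lists passed an FDR under 0.05, with 4 positive and 5 negative normalized enrichment scores (NES), and in females 6 passed, with 3 of each sign. Preranked enrichment takes no account of correlation between genes. Under limma's rotation test fry, which does, 5 lists passed in males. In females 0 passed under fry, with an unadjusted p under 0.05 for 3 lists and a smallest FDR of 0.173.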

The ribosomal pathway was among the most negatively enriched categories with both sexes, consistent with the notion that inactivity decreases muscle protein synthesis (30). 

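The ribosome list held 81 genes for cytosolic ribosomal proteins, all of which were tested. In males the NES was -3.56 (FDR 6.38e-36). Of the 81 genes, 80 had a lower mean with SMC, and 57 had an unadjusted p under 0.05 in edgeR, although 0 passed its FDR over all genes. The median log2 fold change of the list in males was -0.18. In females the NES was -2.62 (FDR 4.54e-12), 63 of the 81 genes were lower, and 6 passed the FDR over all genes. Their median log2 fold change was -0.10. Ranking genes by log2 fold change moved both scores most among the rankings and filters tried, to -2.57 in males and -1.64 in females. Camera with a preset correlation between genes called the list in both sexes, and fry called it in males (FDR 0.0143) but not in females (FDR 0.254). Camera with a correlation estimated from the data called it in neither sex (FDR 0.0617 in males and 0.740 in females).
To permute mice in place of genes, a set score was taken per mouse as the mean log2 CPM over the list (prior count 2). The ribosome score was 6.04 ± 0.129 in male sham and 5.85 ± 0.0588 in male SMC (SD, n = 6), a difference of -0.19 (two-sided exact permutation test, p = 0.0152; adjusted over 16 lists, 0.0485). In females it was 6.02 ± 0.0957 in sham and 5.91 ± 0.0687 in SMC (SD, n = 6), a difference of -0.12 (two-sided exact permutation test, p = 0.0433; adjusted, 0.199). The smallest p that 6 mice against 6 allow is 0.00216. In males the score no longer passed the adjustment in 10 of the 12 fits that each left out 1 male, with unadjusted exact p values up to 0.0281, nor with the median over genes in place of the mean. In females the unadjusted p was above 0.05 in 8 of the 12 fits that each left out 1 female, with exact p values up to 0.0823. The ribosome score's fall did not differ detectably between the sexes (two-sided permutation test of the interaction, p = 0.462). Preranked enrichment on the interaction statistic, which permutes genes, passed with a response lower in males (NES -2.45, FDR 8.94e-09).

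**Figure D1:**
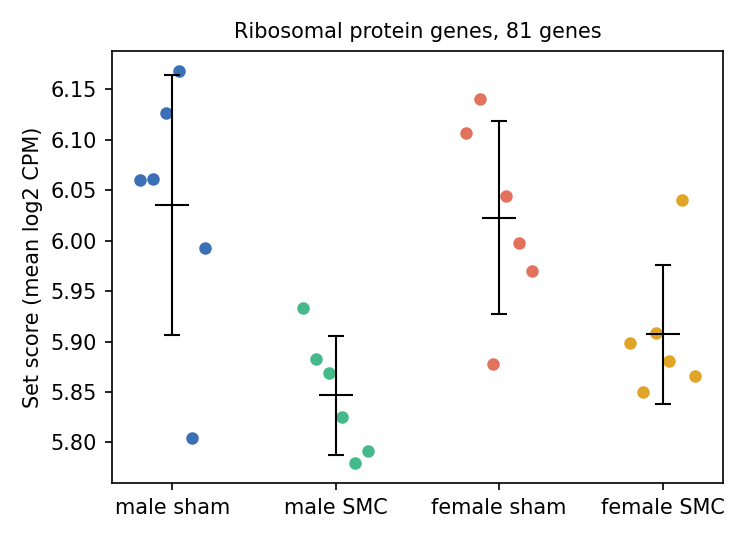
Ribosome set score (vertical axis, mean log2 CPM over 81 genes) in male sham, male SMC, female sham and female SMC mice. Points are mice, and the bar and whiskers are the mean ± SD of 6 mice. Scores ran from 5.80 to 6.17 in male sham, from 5.78 to 5.93 in male SMC, from 5.88 to 6.14 in female sham and from 5.85 to 6.04 in female SMC.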

Notably, metabolic pathways were reduced in males but not in females, suggesting that metabolic reprogramming induced by SMC may be unique to males. 

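The list of 80 nuclear genes for oxidative phosphorylation had an NES of -2.08 in males (FDR 2.44e-05) and 0.778 in females (FDR 0.899). With the slow fibre score as a covariate, an alternative chosen after the data were seen, it was -2.94 in males and -2.06 in females (FDR 4.99e-05). The slow fibre score was far below its group in male sham replicate 4 (1.42) and female sham replicate 7 (1.22). The fit with the covariate was not repeated without these libraries, nor was the adjusted difference tested with mice permuted. The difference between the sexes had an NES of -1.57 under that covariate (FDR 0.0145), and so passed the threshold of 0.05. An FDR of 0.01 to 0.1 was taken, after the data were seen, to decide nothing in tests of a covariate. Glutathione metabolism, with 43 genes tested, also fell in males (NES -1.84, FDR 0.00254) and not in females (NES 0.816, FDR 0.848). Drug metabolism by cytochrome P450 had an NES of -1.52 in males (FDR 0.0508) and 0.947 in females (FDR 0.819). The remaining metabolic lists with a negative score in males did not pass. They were glycolysis and gluconeogenesis (NES -0.732, FDR 0.904), fatty acid metabolism (NES -1.24, FDR 0.180) and tyrosine metabolism (NES -1.41, FDR 0.136). In females their NES was 0.849 (FDR 0.840), -1.24 (FDR 0.312) and -1.59 (FDR 0.0808), respectively. Under the slow fibre covariate, fatty acid metabolism passed in males (NES -2.04, FDR 5.05e-04) and in females (NES -2.15, FDR 7.88e-05). Tyrosine metabolism passed under it in females (NES -1.75, FDR 0.0166), also in the range that decides nothing. Glycolysis and gluconeogenesis did not pass under it in males (NES 1.32, FDR 0.121). The tyrosine metabolism score per mouse fell by 0.18 in females (two-sided exact permutation test, p = 0.0498; adjusted over 16 lists, 0.199). In males it fell by 0.080 (p = 0.279 by the same exact test). Inositol phosphate metabolism was higher in males (NES 1.44, FDR 0.0327) and did not pass in females (FDR 0.819). Of its 63 genes, 32 were higher in SMC males, with a median log2 fold change of 0.016, and the list failed the FDR in males in 16 of 24 fits that each left out 1 mouse.
A direct test of the difference between the sexes ranked genes by the interaction statistic, where a negative score marks a response lower in males. It passed for nuclear oxidative phosphorylation (NES -2.101, FDR 1.53e-05), glutathione metabolism (NES -2.01, FDR 5.46e-04) and drug metabolism (NES -1.81, FDR 0.00647). For glycolysis, fatty acid and tyrosine metabolism the interaction FDR was 0.875, 0.531 and 0.732, respectively. With set scores, which permute mice, 0 of 16 lists differed between the sexes, adjusted or at an unadjusted p under 0.05 (two-sided permutation test). Among metabolic lists, the male glutathione score fell by 0.10 (two-sided exact permutation test, p = 0.0130; adjusted, 0.0485), while its female score changed by -1.3e-04. The male glutathione score no longer passed the adjustment in 9 of the 12 fits that each left out 1 male. Under camera with a correlation estimated for each list the male FDR was 0.714 for nuclear oxidative phosphorylation and 0.0617 for glutathione metabolism. The 3 interaction calls all failed under it, with FDR values of 0.732 for nuclear oxidative phosphorylation, 0.240 for glutathione and 0.306 for drug metabolism. They also failed under fry, with 0.860, 0.328 and 0.328, respectively. From lower metabolic pathways in males and not in females, the paper proposes that the metabolic reprogramming brought on by SMC may be particular to males.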

Given the central role of mitochondria in these pathways, we further examined the effects of SMC on skeletal muscle mitochondria.

### SMC housing reduces pyruvate-dependent respiration without altering palmitate-stimulated respiration.

Previous reports suggest that reduced muscle mitochondrial content can potentially drive metabolic inflexibility induced by inactivity (7, 29). However, our SMC intervention did not alter mitochondrial density in skeletal muscle regardless of sex (Figure 2, B and C, and Supplemental Figure 2A), indicating that lower mitochondrial content is not necessary for inactivity-induced suppression of skeletal muscle glucose metabolism (31). 

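Of the 80 nuclear oxidative phosphorylation genes, 66 had a lower mean in SMC than in sham males, with a median log2 fold change of -0.065. An unadjusted p under 0.05 was found for 3 of them, Ndufa2 (ENSMUSG00000014294), Ndufa13 (ENSMUSG00000036199) and Atp5e (ENSMUSG00000016252), and they are named after their values were seen. Their log2 fold changes in males were -0.31, -0.16 and -0.21, and none passed the FDR over all genes. In females 38 of the 80 genes were lower, with a median of 0.0039. The set score was 6.62 ± 0.234 in male sham and 6.56 ± 0.216 in male SMC (SD, n = 6), so that the difference of -0.061 was smaller than the spread between mice (two-sided exact permutation test, p = 0.632). In females the score was 6.47 ± 0.126 in sham and 6.47 ± 0.128 in SMC (SD, n = 6; two-sided exact permutation test, p = 0.996). Single mice decided the enrichment score in males. Without male SMC replicate 14 the NES was 0.436, and without male sham replicate 4 it was -2.85. It also failed the FDR without male sham replicate 1 (0.109) and without male sham replicate 3 (0.372). Removing the trend with gene length, an alternative chosen after the data were seen, brought it to -1.09 (FDR 0.344), and the rotation test gave an FDR of 0.653.
The 13 protein-coding genes of the mitochondrial genome were higher with SMC in both sexes. Their NES was 1.92 in males (FDR 0.00254; 13 of 13 higher) and 2.25 in females (FDR 3.28e-05; 12 of 13 higher). Their set score rose by 0.30 in males (two-sided exact permutation test, p = 0.169) and by 0.49 in females (p = 0.0498 by the same exact test; adjusted over 16 lists, 0.199). The 29 genes of the tricarboxylic acid (TCA) cycle list had an NES of 1.06 in males (FDR 0.418) and 0.901 in females (FDR 0.819).

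**Figure D2:**
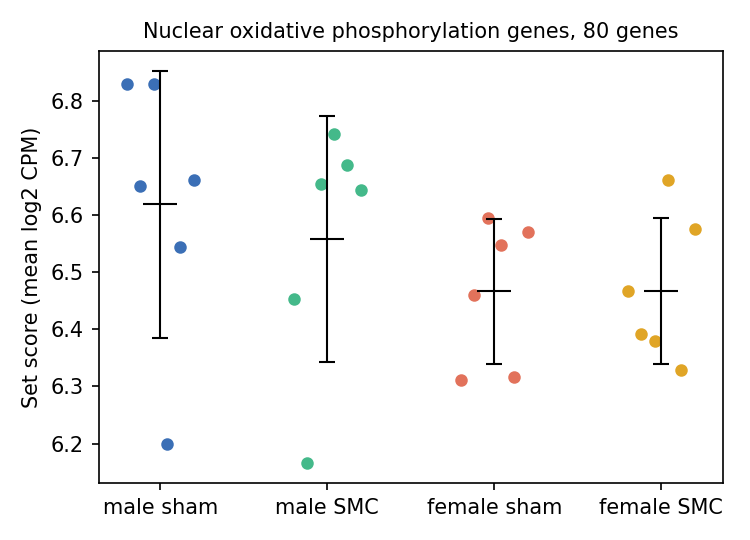
Set score of nuclear oxidative phosphorylation genes (vertical axis, mean log2 CPM over 80 genes) in male sham, male SMC, female sham and female SMC mice. Points are mice, and the bar and whiskers are the mean ± SD of 6 mice. The scores overlapped, from 6.20 to 6.83 in male sham, from 6.17 to 6.74 in male SMC, from 6.31 to 6.59 in female sham and from 6.33 to 6.66 in female SMC.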

Combined with data from RNA sequencing showing that expression of genes in mitochondrial pathways is reduced with SMC, the findings suggests that the influence of physical inactivity on mitochondria can be more nuanced. To this end, we further examined respiratory function per unit of mitochondria isolated from gastrocnemius muscle, which represents a muscle with mixed fiber-type composition. High-resolution respirometry experiments showed that SMC diminished respiration (*J*O_2_) driven by pyruvate in male but not in female mice (Figure 2D), consistent with the notion that metabolic inflexibility is driven by mitochondria’s ability to accept glycolytic substrates. Strikingly, there was no difference in *J*O_2_ fueled by palmitate (Figure 2E), indicating that the reduced ability of mitochondria to accept substrates is limited to glycolytic substrates. Moreover, these changes occurred independently of changes in OXPHOS protein abundances per unit of mitochondria (Figure 2F and Supplemental Figure 2B).

Some studies indicate that mitochondrial electron leak can promote oxidative stress to suppress glucose metabolism (32). Multiple laboratories, including our group’s, have reported that traditional models of disuse promote oxidative stress in skeletal muscle (33, 34). However, our SMC intervention did not alter the ratio of reduced to oxidized glutathione (GSH/GSSG) (Figure 2G) nor reactive lipid aldehydes such as 4-hydroxynonenal (Supplemental Figure 2, C and D), demonstrating that physical inactivity induced by SMC does not promote oxidative stress. Using high-resolution fluorometry, we further confirmed mitochondrial electron leak (*J*H_2_O_2_/*J*O_2_) to be unaltered with the SMC intervention (Figure 2H). These findings are consistent with results from human bed rest studies (35, 36), ruling out oxidative stress as a mechanism by which SMC intervention suppresses skeletal muscle glucose metabolism.

What is the mechanism by which physical inactivity selectively suppresses mitochondrial pyruvate metabolism in skeletal muscle? 

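Figure 3A shows 14 genes of glucose and pyruvate metabolism and Figure 3B shows 17 genes of the TCA cycle and mitochondrial substrate entry, all of which were tested. In males 0 of the 31 genes passed the edgeR FDR over all genes, 0 passed adjusted over the list alone, and 0 had an unadjusted p under 0.05. Male log2 fold changes ran from -0.54 for Pcx (ENSMUSG00000024892) to 0.37 for Pfkfb3 (ENSMUSG00000026773), with 17 genes higher and 14 lower. Both ends depend on male sham replicate 4, without which Pcx was at -0.044 and Pfkfb3 at 0.74. In females 1 gene passed over all genes and adjusted over the list alone. This was Pdk4 (ENSMUSG00000019577), which encodes an inhibitory kinase of pyruvate dehydrogenase. It was counted at 2042 ± 429 CPM (SD, n = 6) in female sham and 937 ± 428 CPM in female SMC, a log2 fold change of -1.12 (SE 0.251, edgeR FDR 0.0496; adjusted over the list alone, 0.00477). All 6 SMC females were below all 6 sham females. Pdk4 failed the FDR over all genes in 20 of 24 fits that each left out 1 mouse, when only the 12 female libraries were fitted, and with sample weights in limma's voom. In males it changed from 1784 ± 458 to 1251 ± 329.6 CPM (SD, n = 6), a log2 fold change of -0.51 (SE 0.248, edgeR FDR 0.456). Pfkfb1 (ENSMUSG00000025271) had a log2 fold change of -0.35 in females and an unadjusted p under 0.05, but it did not pass either adjustment (edgeR FDR 0.340; over the list alone, 0.434). The mitochondrial pyruvate carrier genes Mpc1 (ENSMUSG00000023861) and Mpc2 (ENSMUSG00000026568) had log2 fold changes of -0.098 and -0.15 in males (edgeR FDR 0.754 and 0.695). Leaving out 1 mouse took Mpc1 to between -0.17 (without male sham replicate 4) and -0.040 (without male sham replicate 1). It took Mpc2 to between -0.25 (without male sham replicate 4) and -0.078 (without male SMC replicate 14). The test of a sex difference in the response had an unadjusted p under 0.05 for 0 of the 31 genes.

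**Figure D3:**
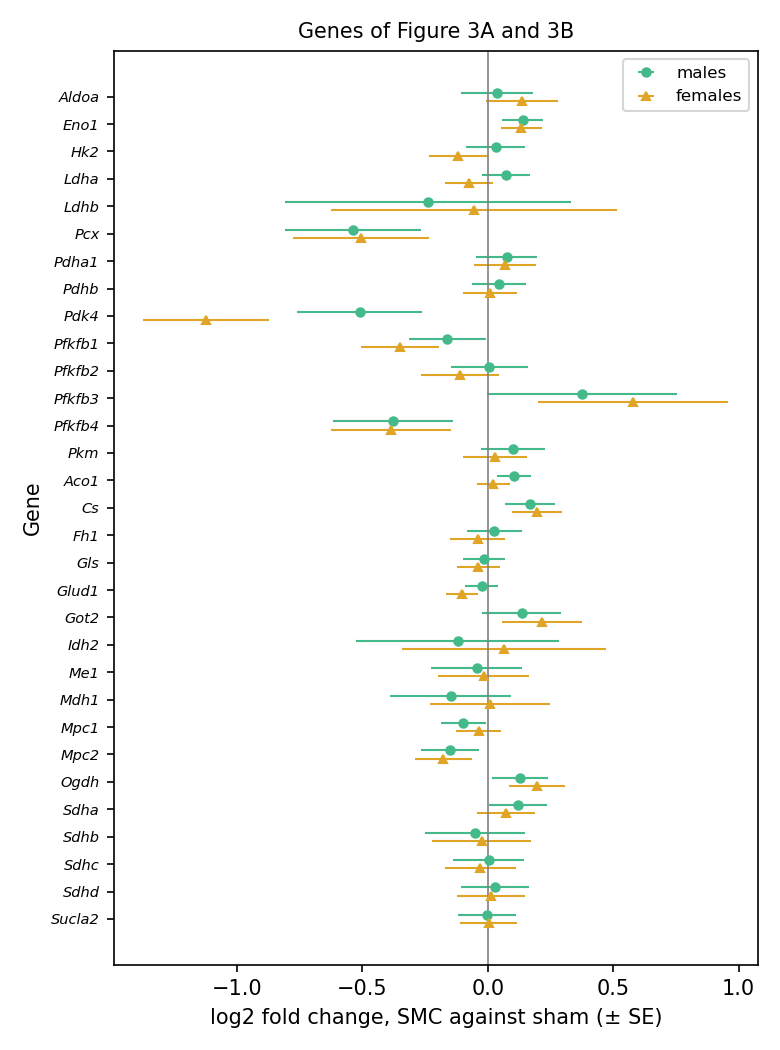
Log2 fold change of SMC against sham (horizontal axis) for each gene of Figure 3A and 3B (vertical axis), in males (circles) and females (triangles). Whiskers are the standard error of the edgeR fit with 6 mice per group, and the vertical line marks 0. Pdk4 in females, at -1.12, is the lowest value.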

SMC intervention had no effect on mRNA levels of pyruvate/glucose metabolism and TCA cycle, nor on protein levels of enzymes of pyruvate metabolism (Figure 3, A–C, and Supplemental Figure 2E), indicating that reductions in pyruvate oxidation cannot be attributed to changes in these enzymes. SMC also did not decrease enzyme activities of skeletal muscle pyruvate dehydrogenase, phosphofructokinase, or citrate synthase in male mice (Supplemental Figure 2, F–H). Mitochondrial membrane lipids are known to alter the activity of mitochondrial enzymes in multiple tissues, including skeletal muscle (15, 36). Particularly, disuse induced by hind-limb unloading reduces mitochondrial PE in skeletal muscle (15). Thus, we examined the effect of SMC housing on the skeletal muscle mitochondrial lipidome. Using liquid chromatography–tandem mass spectrometry, we quantified a total of 243 lipids from isolated mitochondria of gastrocnemius muscles of sham and SMC mice. Analyses of these lipids revealed a trend for an overall reduction (*P =* 0.118) in total phospholipid abundance with SMC in males but not in females (*P =* 0.789) (Supplemental Figure 3A). Seventy-three of the 243 lipids were significantly downregulated with SMC in male mice (zero upregulated lipids) (Supplemental Figure 3B), while only 2 reached statistical significance in female mice (Supplemental Figure 3C). Among these lipids, mitochondrial PE was most robustly disproportionately downregulated in male SMC mice (Figure 3, D and E, and Supplemental Figure 3D), consistent with our previous findings regarding PE with hind-limb unloading (15). Reduced PE with SMC was specific to mitochondria and was not reflected in total cellular PE content (Supplemental Figure 3, E and F). The observation that SMC reduced mitochondrial PE in only male mice is likely due to males’ tending to have greater mitochondrial PE to begin with (Supplemental Figure 3G). In turn, this may contribute to the lack of an SMC-induced phenotype in female mice. Mitochondrial PE is almost exclusively generated by the enzyme PSD from phosphatidylserine (PS). SMC did not influence the abundance of mitochondrial PS (nor an alternate PE precursor, lyso-PE) (Supplemental Figure 3, H–K). Nevertheless, SMC substantially reduced the abundance of PSD mRNA in skeletal muscle (Figure 3F). Thus, we proceeded to investigate the role that mitochondrial PE may play in metabolic inflexibility induced by physical inactivity.

### Muscle PSD haploinsufficiency makes mice more susceptible to inactivity-induced metabolic inflexibility.

Previously, we demonstrated that homozygous deletion of muscle PSD causes lethality due to metabolic and contractile failure in the diaphragm muscle (15). Homozygous deletion promotes a reduction in mitochondrial PE that is far more robust in magnitude compared with changes in mitochondrial PE observed with SMC. To model a more modest reduction in skeletal muscle mitochondrial PE, we studied mice with tamoxifen-inducible muscle-specific PSD heterozygous deletion (PSD-Mhet; PSD^fl/fl^ and HSA-MerCreMer^+/–^) (Figure 4A). As designed, skeletal muscle from PSD-Mhet mice had reduced PSD mRNA abundance compared with controls (PSD-Mhet; PSD^fl/fl^ and HSA-MerCreMer^–/–^) (Figure 4B), as well as modest depletions in some species of mitochondrial PE (Figure 4C and Supplemental Figure 4A) in male mice. Heterozygous deletion of PSD was not sufficient to significantly reduce mitochondrial PE in female mice. Unlike the PSD-homozygous-knockout mice, PSD-Mhet appeared normal and healthy under unstressed conditions (Supplemental Figure 4, B–I). Under sham conditions, PSD haploinsufficiency was found to impair mitochondrial energetics under pyruvate-stimulated conditions (Supplemental Figure 4J), but not under palmitate-induced conditions (Supplemental Figure 4K). However, PE deficiency was not adequate to attenuate skeletal muscle 2-deoxyglucose uptake in soleus muscles.(Supplemental Figure 4L). Taken together, these results suggest sufficiency for PE to alter maximal skeletal muscle respiration, but insufficiency to cause metabolic inflexibility under sham conditions.

We placed control and PSD-Mhet male mice on 8 weeks of SMC to study their systemic and skeletal muscle metabolism. Muscle PSD haploinsufficiency did not influence body mass, body composition, food intake, serum cortisol, or masses of skeletal muscle and adipose tissues (Figure 4, D–F, and Supplemental Figure 4, M–O). Indirect calorimetry of these mice showed a slight reduction in whole-body VO_2_ in PSD-Mhet compared with controls (Figure 4G), which was not explained by changes in physical activity (both virtually undetectable with SMC). Consistent with our hypothesis that low mitochondrial PE may drive metabolic inflexibility, RER data revealed suppression of glucose metabolism during dark cycle in PSD-Mhet mice compared with control mice (Figure 4H and Supplemental Figure 4P). Neither fasting glucose nor glucose tolerance was different between the groups (Figure 4, I and J). However, circulating insulin levels at the 30-minute time point of the glucose tolerance test was higher in PSD-Mhet compared with controls (Figure 4K), suggesting that PSD haploinsufficiency may require greater circulating insulin to stimulate muscle glucose metabolism. Indeed, skeletal muscle glucose uptake was attenuated in PSD-Mhet mice compared with control mice (Figure 4L). Collectively, these results suggest that muscle PE deficiency may impair skeletal muscle glucose metabolism to promote metabolic inflexibility.

Similar to our results with the SMC intervention in wild-type mice, PSD haploinsufficiency did not alter mitochondrial content in skeletal muscle (Figure 5, A and B, and Supplemental Figure 5A). High-resolution respirometry experiments revealed that low mitochondrial PE coincided with reduced pyruvate-stimulated *J*O_2_, without affecting OXPHOS protein content per unit of mitochondria (Figure 5, C–E, and Supplemental Figure 5B). Unlike homozygous deletion of PSD (15), heterozygous knockout of PSD did not promote oxidative stress or mitochondrial electron leak (Figure 5, F–H, and Supplemental Figure 5C). Taken together, these findings are consistent with the notion that low mitochondrial PE is sufficient to drive systemic and skeletal muscle metabolic inflexibility. In addition to physical inactivity, high-fat diet feeding is also known to induce metabolic flexibility (37). However, phenotypes for whole-body glucose metabolism or skeletal muscle mitochondrial function were not different between control and PSD-Mhet mice after high-fat diet feeding (Supplemental Figure 6, A–P). These observations suggest that reduction in mitochondrial PE influences metabolic flexibility by acting on pathways that are activated during physical inactivity but not with high-fat diet feeding. To delve deeper into the mechanism by which mitochondrial PE abundance facilitates pyruvate metabolism, we performed additional experiments in murine C2C12 myotubes.

### Mitochondrial PE deficiency impairs pyruvate metabolism.

To study the effects of low mitochondrial PE, C2C12 myotubes were subjected to lentivirus-mediated knockdown with shRNA encoding either scrambled control (shSC) or PSD (shPSD), which was confirmed by quantitative real-time PCR (Figure 6A). We took advantage of the slow turnover rate for phospholipid molecules and performed all experiments 3 days after lentiviral infection to model modest reductions in some mitochondrial PE species (Figure 6B and Supplemental Figure 7A). Consistent with our observations in vivo, PSD knockdown attenuated pyruvate-stimulated *J*O_2_ or *J*ATP (Figure 6, C and D), but not palmitate-stimulated *J*O_2_ (Figure 6E). PSD knockdown also had no effect on OXPHOS content (total cellular or mitochondrial), mitochondrial electron leak, or oxidative stress (Figure 6F and Supplemental Figure 7, B–G). These findings indicate that cell-autonomous effects of PSD deletion are responsible for the phenotype observed in vivo.

Knockdown of PSD very strikingly accelerated the yellowing of the culture medium compared with shSC cells (Figure 6G). Yellowing of cell culture media is usually indicative of higher acidification rate due to lactate production (38). Indeed, lactate concentration in the medium was substantially elevated in shPSD cells compared with shSC controls (Figure 6H), and analysis of C2C12 myotubes on the Seahorse Bioanalyzer revealed increased extracellular acidification rate with PSD deletion (Figure 6I). Together, these data likely indicate that low PE causes mitochondria to become resistant to pyruvate metabolism (39, 40).

To more closely examine intracellular pyruvate metabolism, we performed stable isotope tracing using uniformly labeled ^13^C-glucose (Figure 7, A–H, and Supplemental Figure 8). Targeted mass spectrometry analyses revealed that labeling for glycolytic metabolites leading up to pyruvate was elevated with PSD knockdown (Figure 7, B and C), suggesting that low mitochondrial PE does not compromise glucose-to-pyruvate metabolism. Consistent with increased lactate concentration in the medium, lactate labeling was higher in shPSD cells compared with shSC (Figure 7D). In contrast, low mitochondrial PE was not associated with increased labeling toward TCA intermediates (Figure 7, E–H), suggesting that flux toward lactate, and not TCA cycle, explains the increased labeling for the glycolytic metabolites. Similarly, circulating lactate was greater in SMC PSD-Mhet mice compared with SMC control mice (Figure 8A). These findings are consistent with the notion that mitochondrial PE deficiency impairs mitochondrial pyruvate metabolism.

### Mitochondrial PE facilitates mitochondrial pyruvate entry.

We sought to identify the mechanism by which low mitochondrial PE attenuates pyruvate metabolism. Surprisingly, PSD deletion did not reduce protein or mRNA abundance of mitochondrial pyruvate carriers (MPC1 and MPC2) or pyruvate dehydrogenase (PDH) (Figure 8B and Supplemental Figure 9, A–C), suggesting that attenuated pyruvate metabolism is not explained by changes in abundance of these proteins. In fact, there was a statistically significant increase in lactate dehydrogenase and a trend for an increase in PDH with PSD deletion. PSD is localized at the inner mitochondrial membrane (IMM) to generate PE. Thus, we reasoned that the mitochondrial PE may regulate the activity of MPC, which also resides in the IMM (41, 42).

To test this possibility, we took a 2-pronged approach to link MPC to a defect in pyruvate metabolism (Figure 8C). First, we performed pyruvate-stimulated respirometry with or without the MPC inhibitor UK-5099 (43). Consistent with UK-5099’s action on MPC, pyruvate-stimulated *J*O_2_ was significantly reduced in shSC myotubes (Figure 8D). As expected, MPC inhibition did not completely suppress *J*O_2_ owing to anaplerosis. Strikingly, MPC-inhibited *J*O_2_ in shSC cells was similar to *J*O_2_ in shPSD cells without UK-5099, consistent with the notion that reduced *J*O_2_ in shPSD cells is due to attenuated MPC activity. Furthermore, UK-5099 had no effect on *J*O_2_ in shPSD cells, confirming that residual *J*O_2_ in shPSD cells is independent of pyruvate entry via MPC. Second, we compared *J*O_2_ in response to pyruvate or methyl pyruvate (MePyr). MePyr is a pyruvate analog that can bypass the MPC, diffuse freely into the mitochondrial matrix, and subsequently be demethylated to become mitochondrial pyruvate (44). MePyr rescued *J*O_2_ in shPSD myotubes to pyruvate-stimulated *J*O_2_ levels in shSC cells (Figure 8E). Taken together, these findings suggest that low mitochondrial PE attenuates MPC activity to inhibit mitochondrial pyruvate metabolism.

## Discussion

Skeletal muscle disuse or physical inactivity is linked to 35 chronic diseases (4, 45). Many of these conditions are attributed to metabolic disturbances caused by sedentary behavior. Nevertheless, the mechanisms by which physical inactivity alters systemic and skeletal muscle metabolism have been poorly defined, likely because of the lack of preclinical models (11, 12). In this study, we developed a novel mouse model of inactivity that reliably induces metabolic inflexibility in male C57BL/6J mice. Metabolic inflexibility was likely driven by pyruvate resistance in skeletal muscle mitochondria. We implicate inactivity-induced downregulation of mitochondrial PE as a driver of pyruvate resistance. Skeletal muscle–specific deletion of PSD upon SMC insult in mice was sufficient to recapitulate metabolic inflexibility and mitochondrial pyruvate resistance in vivo and in vitro. Using stable isotope tracing and high-resolution respirometry, we demonstrate that PE likely directly acts on MPC to facilitate mitochondrial pyruvate entry.

Oxidative stress has been implicated in pathogenesis of inactivity-induced metabolic inflexibility (4, 45). Indeed, skeletal muscle oxidative stress is commonly manifested in many of the traditional models of mouse disuse (11, 12). However, while these models are useful in studying muscle atrophy, mice do not develop systemic and skeletal muscle metabolic adaptation observed with human sedentary behavior (11, 12). In our newly developed SMC model, metabolic inflexibility and suppression of glucose metabolism were similar to those in human bed rest studies, but muscles from this model of inactivity did not exhibit oxidative stress (glutathione, lipid hydroperoxides, mitochondrial electron leak). Notably, our findings from the SMC model reconcile with results from human bed rest studies that oxidative stress cannot explain metabolic inflexibility (36).

Previously we demonstrated that muscle mitochondrial PE becomes elevated with exercise training and decreased with hind-limb unloading (15). There are no studies that examined muscle mitochondrial PE in humans, but total cellular PE has been linked with insulin sensitivity (27). In subjects with type 2 diabetes, muscle PE content was lower in comparison with obese normosensitive individuals. We have previously demonstrated the role of PE generated by the Kennedy pathway (46, 47), where suppression of PE synthesis at the ER increased, not decreased, skeletal muscle insulin sensitivity with high-fat feeding. There is evidence that syntheses of PE at ER or mitochondria might become upregulated to compensate each other (46), which might contribute to phenotypes found in these papers. Together, these findings highlight the complex interactions between muscle glucose metabolism and subcellular lipid metabolism. They also reinforce the notion that the pools of PE generated at ER and those generated in mitochondria remain distinct.

Unlike oxidative stress, SMC reduced skeletal muscle mitochondrial PE concomitantly with the development of metabolic inflexibility. What are the mechanisms by which exercise or inactivity promotes changes in muscle mitochondrial PE? In our previous study, as well as in the current study, changes in mitochondrial PE coincided with mRNA abundance of PSD, an enzyme that generates PE in the inner mitochondrial membrane (IMM). We believe that changes in PSD levels likely drive the changes in mitochondrial PE abundance. It is currently unknown whether PSD activity is regulated by posttranslational modification. It is also possible that there are changes in the upstream mechanism for mitochondrial PE synthesis. PSD generates PE from mitochondrial PS, which is synthesized by PS synthase 1 and 2 in the ER (48, 49) and transported to mitochondria via Prelid3b (50). Finally, it would be important to determine the mechanism of the transcriptional control of PSD.

For an unknown reason, PE generated at the ER by the Kennedy pathway does not enter mitochondria (16). This is exemplified by findings that inhibition of PE synthesis at the ER does not reduce mitochondrial function in skeletal muscle (46, 47). In fact, deletion of ECT (CTP:phosphoethanolamine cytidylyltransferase, an intermediate step in PE synthesis) increases mitochondrial content, an observation that may be explained by a compensatory increase in muscle PSD (46). Similarly, deletion of CEPT1 (choline/ethanolamine phosphotransferase, the final step in PE synthesis) increases skeletal muscle glucose metabolism (47). Two caveats to our data on mitochondrial PE are worth noting. First, our lipidomic analyses were performed on mitochondrial preparations that are not exclusively IMM where MPC resides. They also contain outer mitochondrial membrane and other organelle contaminants that are also highly abundant in PE. While PSD almost exclusively contributes PE in IMM, PE in these contaminants is produced by the Kennedy pathway. Thus, it is very likely that our data on mitochondrial PE underestimate the true concentration of PE in IMM by a meaningful margin. A technological breakthrough to provide spatial resolution on IMM lipids is needed to better understand the exact nature of these changes. Second, it is worth noting that PE species distribution is quite different in muscles versus C2C12 myotubes. Acyl-chain combinations on PE are predicted to influence how these lipids influence IMM enzymes as well as membrane properties. The predominant PE species in vivo appear to contain the acyl chain 22:6 in the sn-2 position, a preferred substrate of PSD, whereas these species are much lower compared with other PE species in C2C12 myotubes. The differences are likely enabled by differences in fatty acid and/or ethanolamine availability between in vitro and in vivo (ZZ Oemer; https://doi.org/10.1016/j.celrep.2020.02.115). Overall, combined with our previous report on muscle-specific homozygous deletion of PSD (15), the current study emphasizes that the mitochondrial PE pool remains distinct from that of the ER. This is also consistent with findings in yeast, as PE generated by PSD with a forced localization at the outer mitochondrial membrane or ER has differential cellular consequences (51).

On a similar note, one of the critical findings of this study was that low mitochondrial PE coincided with pyruvate resistance, but not with palmitate-stimulated *J*O_2_. We demonstrate that PE likely directly facilitates MPC to promote mitochondrial pyruvate uptake, which takes place across the IMM where PE is enriched. Meanwhile, the rate-limiting step for fatty acid oxidation is at the step of carnitine palmitoyl transferase-1 (CPT1), which is localized on the outside of the outer mitochondrial membrane (52). Not only is CPT1 not a transmembrane protein, but it is also localized at the outer mitochondrial membrane where PE is less concentrated (53). The enzyme equivalent to the MPC for fatty acid oxidation is carnitine/acylcarnitine translocase, which is located in the IMM, but this enzyme is not the rate-limiting step of palmitate entry nor palmitate oxidation (54, 55). Thus, we believe that differential subcellular localization of the rate-limiting step for pyruvate or palmitate oxidation contributes to the disproportionate influence of low mitochondrial PE on substrate preference.

Yellowing of cell culture medium was the most apparent and robust phenotype observed with PSD knockdown in vitro. Our flux experiments reveal that this is a direct result of accelerated flux of glucose toward lactate. Experiments with UK-5099 and MePyr suggest that pyruvate resistance in PSD-deficient cells is attributable to the effects of PE on MPC. Multiple studies demonstrate that inhibiting MPC results in impairments to oxidization of glycolytic substrates (41, 42, 56, 57). We believe that the effects of PE deficiency on MPC represent the mechanism underlying the metabolically inflexible phenotype observed in PSD-Mhet mice. We further reason that metabolic inflexibility caused by sedentariness is attributable to low mitochondrial PE, which in turn reduces mitochondrial pyruvate entry. It would be important for future studies to elucidate whether PE directly affects the stability of MPC or its posttranslational modifications to regulate pyruvate entry.

Lactate infusion is known to rapidly suppress insulin-stimulated glycolysis and intracellular glucose metabolism that leads to a decrease in glucose uptake (58). Likewise, we speculate that low mitochondrial PE attenuates pyruvate import and oxidation, suppressing intracellular glycolytic flux to reduce glucose uptake. Nonetheless, the effects of physical inactivity on whole-body and skeletal muscle metabolism are pleiotropic, and we cannot effectively rule out the contribution of alternate mechanisms that underlie reduced glucose transport with SMC.

In conclusion, the current study demonstrates a mechanism by which PE facilitates mitochondrial pyruvate entry. We show that a modest reduction in mitochondrial PE is sufficient to promote resistance toward pyruvate oxidation both in vitro and in vivo. These observations were further extrapolated by findings that pyruvate resistance can be rescued by the membrane-permeable MePyr, and that the MPC inhibitor UK-5099 can phenocopy the effects of low mitochondrial PE. We propose that this process drives the metabolic inflexibility induced by physical inactivity in male mice. Resistance to pyruvate oxidation may represent a selective advantage for mammals in a state of reduced energy demand, such that substrates are shunted away from skeletal muscle and stored away for subsequent energetic needs. In the modern age of abundant food supply, inactivity-driven resistance to glycolytic substrates can exacerbate the development of metabolic diseases.

### Limitations.

The physiological responses that occur as a result of physical inactivity are highly complex and appear to be sex dependent. The majority of human bed rest or reduced-activity studies have largely been conducted in males (7, 27, 36, 59), while inactivity studies in females have focused on postmenopausal women (60, 61). In our study, female mice were resistant to SMC-induced metabolic inflexibility. The cause of this difference is unclear, but our findings suggest that muscle mitochondria from male mice contained higher PE in comparison with female mice in sham condition, such that they were more prone to inactivity-induced reduction in mitochondrial PE and suppression of mitochondrial pyruvate metabolism. It is unclear whether such sexually dimorphic response persists in humans. We believe that more studies examining both sexes, in humans and in mice, are needed to study the influence of sedentary behavior on metabolic homeostasis.

## Methods

### Sex as a biological variable.

Both male and female mice were examined. Differences between sexes were extrapolated to study mechanisms.

### Animals.

Eight-week-old C57BL/6J mice were purchased from The Jackson Laboratory (strain 000664) for initial small mouse cage (SMC) experiments. Heterozygous PSD-Mhet mice were generated by crossing of our conditional PSD knockout (PSDcKO^+/+^) mice (previously described; ref. 15). PSDcKO^+/+^ mice harbor *loxP* sites flanking exons 4–8 of the mouse PSD gene. These mice were crossed with HSA-MerCreMer mice (HSA-MerCreMer, tamoxifen-inducible α-human skeletal actin Cre, courtesy of K. Esser, University of Florida, Gainesville, Florida, USA). All mice were bred onto C57BL/6J background and were born at normal Mendelian ratios. Tamoxifen (final concentration of 10 mg/mL) was injected intraperitoneally (7.5 μL/g of body weight) to PSD-Mhet mice and their respective controls for 5 consecutive days. After a 2-week washout, mice were studied as sham, SMC (discussed further below), or high-fat diet feeding (Western diet, TD.88137, Envigo) groups. It is noteworthy that because tamoxifen is an estrogen receptor antagonist that may influence metabolism, data from mice that were injected with tamoxifen (control and PSD-Mhet mice) may not always be directly comparable to data from mice that were not (wild-type mice with or without SMC). Differences in housing facility, age, and dates of experiments also contribute to these differences. Mice were maintained on a 12-hour light/12-hour dark cycle in a temperature-controlled room at 22°C. All animals were fasted for 4 hours before tissue collection or experiments. Before all terminal experiments and tissue harvesting, mice were given an intraperitoneal injection of 80 mg/kg ketamine and 10 mg/kg xylazine. All protocols were approved by the Institutional Animal Care and Use Committee at the University of Utah.

### Small mouse cage.

Modified and further developed from Mahmassani et al. (14) and Marmonti et al. (13), SMC is a rectangular box produced from acrylic plastic, made at the University of Utah’s Machine Shop Core. Bedding is placed one-third of the height leaving 4 cm of clearance height. Air holes are designed on all 4 sides to facilitate air circulation. One air hole on the side was plugged with a Hydropac water lixit (Lab Products Inc.) providing water ad libitum, and one air hole on the top is compatible with the hydration system of the Columbus Instruments Oxymax Lab Animal Monitoring System (CLAMS) for determination of whole-animal energy expenditure. Abundance of food is provided on top of the bedding to allow ad libitum food consumption. Variable water leakage and crumbling of food are caveats to the attainment of accurate food and water intake in the SMC. Bedding, food, and water were changed every 2–3 days to ensure cleanliness. Two SMC cages can fit in 1 regular mouse cage. Some experiments were performed with sham and SMC mice housed in pairs, while other experiments were performed with separate cages for sham and SMC mice.

### Indirect calorimetry.

The Columbus Instruments Lab Monitoring System was used to measure VO_2_, respiratory exchange ratio (RER; VCO_2_/VO_2_), food intake, and physical activity (for sham animals only) of sham and SMC mice during week 7 or 8 of SMC. Mice were individually caged and acclimated for over 24 hours in the system before data were collected. Body composition was determined using the Bruker Minispec NMR.

### Glucose tolerance test.

Intraperitoneal glucose tolerance tests were performed by injection of 1 mg glucose per gram body mass during week 8 of SMC, at least 3 days before sacrifice. Mice were fasted for 4 hours before glucose injection. Blood glucose was measured before glucose injection and 15, 30, 60, and 120 minutes after injection via tail bleed with a handheld glucometer (Bayer Contour 7151H). In a separate set of experiments, mice were injected with 1 mg glucose per gram body mass, and blood was taken from the facial vein at the 30-minute time point for insulin quantification.

### Ex vivo skeletal muscle [^3^H]2-deoxy-d-glucose uptake.

Ex vivo glucose uptake was measured in soleus muscle as previously described (47). In brief, soleus muscles were dissected and placed in a recovery buffer (Krebs-Henseleit buffer [KHB] with 0.1% BSA, 8 mM glucose, and 2 mM mannitol) at 37°C for 10 minutes. After incubation in recovery buffer, muscles were moved to preincubation buffer (KHB with 0.1% BSA, 2 mM sodium pyruvate, and 6 mM mannitol) with or without 200 μU/mL insulin for 15 minutes for soleus and with or without 600 μU/mL insulin for extensor digitorum longus. After preincubation, muscles were placed in incubation buffer (KHB with 0.1% BSA, 9 mM [^14^C]mannitol, 1 mM [^3^H]2-deoxyglucose) with or without 200 μU/mL insulin for 15 minutes. Contralateral muscles were used for basal or insulin-stimulated measurements. After incubation, muscles were blotted dry on ice-cold filter paper, snap-frozen, and stored at –80°C until analyzed with liquid scintillation counting.

### Serum insulin, glucose, and cortisol quantification.

Blood was collected from facial vein either before anesthesia or at the 30-minute time point of the glucose tolerance test. Blood was then placed at room temperature for 20 minutes to clot before centrifugation at 2,000*g* for 10 minutes at 4°C. The supernatant (serum) was collected, placed in a new tube, and stored at –80°C until analysis. Serum insulin levels were quantified using a Mouse Insulin ELISA kit (catalog 90080, Crystal Chem). Serum glucose was quantified using a Mouse Glucose Assay Kit (catalog 81692, Crystal Chem). Serum cortisol levels were quantified by the DetectX ELISA kit (catalog K003-H1W, Arbor Assays).

### High-resolution respirometry and fluorometry.

Mitochondrial O_2_ utilization was measured using the Oroboros O2K Oxygraphs. Skeletal muscle tissues were minced in mitochondria isolation medium (300 mM sucrose, 10 mM HEPES, 1 mM EGTA) and subsequently homogenized using a Teflon-glass system. Homogenates were then centrifuged at 800*g* for 10 minutes, after which the supernatant was taken and centrifuged at 12,000*g* for 10 minutes. The resulting pellet was carefully resuspended in mitochondria isolation medium. Isolated mitochondria were then added to the oxygraphy chambers containing assay buffer (MES potassium salt 105 mM, KCl 30 mM, KH_2_PO_4_ 10 mM, MgCl_2_ 5 mM, BSA 0.5 mg/mL). Respiration was measured in response to the following substrates: 0.5 mM malate, 5 mM pyruvate, 5 mM glutamate, 10 mM succinate, 1.5 μM FCCP, 0.02 mM palmitoylcarnitine, 5 mM l-carnitine. ATP production was measured fluorometrically using a Horiba Fluoromax 4 (Horiba Scientific), by enzymatic coupling of ATP production to NADPH synthesis as previously described (62). Respiration and ATP production were measured in the presence of 2 mM ADP, unless otherwise stated.

For inhibitor experiments in mitochondria isolated from shSC and shPSD myotubes, the mitochondrial pyruvate carrier (MPC) inhibitor UK-5099 (5048170001, Sigma-Aldrich) was used to inhibit MPC activity. To induce a submaximal drop of pyruvate-dependent respiration, 100 nM UK-5099 was used at a submaximal concentration and injected into the oxygraph chamber after the addition of malate and pyruvate. Respiration was measured in response to the following substrates: 0.5 mM malate, 5 mM pyruvate, 2 mM ADP, and 1 μM FCCP. To evaluate whether pyruvate-dependent respiration was compromised in shSC and shPSD mitochondria, respiration was measured in response to either 5 mM pyruvate or 5 mM methyl pyruvate (371173, Sigma-Aldrich) along with the above substrates.

### H_2_O_2_ measurements.

Mitochondrial H_2_O_2_ emission was determined in isolated mitochondria from skeletal muscle. All *J*H_2_O_2_ experiments were performed in buffer Z supplemented with 10 mM Amplex UltraRed (Invitrogen), 20 U/mL CuZn superoxide dismutase, and 25 mM blebbistatin (for permeabilized muscle fibers only). Briefly, isolated mitochondria or permeabilized fibers were added to 1 mL of assay buffer containing Amplex UltraRed, which produces a fluorescent product when oxidized by H_2_O_2_. H_2_O_2_ emission was measured after the addition of 10 mM succinate or 5 mM pyruvate for a final concentration. The appearance of the fluorescent product was measured by a Horiba Fluoromax 4 fluorometer (excitation/emission = 565 nm/600 nm).

### Seahorse assay.

Extracellular acidification rate (ECAR) was measured in C2C12 myoblasts using a Seahorse XF96 Analyzer. Myoblasts were plated at 5 × 10 cells per well and grown in lentiviral medium for 48 hours. C2C12 cells were selected with puromycin throughout differentiation for 3 days. The real-time ECAR was measured using the XFe96 extracellular flux analyzer with the Glycolysis Stress Kit (Agilent Technologies) following the manufacturer’s instructions. The measurement was normalized to total protein determined by Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Briefly, cells were seeded on XF96 cell culture microplates (Seahorse Bioscience) at a seeding density of 5.0 × 10^3^ cells per well. Before assay, cells were rinsed twice and kept in pre-warmed XF basic assay medium (pH 7.4) supplemented with 2 mM glutamine in a 37°C non-CO_2_ incubator for an hour. Then the rate was measured at 37°C in 14 replicates (separate wells) by use of the following compounds in succession: 10 mM glucose, 1 μM oligomycin, and 50 mM 2-deoxyglucose. Basal ECAR was measured before drug exposure. The glycolytic function metrics were calculated by Seahorse Wave Desktop Software as directed in the glycolysis stress kit manual (Agilent Technologies).

### Glutathione.

Skeletal muscle reduced glutathione (GSH) and oxidized glutathione (GSSG) were measured using the fluorometric GSH/GSSG Ratio Detection Assay Kit II (Abcam 205811). Briefly, whole plantaris muscle was homogenized in lysis buffer containing 0.1% SDS, 0.1% sodium deoxycholate, 1% Triton X-100, 50 mM Tris-HCl (pH 7.6), 5 mM EDTA, 150 mM NaCl, and protease and phosphatase inhibitor cocktail, deproteinized using the Deproteinizing Sample Kit – TCA (Abcam 204708), nutated at 4°C for 1 hour, and centrifuged at 4°C for 15 minutes at 12,000*g*. The supernatant was collected, and protein concentrations were determined using the Pierce BCA Protein Assay (Thermo Fisher Scientific). Supernatant was then used to determine GSH and total glutathione. Fluorescence was measured at excitation/emission = 490/520 nm with a fluorescence microplate reader.

### Enzyme activity assays.

pyruvate dehydrogenase (Ab109902), phosphofructokinase (Ab155898), and citrate synthase (Ab119692) activity assays were performed using activity assay kits from Abcam.

### Cell culture.

C2C12 myoblasts (ATCC CRL-1772) were grown in high-glucose DMEM (4.5 g/L glucose with l-glutamine; Gibco 11965-092) supplemented with 10% FBS (heat-inactivated, certified, US origin; Gibco 10082-147), and 0.1% penicillin-streptomycin (10,000 U/mL; Gibco 15140122). C2C12 cells were differentiated into myotubes with low-glucose DMEM (1 g/L glucose with 4 mM l-glutamine and 110 mg/L sodium pyruvate; Gibco 11885-084) supplemented with 2% horse serum (defined; VWR 16777), and 0.1% penicillin-streptomycin.

### Lentivirus-mediated knockdown of PSD.

PSD expression was decreased using a pLKO.1 lentiviral-RNAi system. Plasmids encoding shRNA for mouse PISD (shPSD: TRCN0000115415) were obtained from MilliporeSigma. Packaging vector psPAX2 (ID 12260), envelope vector pMD2.G (ID 12259), and scrambled shRNA plasmid (SC: ID 1864) were obtained from Addgene. HEK293T cells in 10 cm dishes were transfected using 50 μL 0.1% polyethylenimine, 200 μL 0.15 M sodium chloride, and 500 μL Opti-MEM (with HEPES, 2.4 g/L sodium bicarbonate, and l-glutamine; Gibco 31985) with 2.66 μg of psPAX2, 0.75 μg of pMD2.G, and 3 μg of either scrambled or PISD shRNA plasmid. Cells were selected with puromycin throughout differentiation to ensure that only cells infected with shRNA vectors were viable.

### U-^13^C-glucose labeling in cultured myotubes.

For metabolite extraction, cold 90% methanol (MeOH) solution was added to each sample to give a final concentration of 80% MeOH to each cell pellet. Samples were then incubated at –20°C for 1 hour. After incubation, samples were centrifuged at 20,000*g* for 10 minutes at 4°C. The supernatant was then transferred from each sample tube into a labeled, fresh microcentrifuge tube. Process blanks were made using only extraction solvent and no cell culture. The samples were then dried in vacuo.

All gas chromatography–mass spectrometry (GC-MS) analysis was performed with an Agilent 5977b HES fit with an Agilent 7693A automatic liquid sampler. Dried samples were suspended in 40 μL of 40 mg/mL *O*-methoxylamine hydrochloride (MP Bio 155405) in dry pyridine (EMD Millipore PX2012-7) and incubated for 1 hour at 37°C in a sand bath. Twenty-five microliters of this solution was added to autosampler vials. Sixty microliters of *N*-methyl-*N*-trimethylsilyltrifluoracetamide (MSTFA; with 1% TMCS; Thermo Fisher Scientific TS48913) was added automatically via the autosampler and incubated for 30 minutes at 37°C. After incubation, samples were vortexed, and 1 μL of the prepared sample was injected into the gas chromatograph inlet in split mode with the inlet temperature held at 250°C. A 10:1 split ratio was used for analysis for the majority of metabolites. Any metabolites that saturated the instrument at the 10:1 split were analyzed at a 50:1 split ratio. The gas chromatograph had an initial temperature of 60°C for 1 minute followed by a 10°C/min ramp to 325°C and a hold time of 10 minutes. A 30-meter Agilent Zorbax DB-5MS with 10-meter Duraguard capillary column was used for chromatographic separation. Helium was used as the carrier gas at a rate of 1 mL/min.

Data were collected using Agilent MassHunter software. Metabolites were identified and their peak area was recorded using MassHunter Quant. Metabolite identity was established using a combination of an in-house metabolite library developed using pure purchased standards and the National Institute of Standards and Technology (NIST) and Fiehn libraries. There are a few reasons why a specific metabolite may not be observable through GC-MS. The metabolite may not be amenable to GC-MS because of its size, or a quaternary amine such as carnitine, or simply because it does not ionize well.

### Lipid extraction.

Liquid chromatography–mass spectrometry–grade (LC-MS–grade) solvents and mobile phase modifiers were obtained from Honeywell Burdick & Jackson (acetonitrile, isopropanol, formic acid), Fisher Scientific (methyl *tert*-butyl ether), and Sigma-Aldrich/Fluka (ammonium formate, ammonium acetate). Lipid standards were obtained from Avanti Polar Lipids. Lipids were extracted from mitochondria with a modified Matyash lipid extraction (63) using a biphasic solvent system of cold methanol, methyl *tert-*butyl ether (MTBE), and water. Briefly, a mixture of cold MTBE, methanol, and internal standards (Mouse SPLASH LIPIDOMIX, Avanti Polar Lipids 330707; and Cardiolipin Mix I, Avanti Polar Lipids LM6003) was added to mitochondria isolated from C2C12 myotubes or gastrocnemius skeletal muscle. Samples were sonicated for 60 seconds, then incubated on ice with occasional vortexing for 1 hour. After addition of 188 μL of PBS, the mixture was incubated on ice for 15 minutes and centrifuged at 12,000*g* for 10 minutes at 4°C. The organic (upper) layer was collected, and the aqueous layer was re-extracted with 1 mL of 10:3:2.5 (vol/vol/vol) MTBE/MeOH/water. The MTBE layers were combined for untargeted lipidomic analysis and dried under vacuum. The aqueous layer was centrifuged at 12,000*g* for 10 minutes at 4°C and dried under vacuum. Lipid extracts were reconstituted in 500 μL of 8:2:2 (vol/vol/vol) isopropanol (IPA)/acetonitrile (ACN)/water containing 10 mM ammonium formate and 0.1% formic acid. Concurrently, a process blank sample was prepared, and then a pooled quality control (QC) sample was prepared by taking equal volumes (~50 μL) from each sample after final resuspension.

### LC-MS analysis and data processing.

Lipid extracts were separated on an Acquity UPLC CSH C18 column (2.1 × 100 mm; 1.7 μm) coupled to an Acquity UPLC CSH C18 VanGuard precolumn (5 × 2.1 mm; 1.7 μm) maintained at 65°C connected to an Agilent HiP 1290 Sampler, Agilent 1290 Infinity pump, and Agilent 6545 Accurate Mass Q-TOF dual AJS-ESI mass spectrometer (Agilent Technologies). Samples were analyzed in a randomized order in both positive and negative ionization modes in separate experiments acquiring with the scan range *m*/*z* 100–1,700. Mobile phase A consisted of ACN/H_2_O (60:40, vol/vol) in 10 mM ammonium formate and 0.1% formic acid, and mobile phase B consisted of IPA/ACN/H_2_O (90:9:1, vol/vol/vol) in 10 mM ammonium formate and 0.1% formic acid. For negative-mode analysis the modifiers were changed to 10 mM ammonium acetate. The chromatography gradient for both positive and negative modes started at 15% mobile phase B, then increased to 30% B over 2.4 minutes; it then increased to 48% B from 2.4 to 3.0 minutes, then to 82% B from 3 to 13.2 minutes, then to 99% B from 13.2 to 13.8 minutes, where it was held until 16.7 minutes and then returned to the initial conditions and equilibrated for 5 minutes. Flow was 0.4 mL/min throughout, with injection volumes of 2 μL for positive and 10 μL for negative mode. Tandem mass spectrometry (MS/MS) was conducted using iterative exclusion, the same LC gradient at collision energies of 20 V and 27.5 V in positive and negative modes, respectively. For data processing, Agilent MassHunter (MH) Workstation and software packages MH Qualitative and MH Quantitative were used. The pooled QC (*n* = 8) and process blank (*n* = 4) were injected throughout the sample queue to ensure the reliability of acquired lipidomics data. For lipid annotation, accurate mass and MS/MS matching was used with the Agilent Lipid Annotator library and LipidMatch (64). Results from the positive and negative ionization modes from Lipid Annotator were merged based on the class of lipid identified. Data exported from MH Quantitative were evaluated using Excel, where initial lipid targets were parsed based on the following criteria. Only lipids with relative standard deviations less than 30% in QC samples were used for data analysis. Additionally, only lipids with background AUC counts in process blanks that were less than 30% of QC were used for data analysis. The parsed Excel data tables were normalized based on the ratio to class-specific internal standards, then to tissue mass and sum before statistical analysis.

### Supplemental Methods.

Further information can be found in Supplemental Methods.

### Statistics.

All data presented herein are expressed as mean ± SEM. The level of significance was set at *P* less than 0.05. Student’s *t* tests (2-tailed) were used to determine the significance between experimental groups, and 2-way ANOVA followed by Tukey’s honestly significant difference post hoc test was used where appropriate. The sample size (*n*) for each experiment is shown in the figure legends and corresponds to the sample derived from the individual mice or, for cell culture experiments, to an individual batch of cells. Unless otherwise stated, statistical analyses were performed using GraphPad Prism software.

### Study approval.

Experiments on animals were performed in strict accordance with the *Guide for the Care and Use of Laboratory Animals* of the NIH (National Academies Press, 2011). All animals were handled according to approved University of Utah Institutional Animal Care and Use Committee protocols (20-07007). The protocols were approved by the Committee on the Ethics of Animal Experiments of the University of Utah.

### Data availability.

Data are available in the Supporting Data Values file. RNA sequencing data sets were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE260612).

## Author contributions

PS contributed to conceptualization, data curation, formal analysis, validation, investigation, visualization, methodology, writing of the original draft, review and editing, and funding acquisition. GC contributed to conceptualization, investigation, data curation, and methodology. AAC contributed to conceptualization, data curation, formal analysis, and methodology. JAM and QP contributed to data curation, formal analysis, and resources. MJB, MYJ, HE, PJF, and PCO contributed to data curation. ZSM contributed to conceptualization and methodology. ADP, SW, and MAW contributed to data curation. EBT contributed to methodology. JEC contributed to methodology, resources, and supervision. MJD contributed to conceptualization, methodology, resources, and supervision. JR contributed to conceptualization and resources. KF contributed to conceptualization, formal analysis, validation, visualization, supervision, review and editing, resources, funding acquisition, and project administration.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
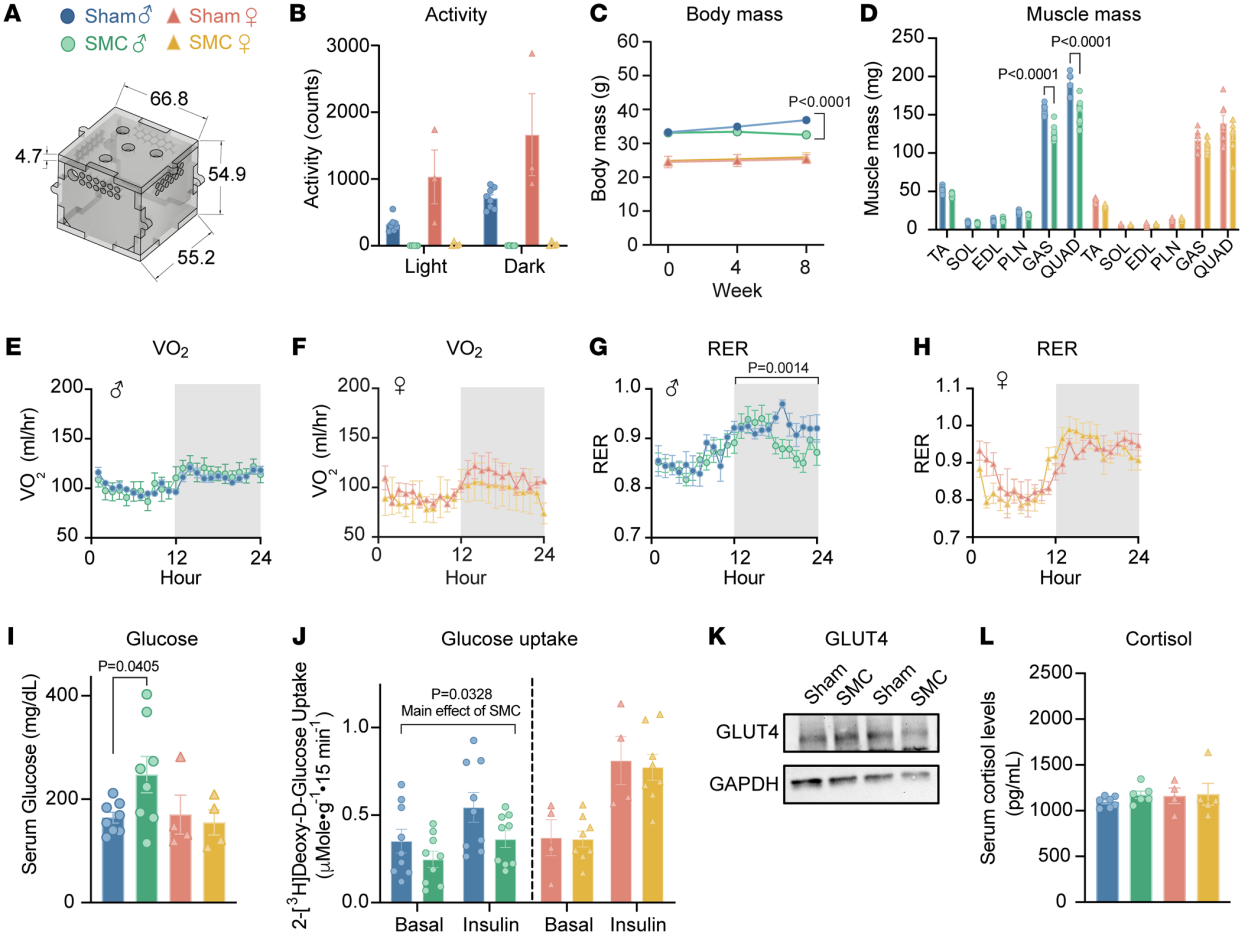
SMC housing induces metabolic inflexibility in male but not female mice. (**A**) Small mouse cage (SMC) schematic. (**B**) Activity counts of sham and SMC mice via indirect calorimetry (*n* = 8 per group). (**C**) Body mass time course (*n* = 6–14 per group). (**D**) Skeletal muscle tissue mass (*n* = 7–8 per group). (**E**) Absolute VO_2_ of male sham and SMC mice via indirect calorimetry (*n* = 8–9 per group). (**F**) Absolute VO_2_ of female sham and SMC mice via indirect calorimetry (*n* = 3–4 per group). (**G**) Respiratory exchange ratio (RER) of male sham and SMC mice (*n* = 8–9 per group). (**H**) RER of female sham and SMC mice (*n* = 3–4 per group). (**I**) Fasting serum glucose levels of sham and SMC mice (*n* = 4–8 per group). (**J**) [^3^H]2-Deoxyglucose glucose uptake in soleus muscles of male and female sham and SMC mice with or without 200 μU/mL of insulin (*n* = 4–9 per group). (**K**) GLUT4 and GAPDH protein abundance in gastrocnemius muscles. (**L**) Circulating cortisol levels from male and female sham and SMC mice (*n* = 4–7 per group). TA, tibialis anterior; SOL, soleus; EDL, extensor digitorum longus; PLN, plantaris; GAS, gastrocnemius; QUAD, quadriceps. Data represent mean ± SEM. *P* values generated by 2-tailed, equal-variance, Student’s *t* test (**D**) or by 2-way ANOVA with Tukey’s post hoc test (**B**, **C**, **E**–**H**, and **I**).

**Figure 2:**
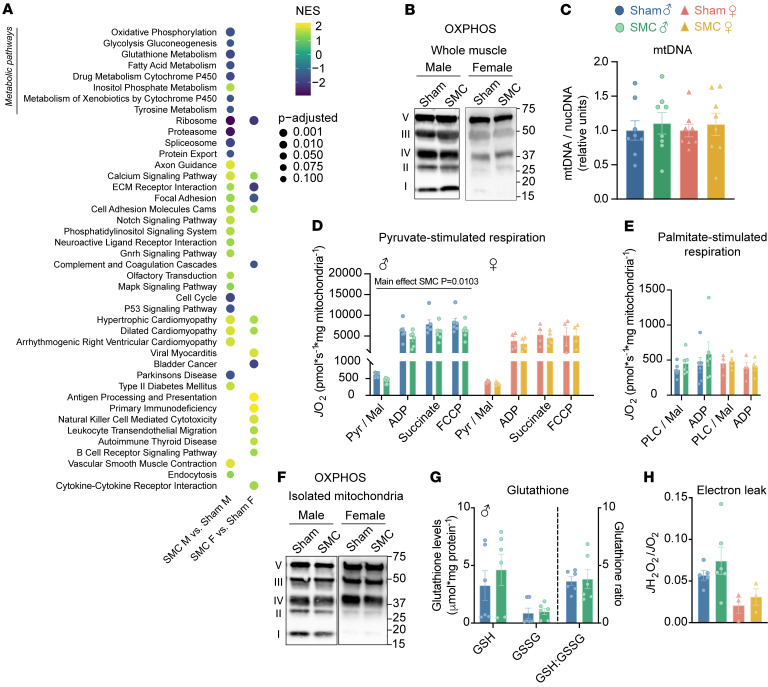
SMC housing reduces pyruvate-dependent respiration without altering palmitate-stimulated respiration. (**A**) Dot plot representing gene set enrichment analysis (GSEA) pathway analysis (Kyoto Encyclopedia of Genes and Genomes) of differentially expressed genes (FDR < 0.05) in skeletal muscle of sham and SMC mice. Normalized enrichment scores are represented by a darker color (negatively enriched) and lighter color (positively enriched), while a larger dot diameter indicates a smaller adjusted *P* value. Dot plot was generated with R Studio. (**B**) Representative Western blot of respiratory complexes (I–V) of whole muscle tissue of sham and SMC mice (*n* = 3–4 per group). (**C**) Ratio of nuclear to mitochondrial DNA in gastrocnemius muscle (*n* = 8 per group). (**D**) O_2_ utilization in isolated mitochondria from gastrocnemius muscle measured in the presence of 2 mM ADP, 0.5 mM malate (Mal), 5 mM pyruvate (Pyr), 10 mM succinate, 1 μM carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP) of sham and SMC mice (*n* = 4–6 per group). (**E**) O_2_ utilization in isolated mitochondria measured in the presence of 2 mM ADP (adenosine diphosphate), 0.5 mM malate, 0.02 mM palmitoyl-l-carnitine (PLC) (*n* = 4–6 per group). (**F**) Representative Western blot of respiratory complex proteins in isolated muscle mitochondria of sham and SMC mice (*n* = 5–6 per group). (**G**) Reduced (GSH) and oxidized (GSSG) glutathione levels in plantaris muscle of sham and SMC mice (*n* = 6 per group). (**H**) Electron leak (*J*H_2_O_2_/O_2_) with succinate in isolated muscle mitochondria from gastrocnemius muscle of sham and SMC mice (*n* = 3–6 per group). Data represent mean ± SEM. *P* values generated by 2-way ANOVA with Tukey’s post hoc test (**C**–**E**, **G**, and **H**).

**Figure 3:**
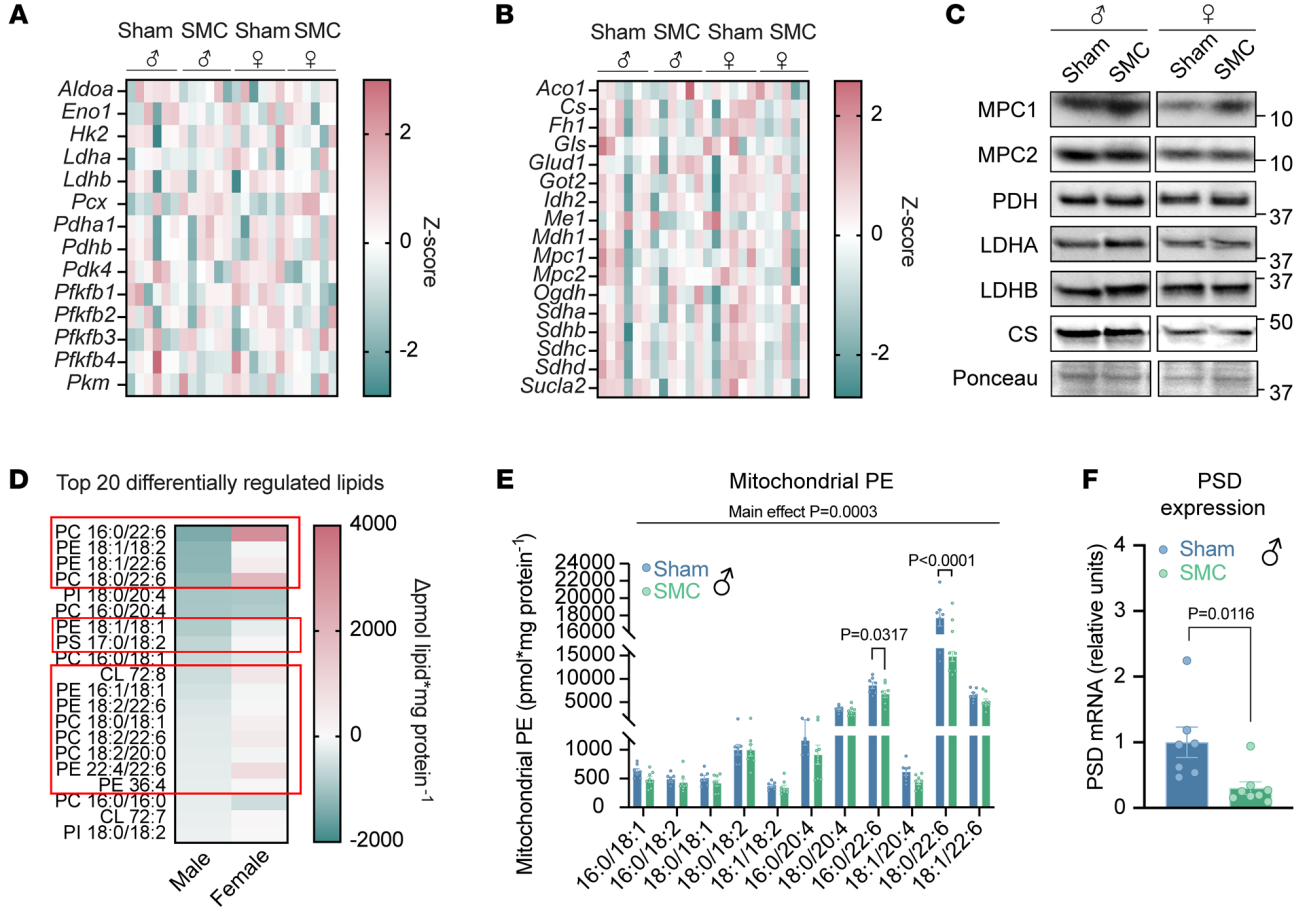
Physical inactivity by SMC housing alters skeletal muscle membrane lipid composition. (**A**) Heatmap of glycolytic genes in sham and SMC mice (*n* = 6 per group). (**B**) Heatmap of tricarboxylic acid (TCA) cycle genes in sham and SMC mice (*n* = 6 per group). (**C**) Representative Western blots of glycolytic/TCA genes in sham and SMC mice (*n* = 5–7 per group). (**D**) Top 20 differentially regulated skeletal muscle (gastrocnemius) mitochondrial lipids between SMC and sham mice (*n* = 7–8 per group). The red boxes highlight the lipids whose change in abundance is unique to male mice. (**E**) Skeletal muscle mitochondrial PE species (gastrocnemius) of sham and SMC mice (*n* = 8 per group). (**F**) Skeletal muscle phosphatidylserine decarboxylase (PSD) mRNA levels of sham and SMC mice (*n* = 7–8 per group). MPC1, mitochondrial pyruvate carrier complex 1; MPC2, mitochondrial pyruvate carrier complex 2; PDH, pyruvate dehydrogenase; LDHA, lactate dehydrogenase isoform A; LDHB, lactate dehydrogenase isoform B; CS, citrate synthetase. Data represent mean ± SEM. *P* values generated by 2-tailed, equal-variance, Student’s *t* test (**F**) or by 2-way ANOVA with Tukey’s post hoc test (**A**, **B**, **D**, and **E**).

**Figure 4:**
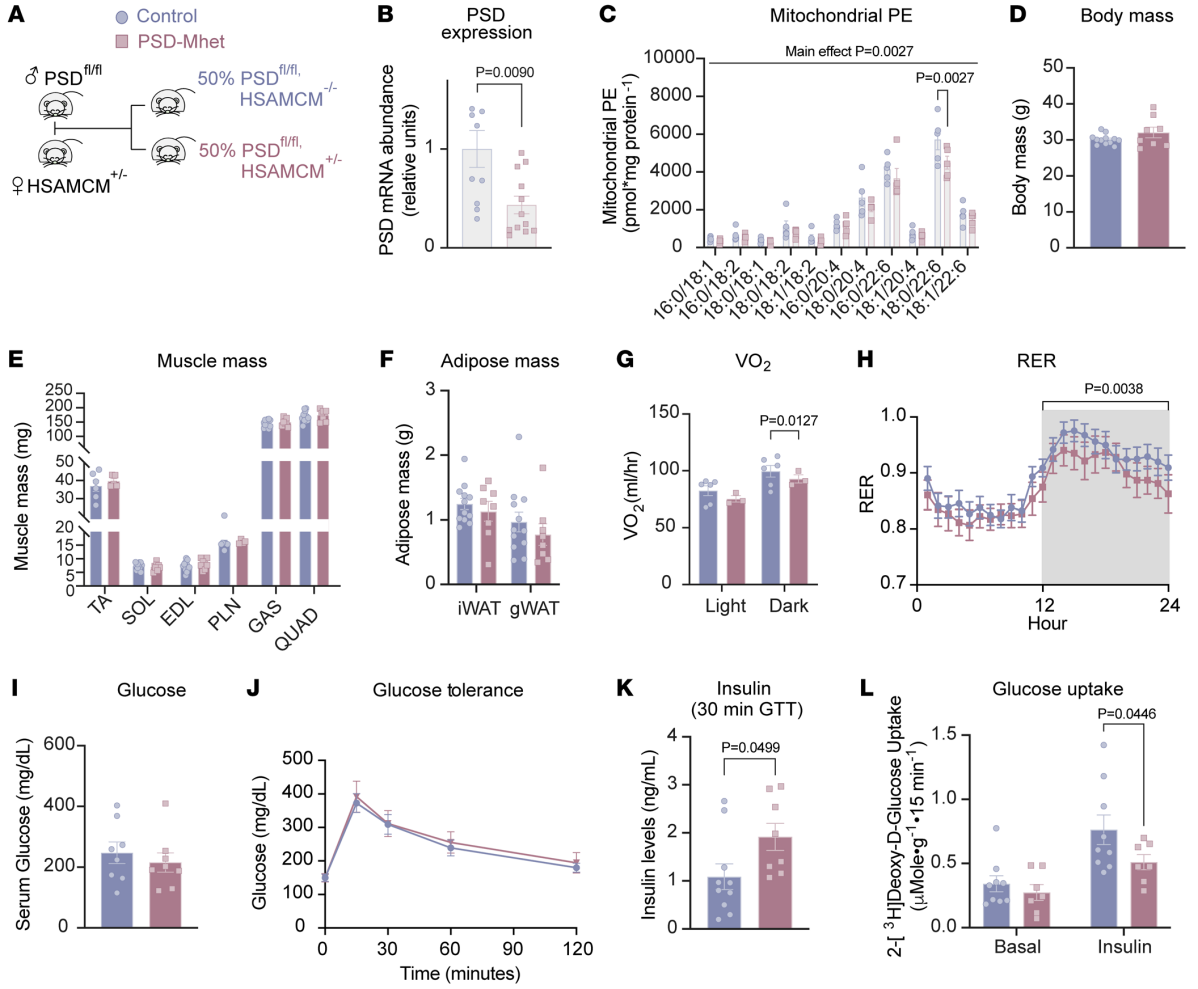
Muscle PSD haploinsufficiency increases susceptibility of mice to inactivity-induced metabolic inflexibility. (**A**) Mouse breeding schematic. (**B**) PSD mRNA levels of sham Cre control and PSD-Mhet (PSD muscle-specific heterozygous knockout) mice (*n* = 11–12 per group). (**C**) Muscle mitochondrial PE levels (from gastrocnemius muscles) of sham control and PSD-Mhet mice (*n* = 5 per group). (**D**) Body mass of SMC control and SMC PSD-Mhet mice after 8 weeks of reduced activity (*n* = 8–12 per group). (**E** and **F**) Skeletal muscle (**E**) and adipose masses (**F**) after SMC intervention (*n* = 8–12 per group). (**G**) Absolute VO_2_ via indirect calorimetry (*n* = 3–6 per group). (**H**) RER (*n* = 8–11 per group). (**I**) Serum glucose levels (*n* = 8 per group). (**J**) Glucose tolerance test (GTT) performed around week 7 of SMC intervention (*n* = 8–13 per group). (**K**) Serum insulin levels taken at the 30-minute time point during the GTT (*n* = 8–10 per group). (**L**) [^3^H]2-Deoxyglucose uptake in soleus muscles after 8 weeks of SMC (*n* = 7–9 per group). TA, tibialis anterior; SOL, soleus; EDL, extensor digitorum longus; PLN, plantaris; GAS, gastrocnemius; QUAD, quadriceps; iWAT, inguinal white adipose tissue; gWAT, gonadal white adipose tissue. All data are from male control and PSD-Mhet mice. Data represent mean ± SEM. *P* values generated by 2-tailed, equal-variance, Student’s *t* test (**B**, **D**, **I**, and **K**) or by 2-way ANOVA with Tukey’s post hoc test (**C**, **E**–**H**, **J**, and **L**).

**Figure 5:**
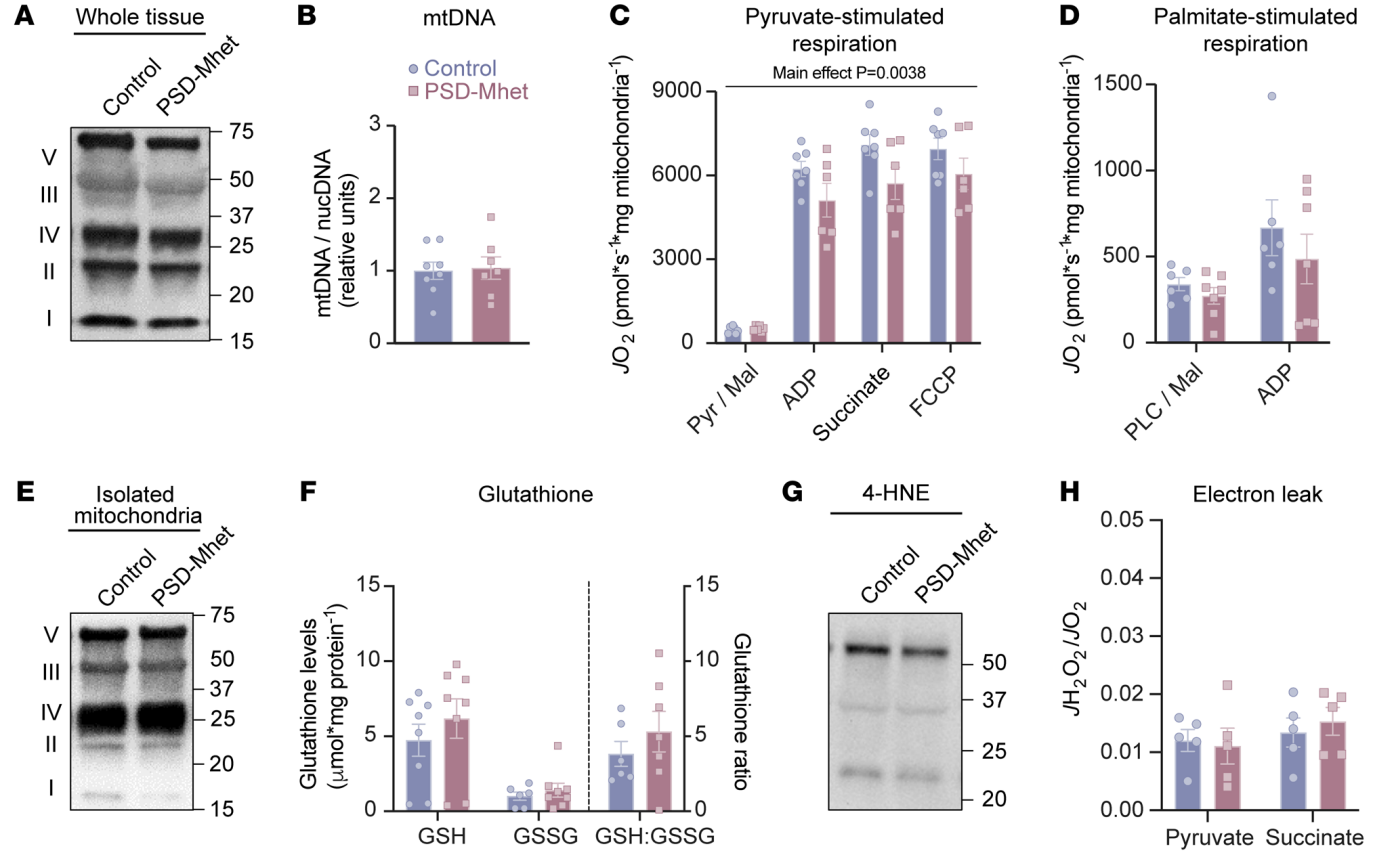
Reduction of mitochondrial pyruvate respiration by PSD haploinsufficiency is not mediated by oxidative stress. (**A**) Representative Western blot of respiratory protein complexes (I–V) of whole gastrocnemius muscle of SMC control and SMC PSD-Mhet (PSD muscle-specific heterozygous knockout) mice (*n* = 4–7 per group). (**B**) Nuclear to mitochondrial DNA in gastrocnemius muscles (*n* = 8 per group). (**C**) O_2_ utilization in isolated muscle mitochondria from gastrocnemius muscles with TCA cycle substrates using the same conditions described earlier (*n* = 6–7 per group). (**D**) O_2_ utilization in isolated muscle mitochondria from gastrocnemius muscles with fatty acid substrates using the same conditions described earlier (*n* = 6–7 per group). (**E**) Representative Western blot of respiratory complexes (I–V) of isolated muscle mitochondria from gastrocnemius muscles of SMC control and SMC PSD-Mhet mice (*n* = 5 per group). (**F**) Reduced (GSH) and oxidized (GSSG) glutathione levels in plantaris muscle (*n* = 8 per group). (**G**) Representative 4-hydroxynonenal (4-HNE) Western blot of whole muscle of SMC control and SMC PSD-Mhet mice (*n* = 6 per group). (**H**) Electron leak in isolated muscle mitochondria from gastrocnemius muscles stimulated with succinate or pyruvate (Pyr) and auranofin (*n* = 5 per group). PLC, palmitoyl-l-carnitine; ADP, adenosine diphosphate; FCCP, carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone. All data are from male control and PSD-Mhet mice. Data represent mean ± SEM. *P* values generated by 2-tailed, equal-variance, Student’s *t* test (**B**) or by 2-way ANOVA with Tukey’s post hoc test (**C**, **D**, **F**, and **H**).

**Figure 6:**
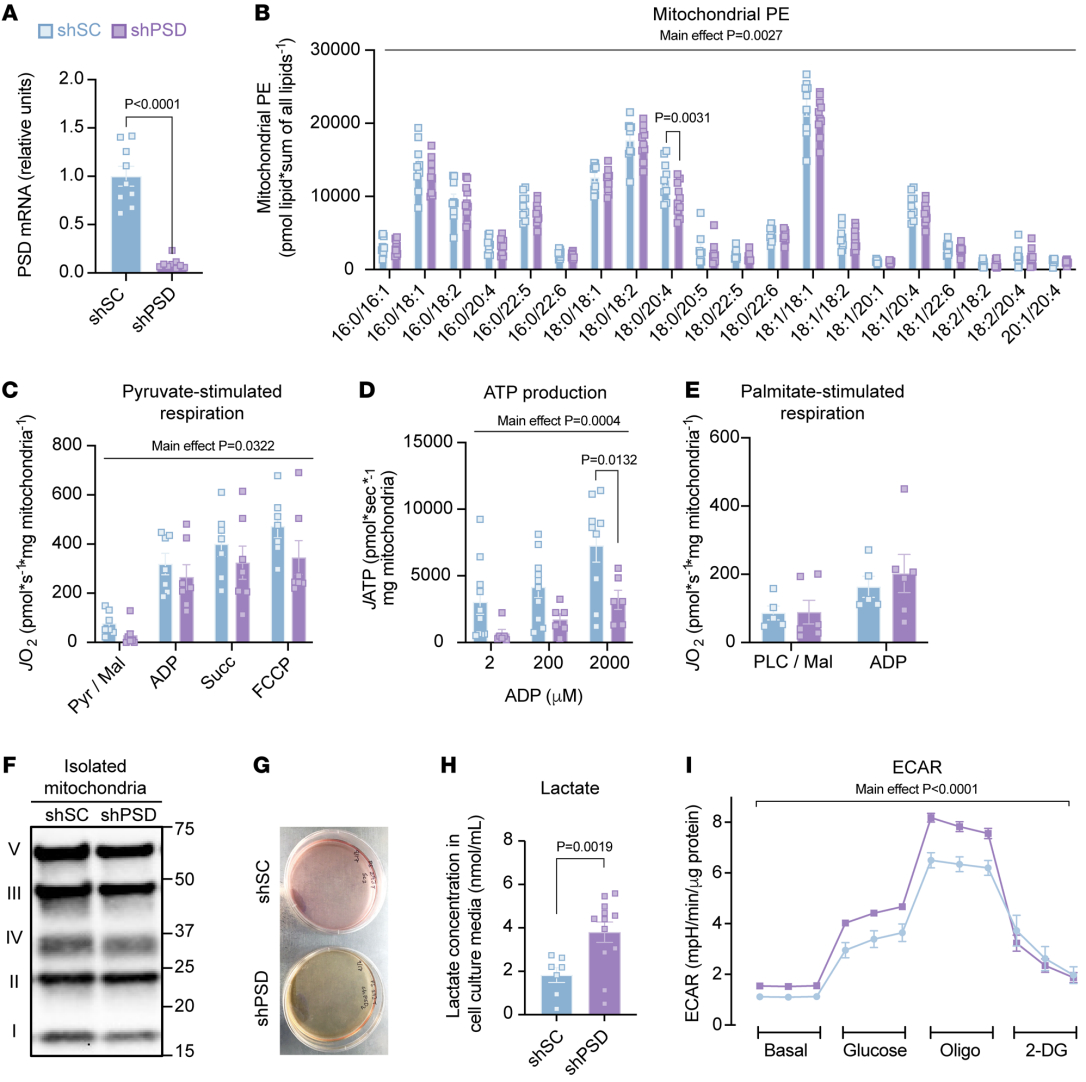
Mitochondrial PE deficiency impairs pyruvate metabolism. (**A**) PSD mRNA abundance in scrambled control (shSC) and PSD-knockdown (shPSD) C2C12 myotubes (*n* = 9 per group). (**B**) PE levels from isolated mitochondria of shSC and shPSD cells (*n* = 9–10 per group). (**C**) O_2_ consumption with Krebs cycle substrates using the same conditions described earlier (*n* = 7 per group). (**D**) ATP (adenosine triphosphate) production from isolated mitochondria of shSC and shPSD myotubes measured in the presence of 0.5 mM malate (Mal), 5 mM pyruvate (Pyr), 10 mM succinate (Succ), and either 2, 200, or 2,000 μM ADP (*n* = 7–10 per group). (**E**) O_2_ consumption with fatty acid substrates using the same conditions described earlier (*n* = 5–6 per group). (**F**) Representative Western blot of respiratory complexes I–V in isolated mitochondria from shSC and shPSD cells (*n* = 5–6 per group). (**G**) Representative image of media color from cell culture plates. (**H**) Quantification of lactate production in the media after 24 hours (*n* = 7–12 per group). (**I**) Seahorse extracellular acidification rate (ECAR) (*n* = 10 replicates per group). PLC, palmitoyl-l-carnitine; Oligo, oligomycin; 2-DG, 2-deoxyglucose. Data represent mean ± SEM. *P* values generated by 2-tailed, equal-variance, Student’s *t* test (**A** and **H**) or by 2-way ANOVA with Tukey’s post hoc test (**B**–**E** and **I**).

**Figure 7:**
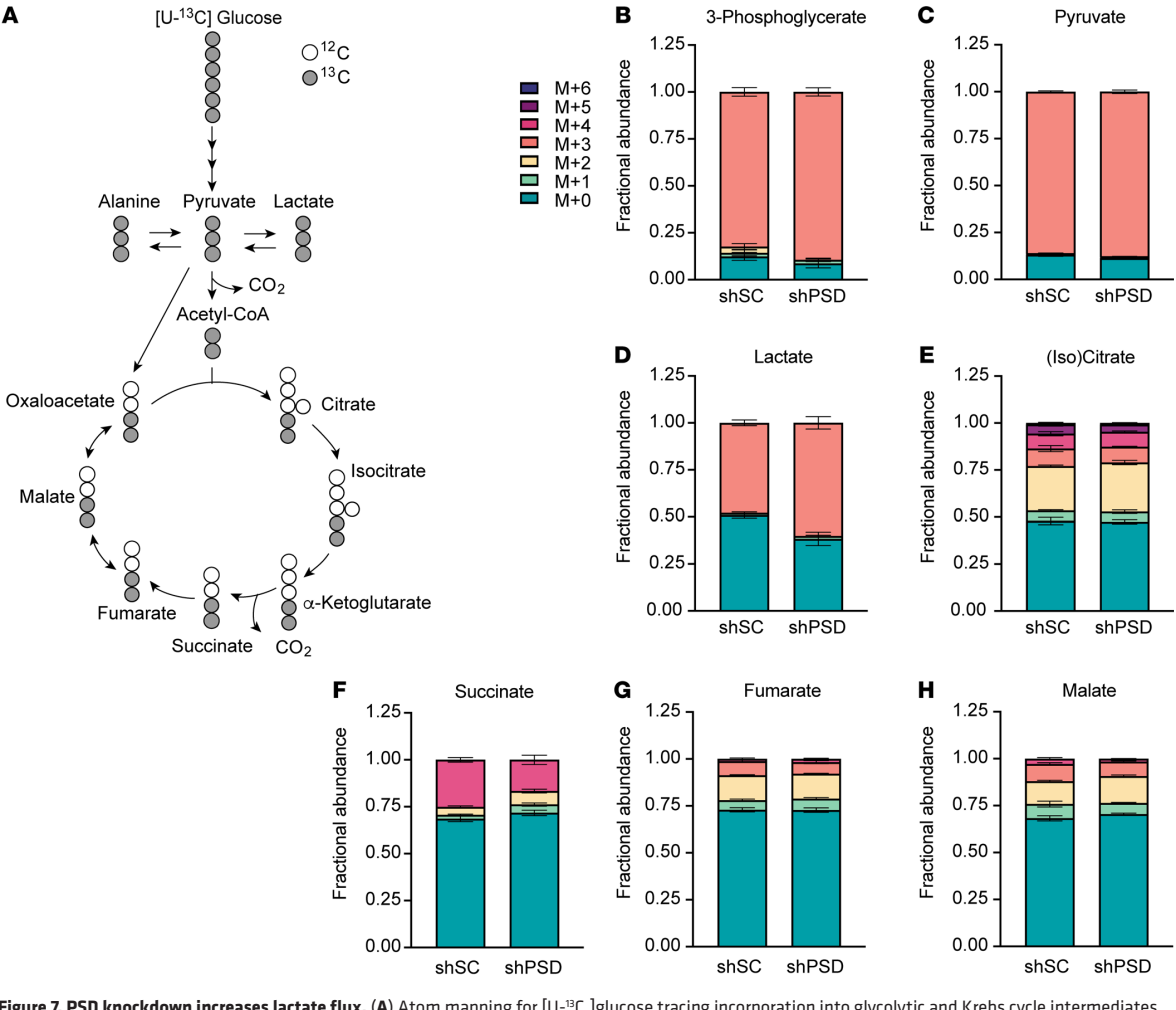
PSD knockdown increases lactate flux. (**A**) Atom mapping for [U-^13^C_6_]glucose tracing incorporation into glycolytic and Krebs cycle intermediates. White circles represent ^12^C atoms, while black circles signify ^13^C atoms. (**B**–**H**) Isotope labeling pattern between scrambled control (shSC) and PSD-knockdown (shPSD) myotubes for intracellular 3-phosphoglycerate (**B**), pyruvate (**C**), lactate (**D**), (iso)citrate (**E**), succinate (**F**), fumarate (**G**), and malate (**H**) (*n* = 4–5 per group). Data represent mean ± SEM.

**Figure 8:**
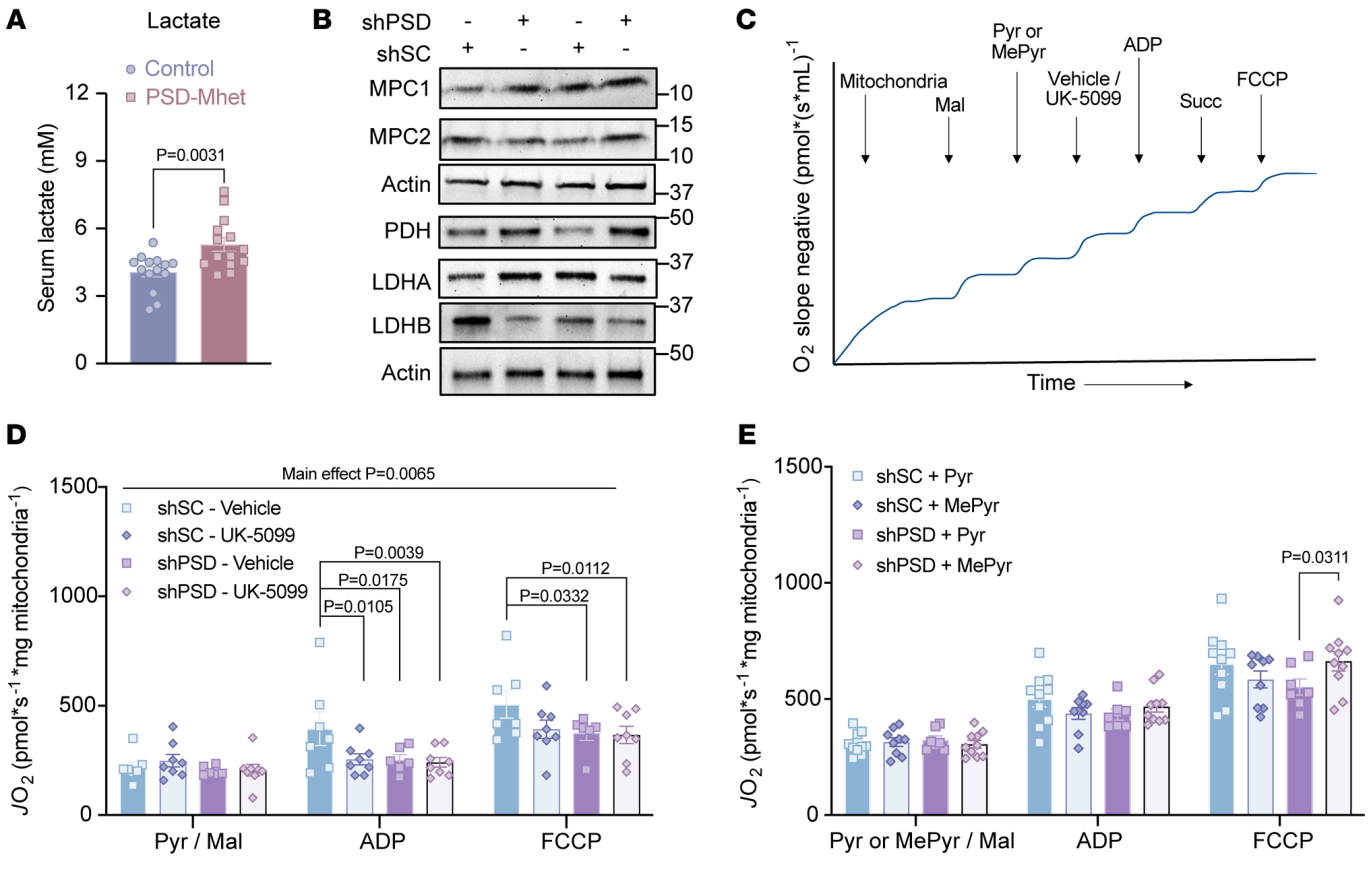
Mitochondrial PE facilitates pyruvate entry. (**A**) Circulating lactate levels from SMC control and PSD-Mhet mice (*n* = 14 per group). (**B**) Representative Western blot of MPC1, MPC2, PDH, LDHA, LDHB, and actin between scrambled control (shSC) and PSD-knockdown (shPSD) C2C12 myotubes (*n* = 6 per group). (**C**) Schematic of the order in which UK-5099 and MePyr were injected during high-resolution respirometry experiments. (**D**) Pyruvate-dependent O_2_ consumption in isolated mitochondria from shSC and shPSD myotubes in the presence or absence of the MPC inhibitor UK-5099 (100 nM) and the same Krebs cycle substrate conditions described above (*n* = 6–8 per group). (**E**) Pyruvate-dependent respiration in isolated mitochondria with Krebs cycle substrate conditions described above with either pyruvate or MePyr as a substrate (*n* = 6–10 per group). MPC1, mitochondrial pyruvate carrier complex 1; MPC2, mitochondrial pyruvate carrier complex 2; PDH, pyruvate dehydrogenase; LDHA, lactate dehydrogenase isoform A; LDHB, lactate dehydrogenase isoform B. Data represent mean ± SEM. *P* values generated by 2-tailed Student’s *t* test (**A**) or 2-way ANOVA with Tukey’s post hoc test (**D** and **E**).

# Supplementary material for: Sedentary behavior in mice induces metabolic inflexibility by suppressing skeletal muscle pyruvate metabolism
**Source:** J Clin Invest. 2024 Apr 23;134(11):e167371. doi: 10.1172/JCI167371

Uncropped Western Blot images. Individual panels show uncropped western blots for corresponding figures. Boxed region represents representative area reported

Full unedited blot for Figure 1L

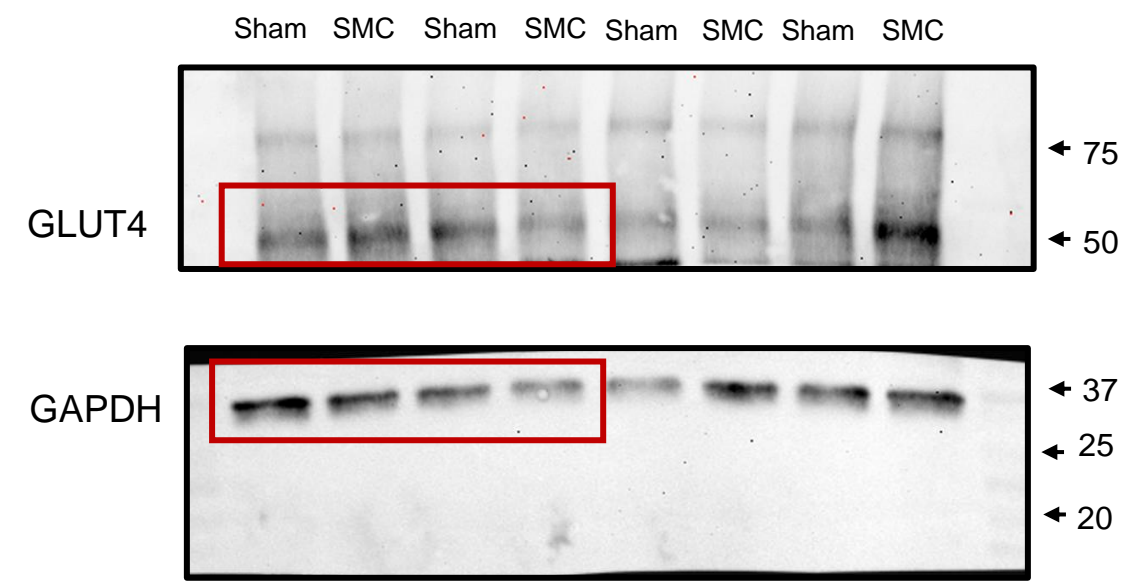

Full unedited blot for Figure 2B – OXPHOS – whole tissue

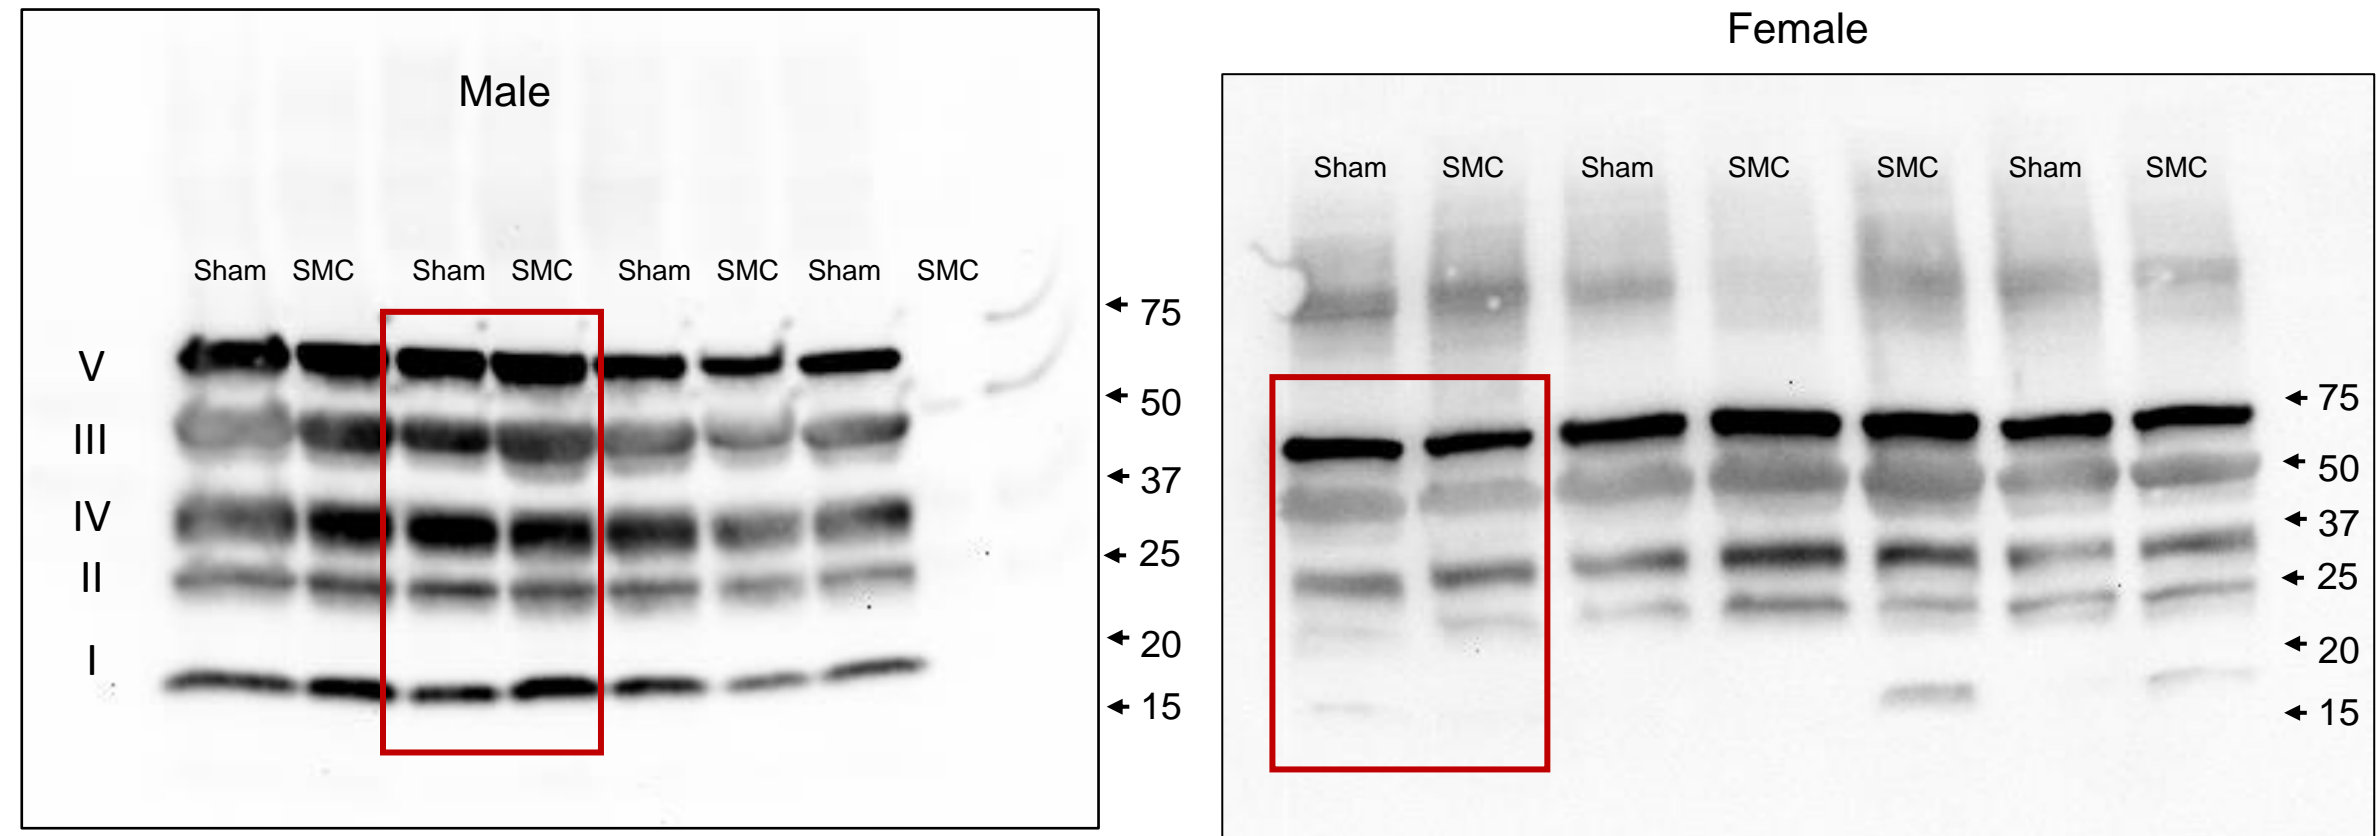

Full unedited blot for Figure 2F – OXPHOS isolated mitochondria

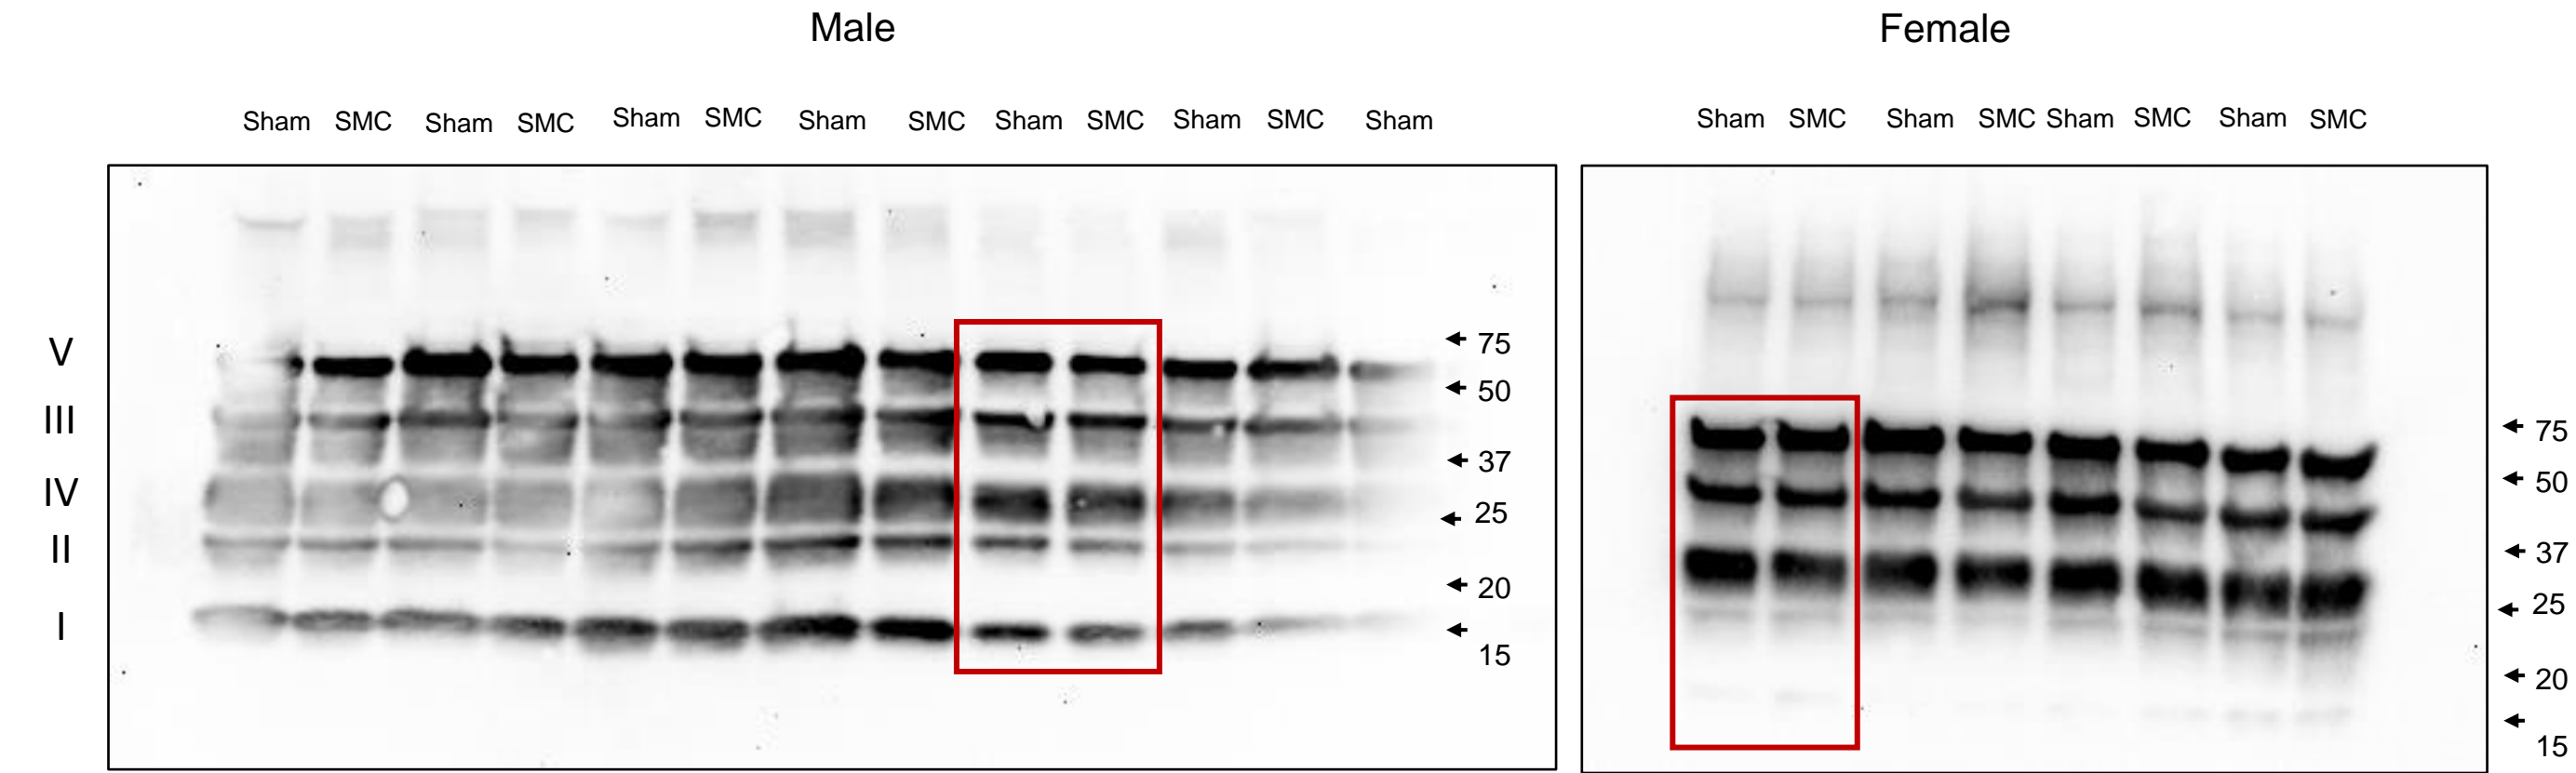

Full unedited blot for Figure S2C – 4HNE

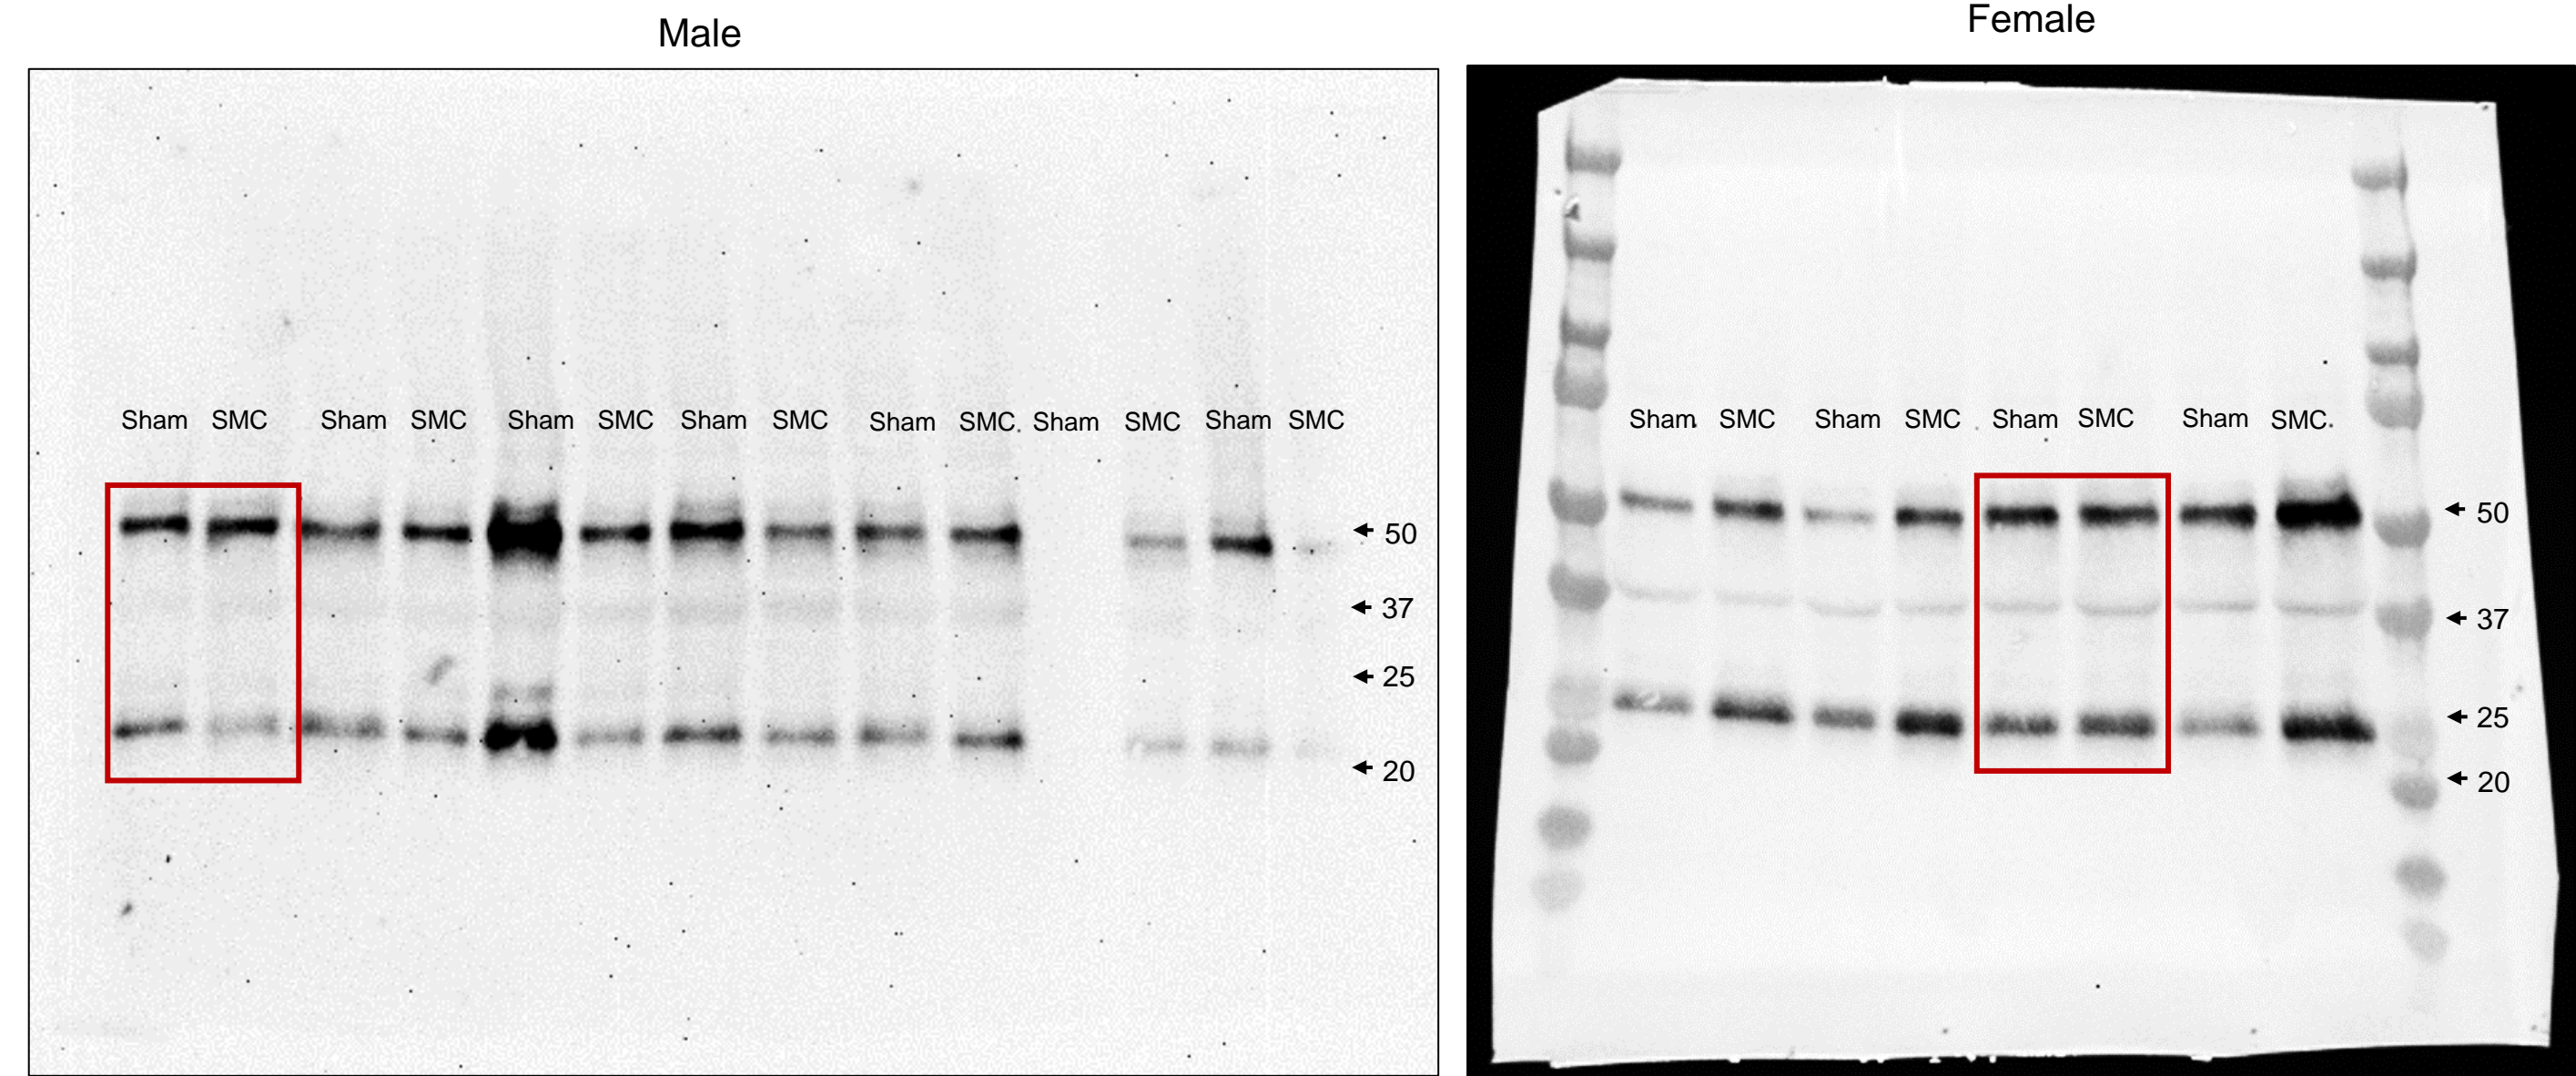

Uncropped Western Blot images. Individual panels show uncropped western blots for corresponding figures. Boxed region represents representative area reported

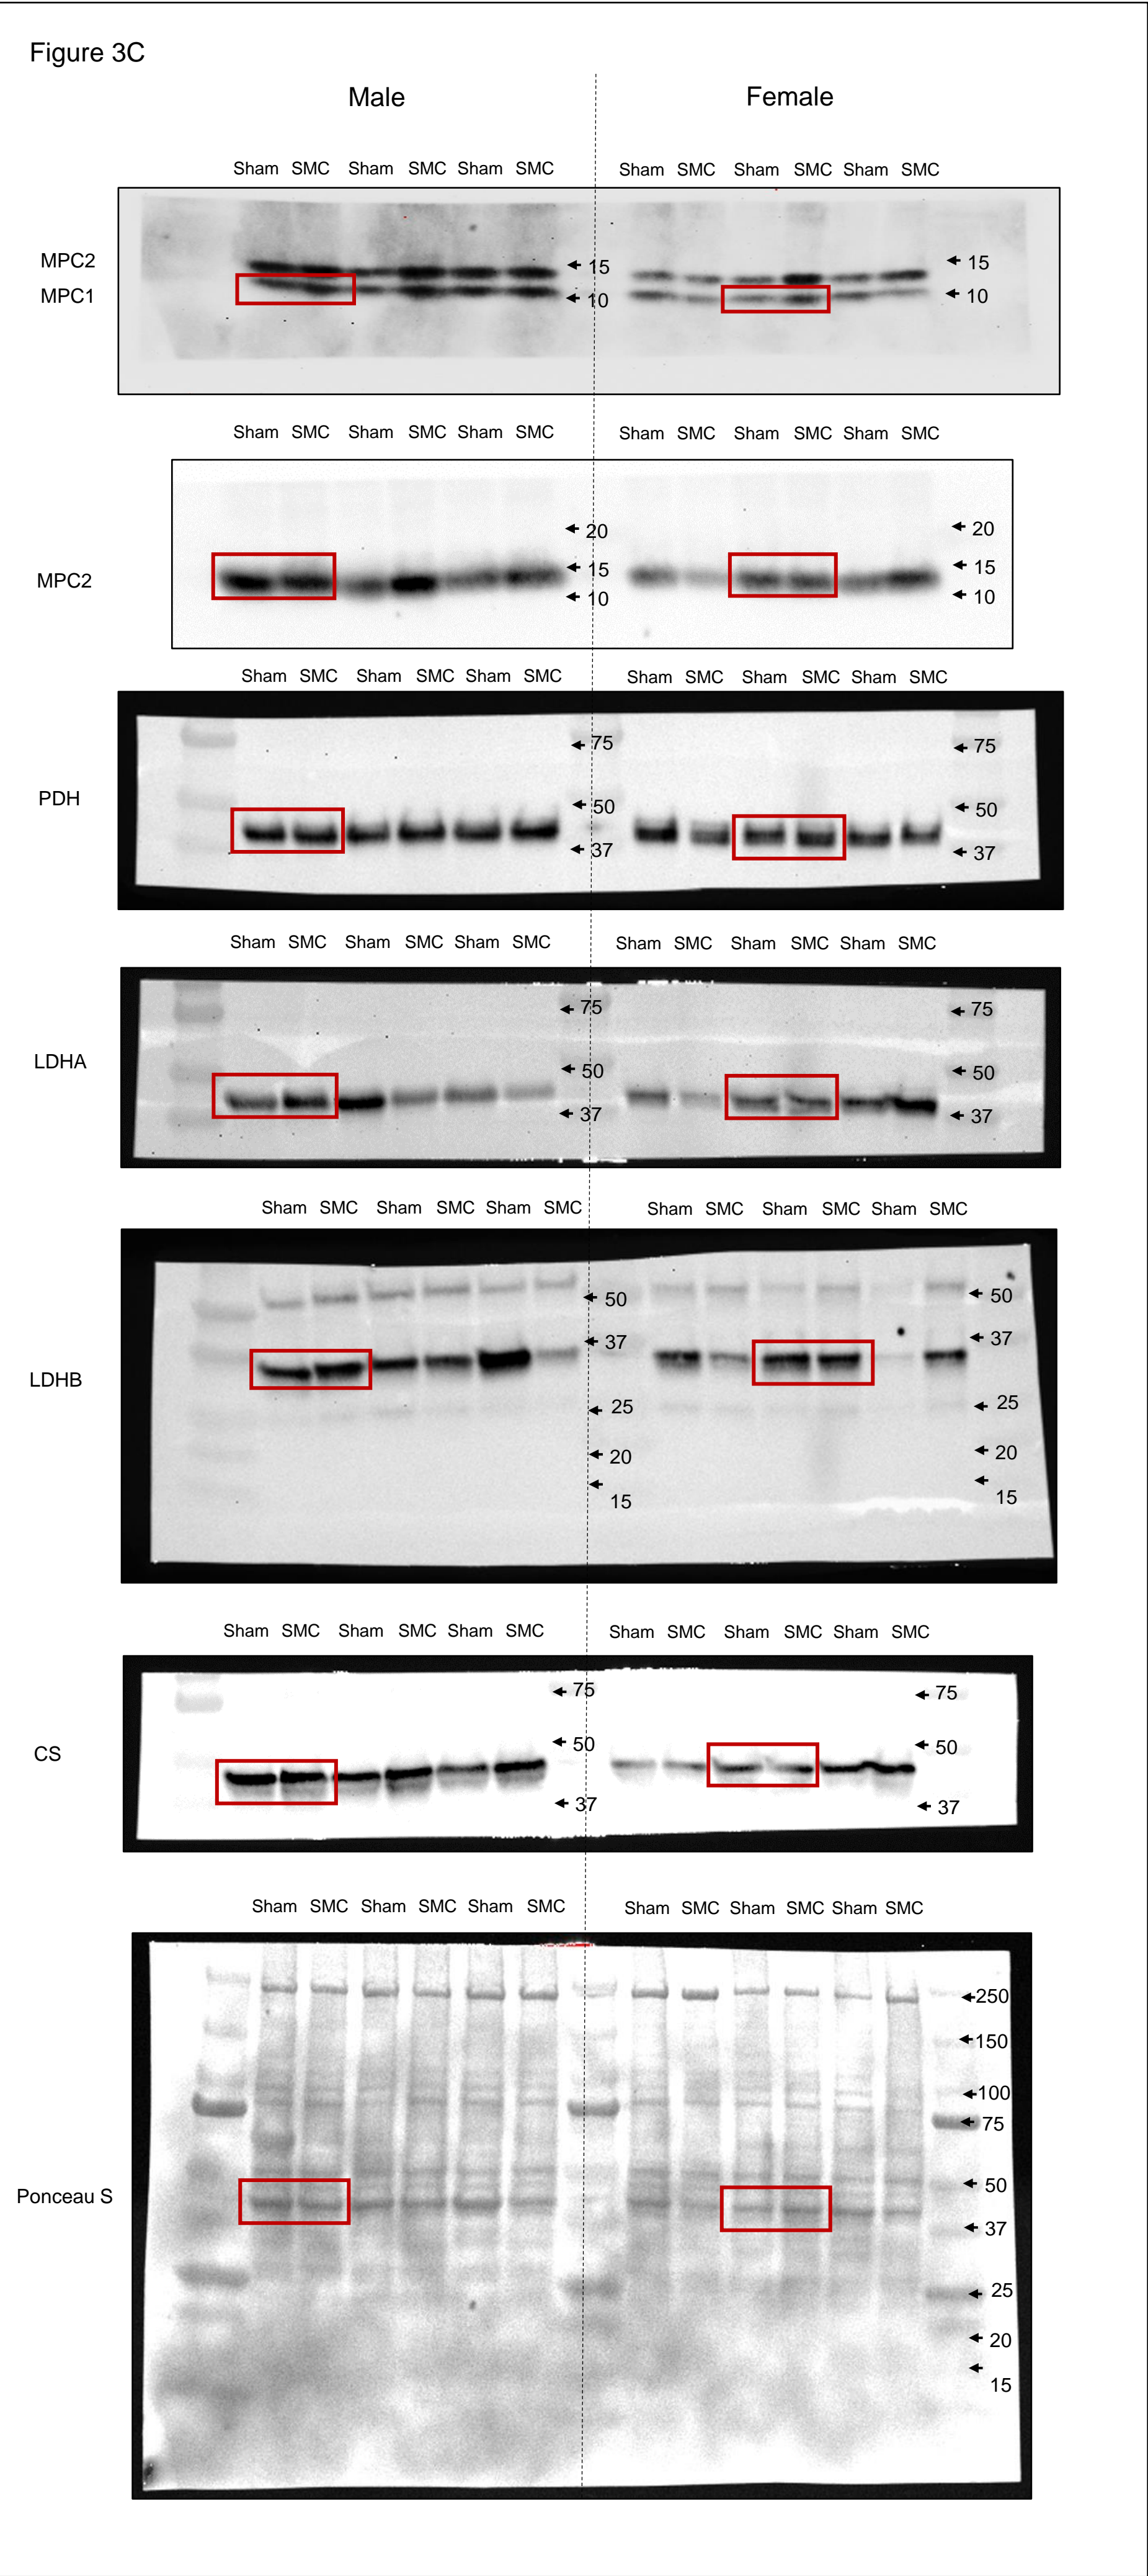

Uncropped Western Blot images. Individual panels show uncropped western blots for corresponding figures. Boxed region represents representative area reported

Full unedited blot for Figure 5A - OXPHOS

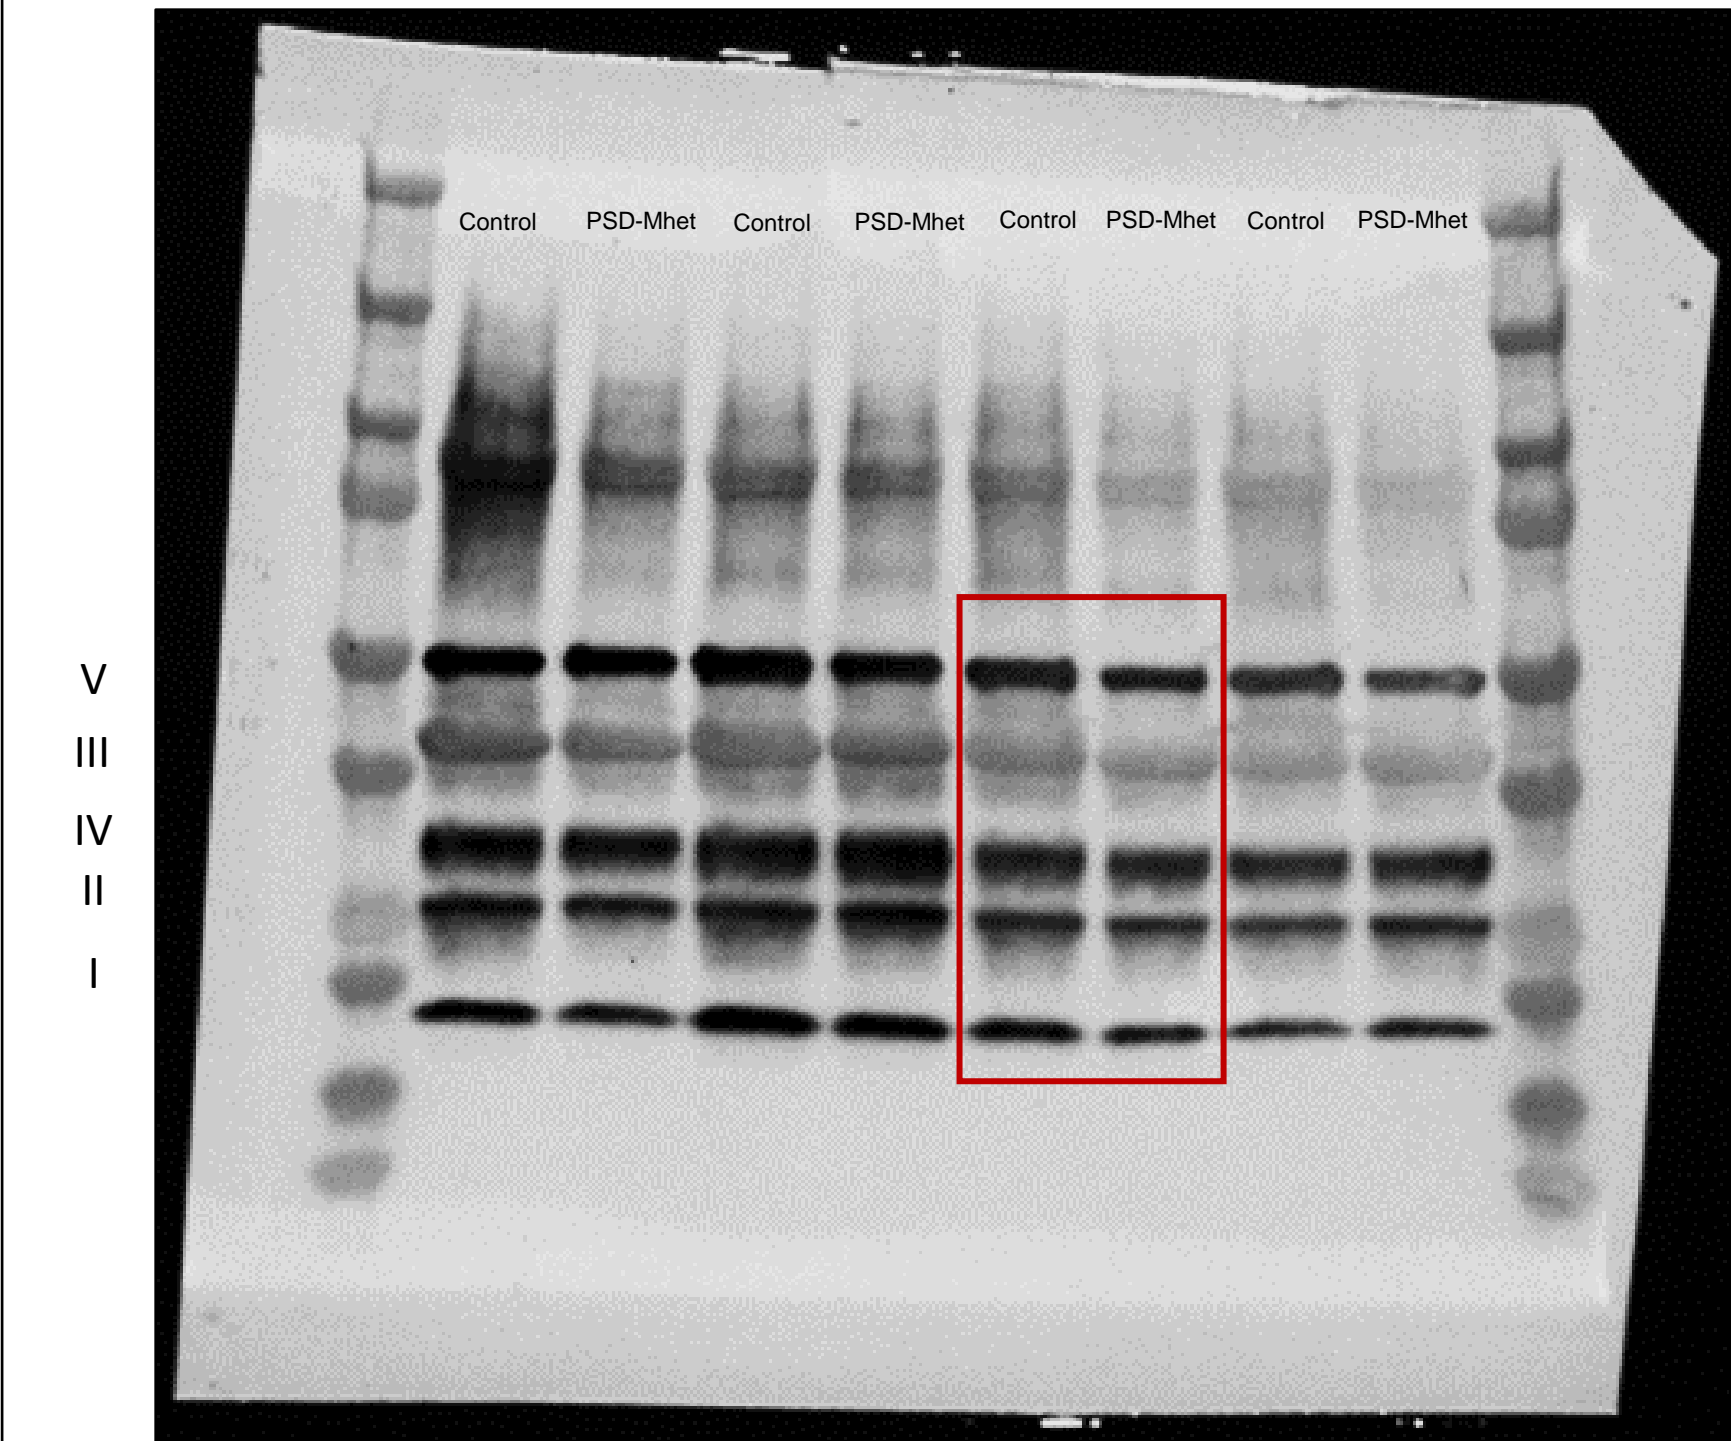

Full unedited blot for Figure 5E - OXPHOS

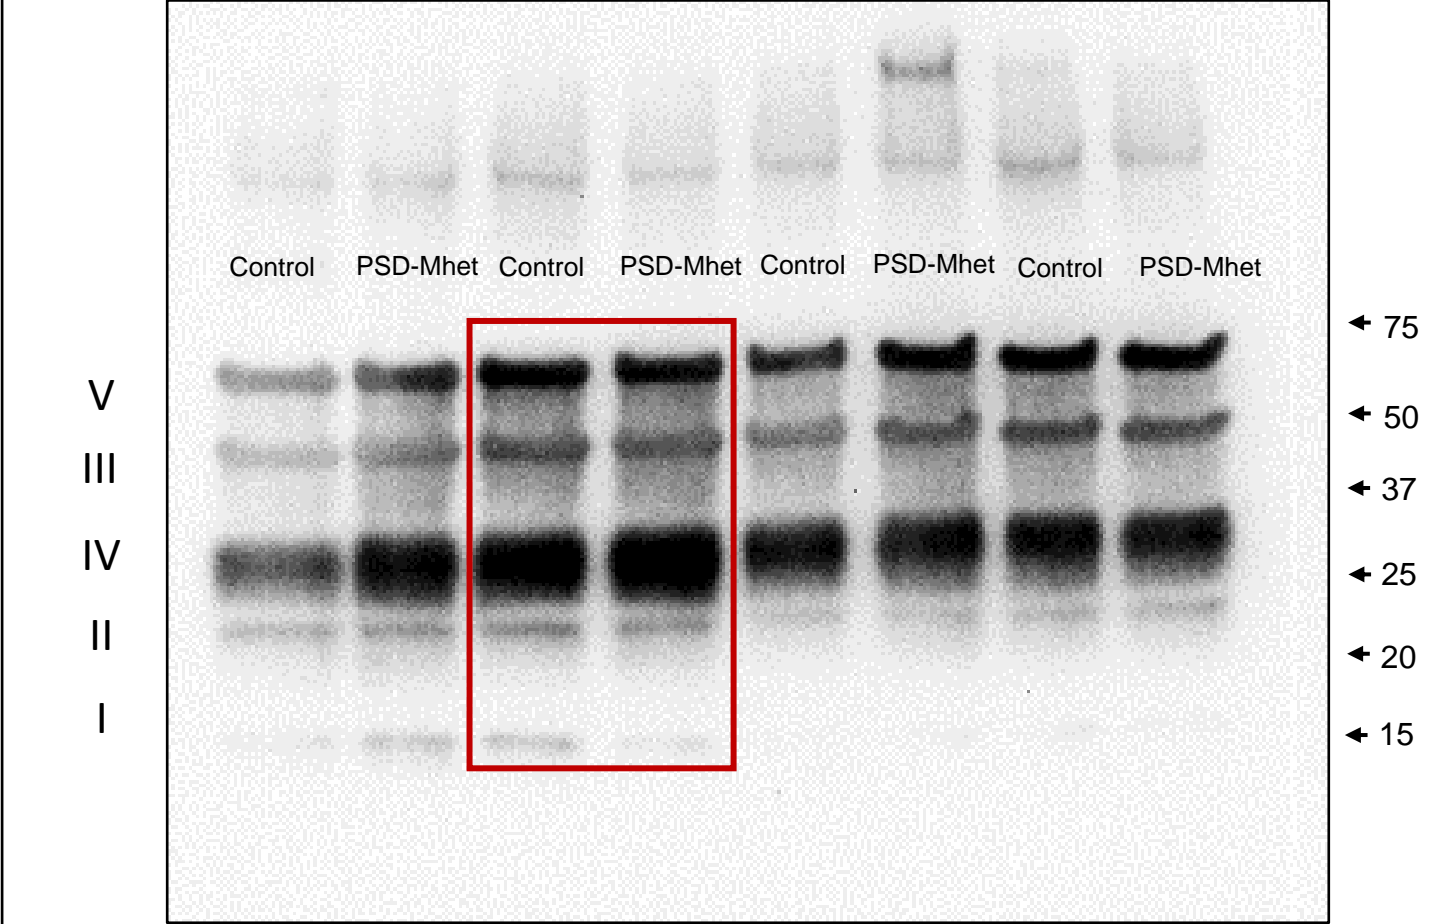

Full unedited blot for Figure 5G – 4HNE

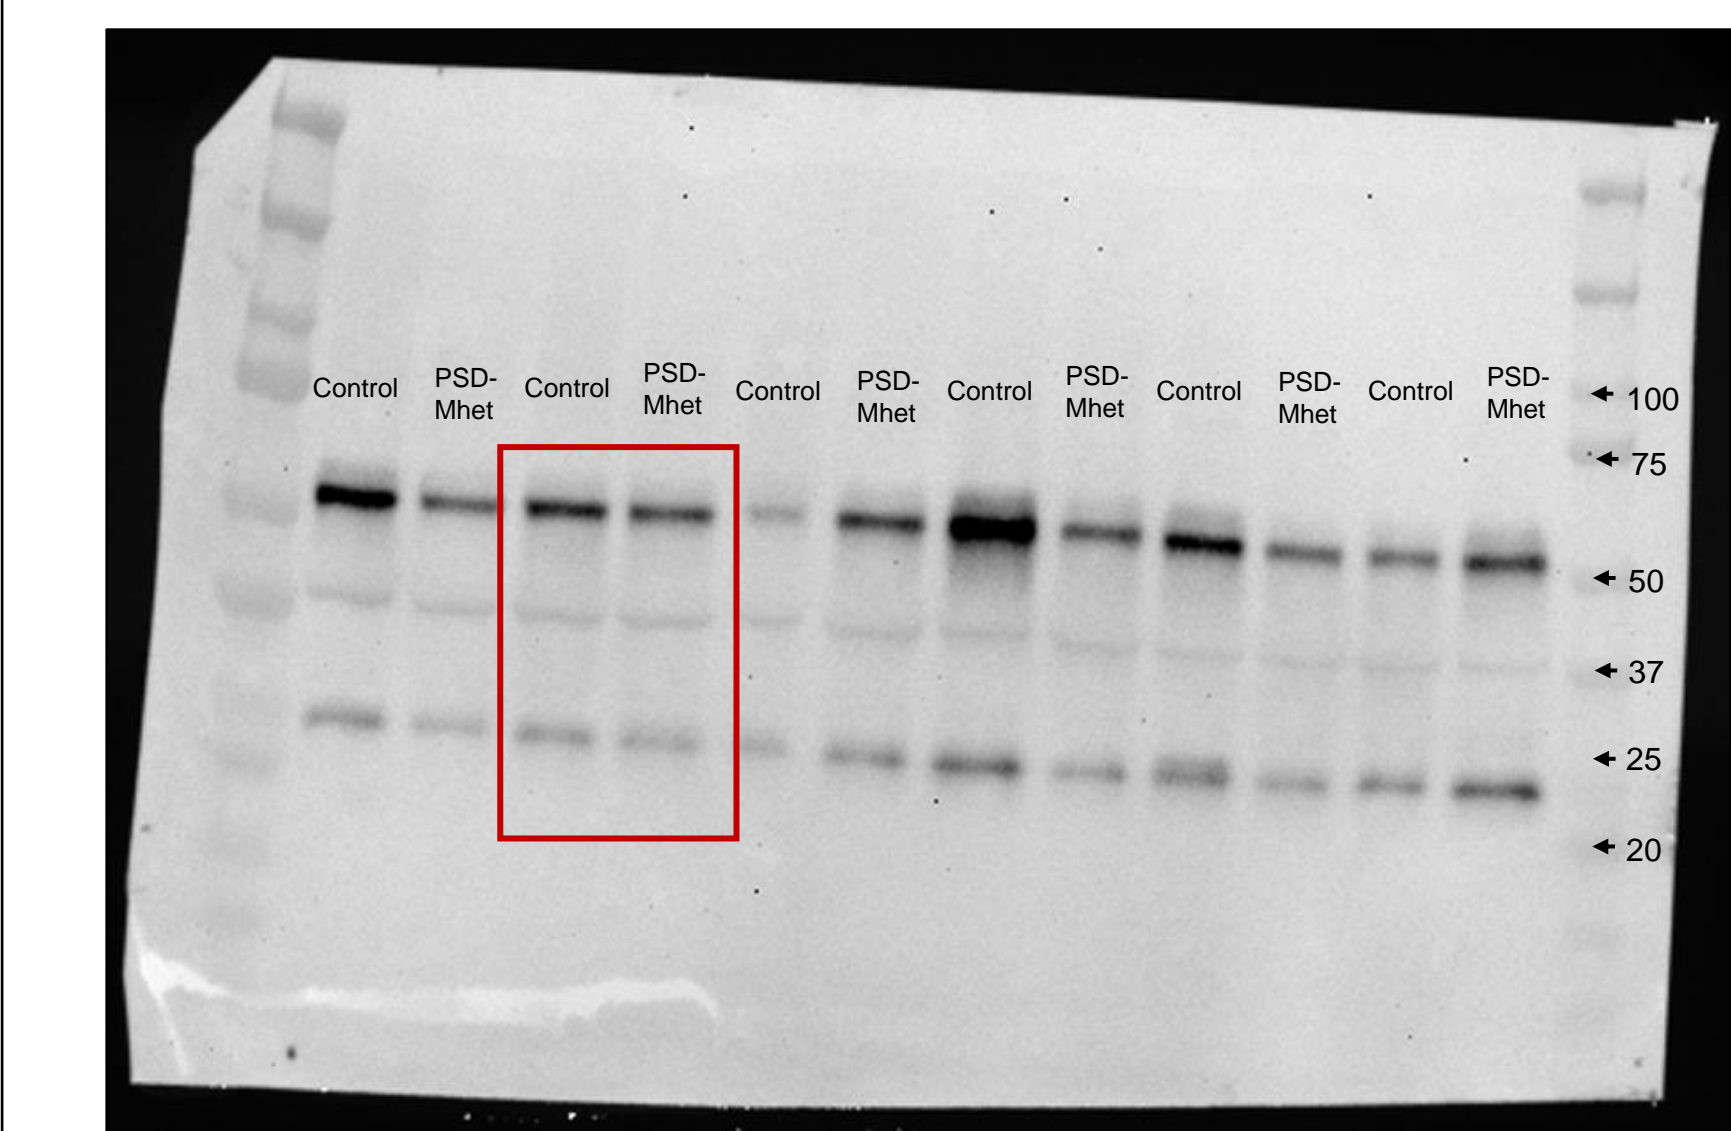

Uncropped Western Blot images. Individual panels show uncropped western blots for corresponding figures. Boxed region represents representative area reported

Full unedited blot for Figure 6F – OXPHOS

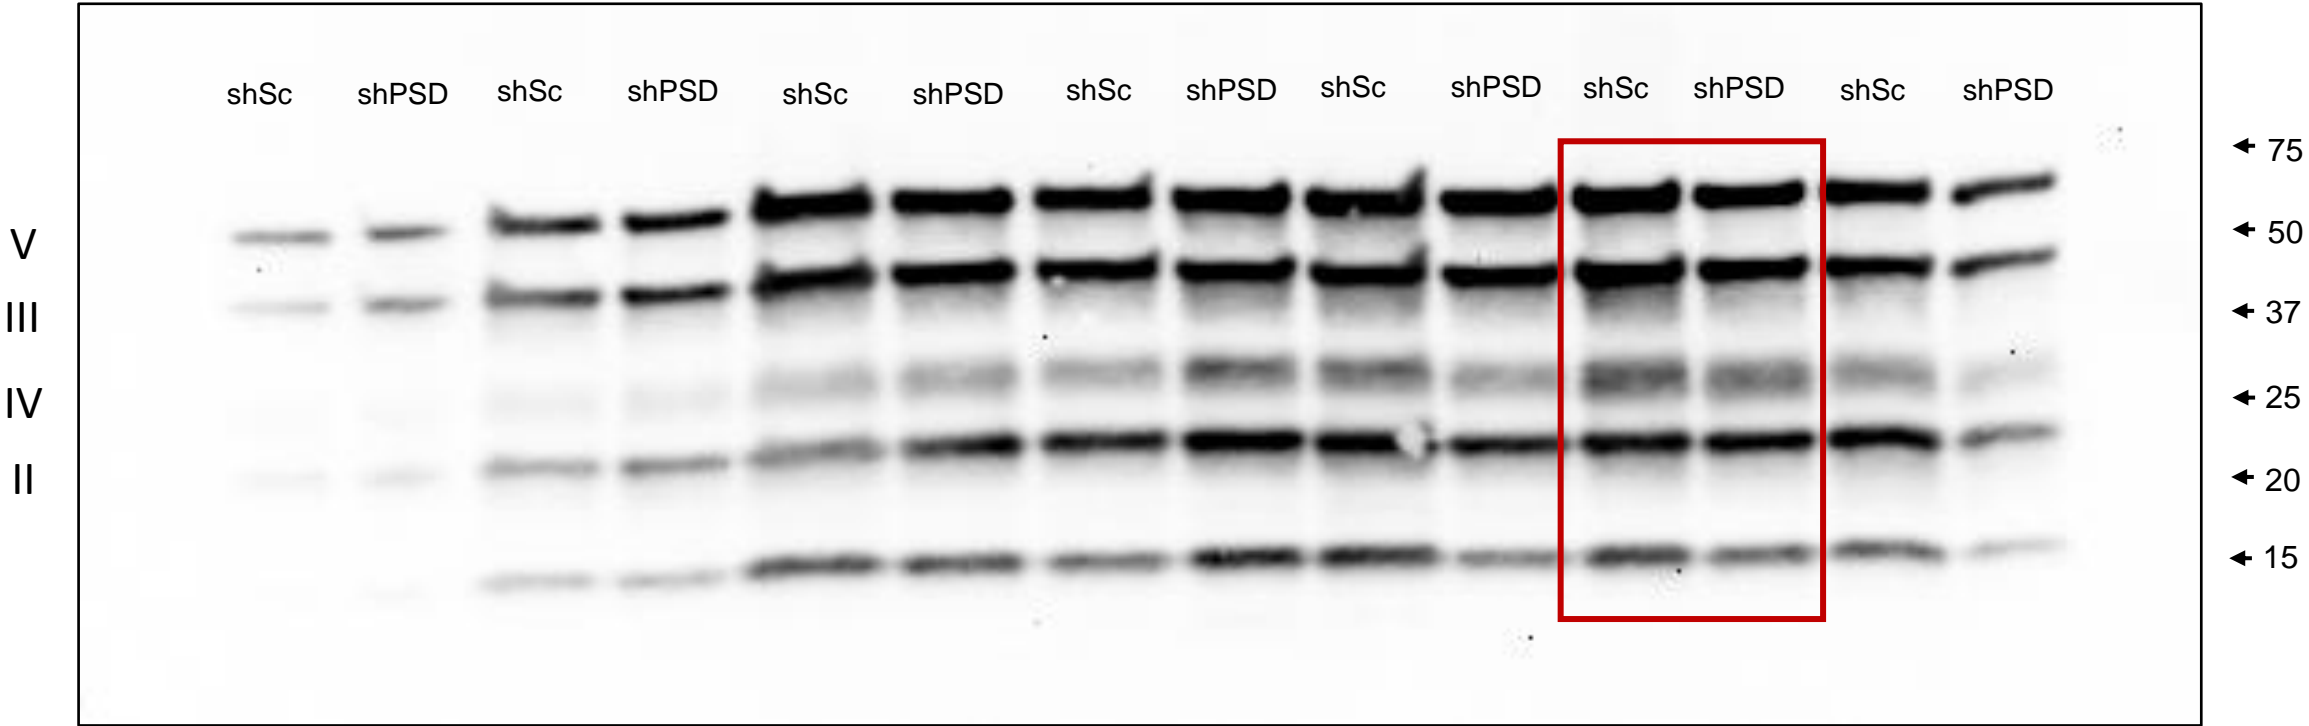

Full unedited blot for Figure S7B – OXPHOS

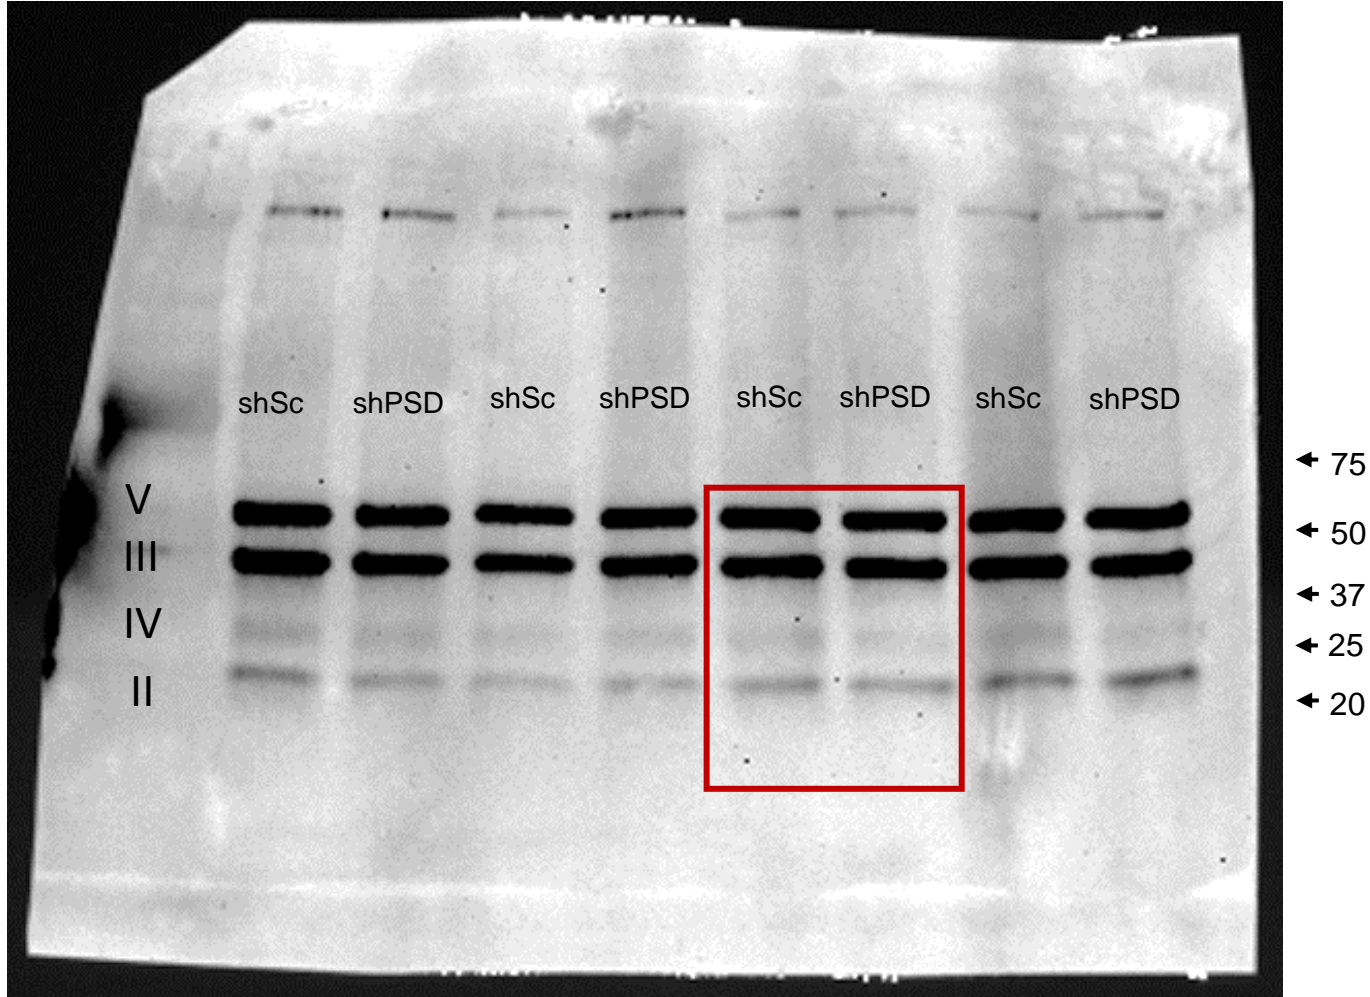

Full unedited blot for Figure S7F – 4HNE

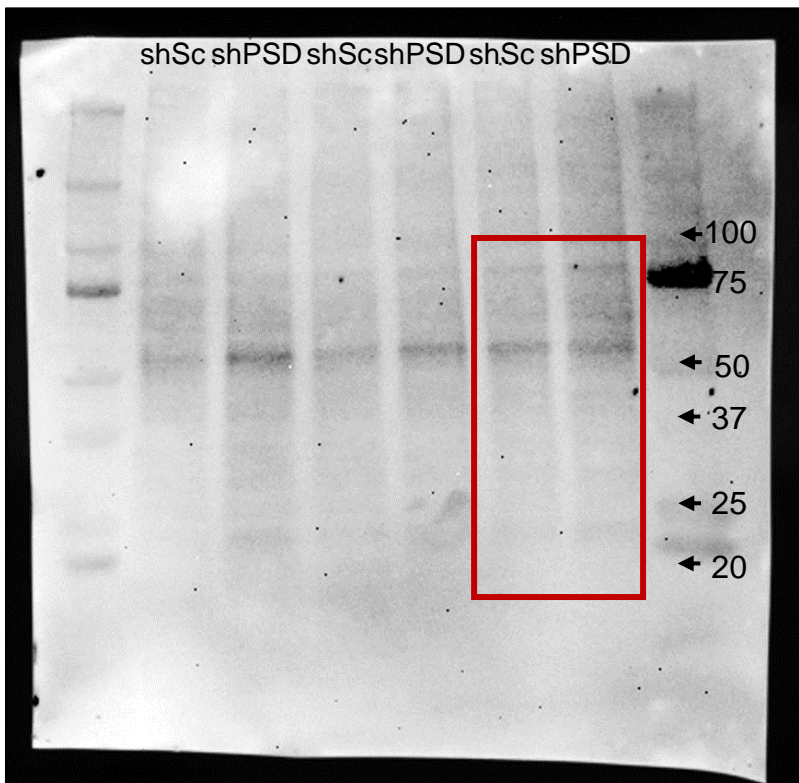

Full unedited blot for Figure 8B

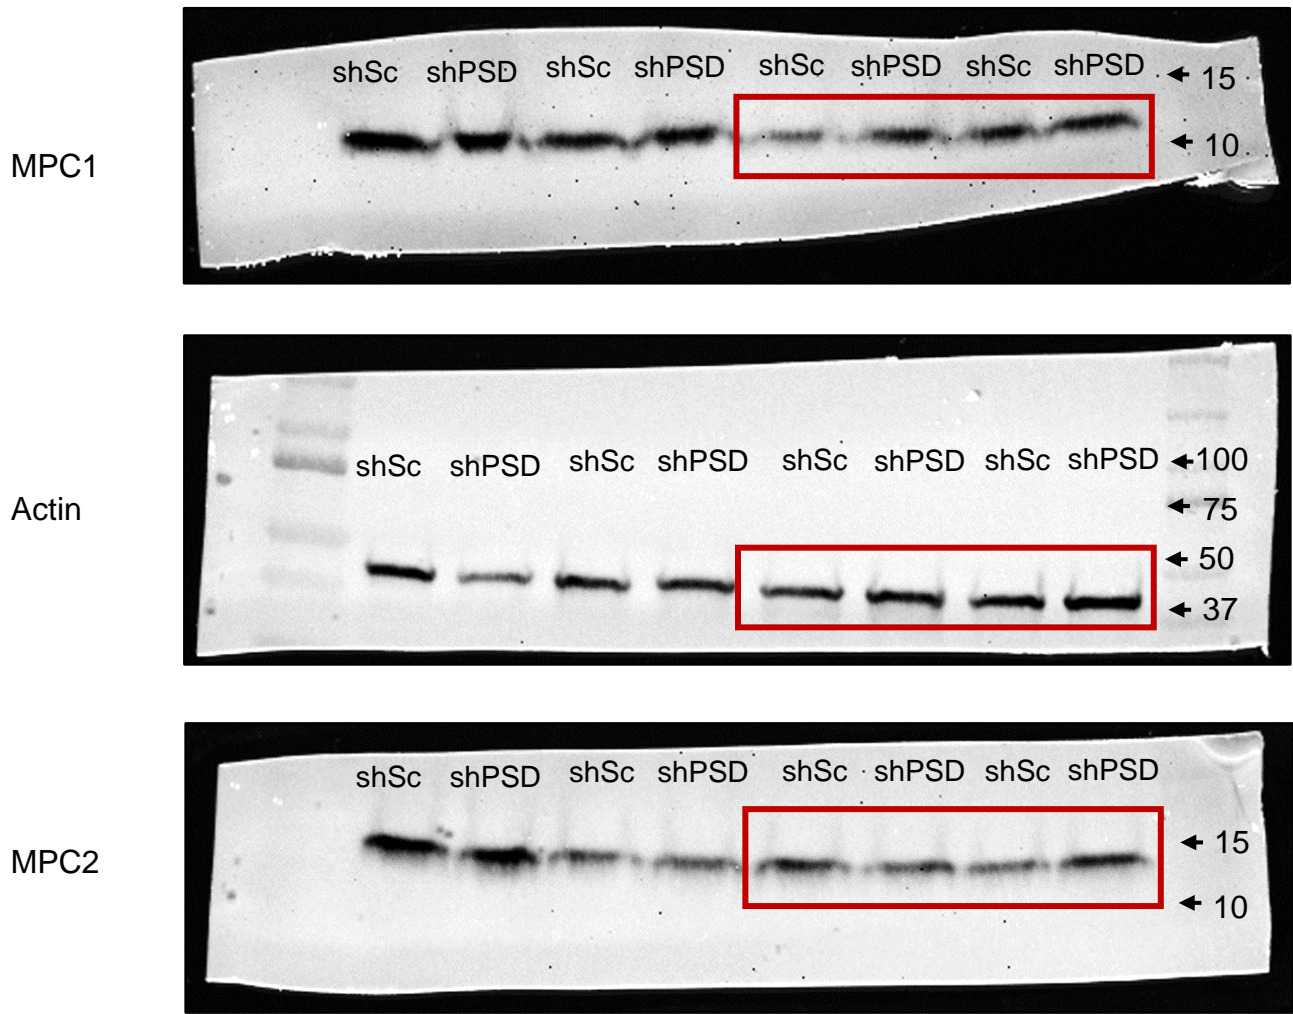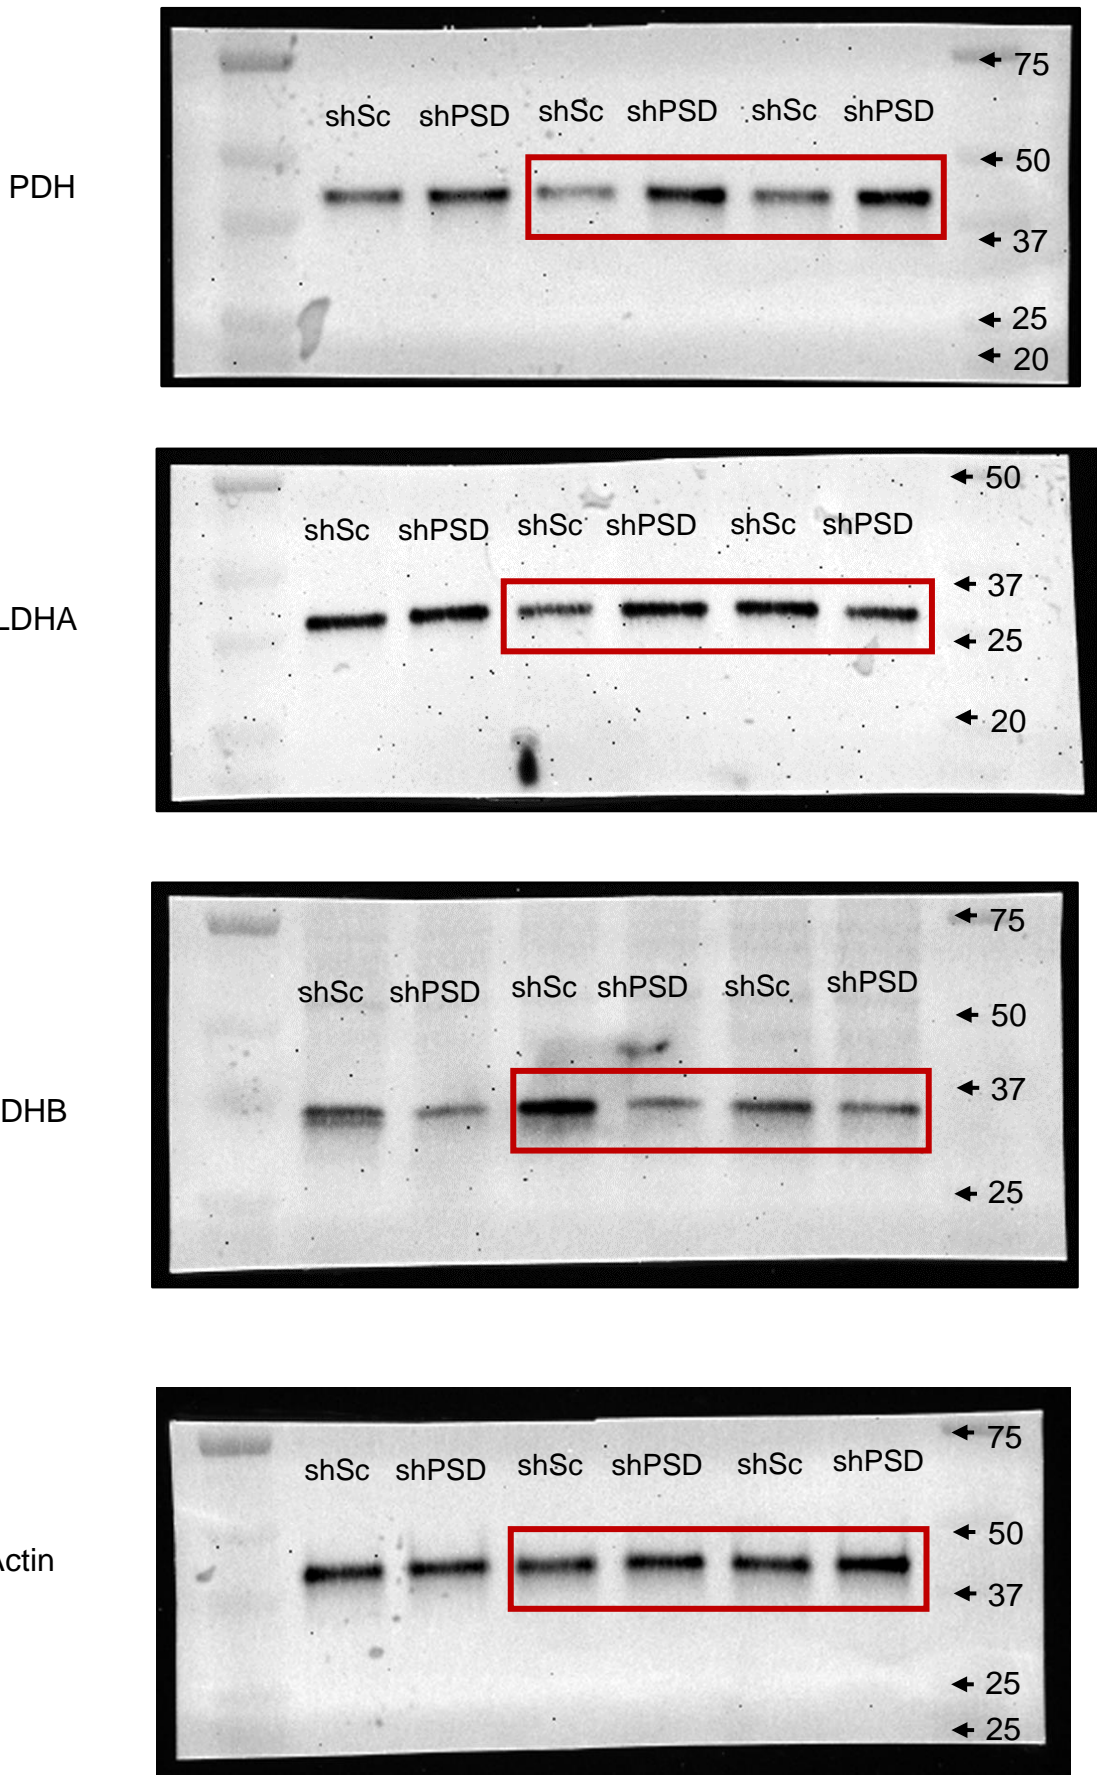

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

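RNA sequencing counts of gastrocnemius muscle from 24 mice were re-analysed, with 6 male sham, 6 male SMC, 6 female sham and 6 female SMC mice. The authors isolated total RNA, depleted ribosomal RNA, prepared strand-specific libraries and counted reads per Ensembl gene, and the deposited values are these raw counts, with 1 column per mouse and no normalization. The aligner, the counting program, the genome build, the annotation release and the strand setting of the counting are not named in the paper's text or the sample labels, and the Supplemental Methods were not used here. Samples were grouped by the sex and treatment in their labels. The libraries hold 55416 genes, of which 52083 had a symbol in the annotation used for names, and genes without a symbol held 0.361% of counts. Total counts per library lay between 23026627 and 36880413. Counts of a gene carry sampling error as well as the spread between mice, and the edgeR fit takes both into account.

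Genes were filtered by edgeR's filterByExpr with the 4 groups, which kept 16408. Counts were normalized by TMM and fitted with a quasi-likelihood negative binomial model with 1 mean per group (edgeR 4.0.16 in R 4.3.3). Contrasts were SMC against sham in males, in females, their difference (the interaction), and sham males against sham females. Tests were two-sided, and Benjamini-Hochberg FDR under 0.05 was the threshold. Standard errors of log2 fold changes were taken from the fit. CPM values use TMM library sizes. Log2 CPM used a prior count of 2. The alternatives were DESeq2 1.42.0 with its size factors, at least 10 counts in every sample in place of filterByExpr, no filter, only the 12 samples of a sex, and limma 3.58.1 voomWithQualityWeights. Each library was also left out in turn.

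Gene sets were lists of gene symbols, fixed ahead of the data, because the KEGG sets of the paper's gene set enrichment were not used here. The 16 pathway lists were ribosome, nuclear oxidative phosphorylation, oxidative phosphorylation genes of the mitochondrial genome, glycolysis and gluconeogenesis, TCA cycle, fatty acid metabolism, glutathione metabolism, drug metabolism by cytochrome P450, tyrosine metabolism, inositol phosphate metabolism, proteasome, spliceosome, ECM receptor interaction, calcium signaling, antigen processing and presentation, and axon guidance. The 14 tested marker and state lists were slow fibre, fast fibre, adipocyte, red blood cell, Schwann cell, macrophage, fibroblast, tendon cell, endothelial cell, denervation and neuromuscular junction, muscle atrophy, circadian clock output, glucocorticoid response, and immediate early response. Lists of B cell and T cell genes had 2 tested genes each, below the minimum of 3, and were not tested. Enrichment was computed with fgsea 1.28.0 on genes ranked by the signed square root of F, with Benjamini-Hochberg adjustment within the pathway family and within the marker and state family. The alternatives were ranking by log2 fold change, camera with a preset correlation of 0.01 or an estimated one, fry, and the Reactome sets shipped with fgsea, of 15 to 500 genes. A set score per mouse was the mean log2 CPM over a list. Sham and SMC scores were compared by a two-sided exact permutation test over 924 relabelings, and the interaction by a two-sided permutation test with 100000 resamples. Scores were recomputed with DESeq2 size factors, with CPM without scaling factors, and with the median over genes.

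Gene length and GC content were taken from GENCODE mouse release 21 by gene identifier. Where a trend was removed, each library's lowess trend (span 0.3) of log2 CPM with the property, fitted on genes outside the lists, was entered as an offset. The slow fibre score or the tendon score was added as a covariate in other fits. Another fit left out the 10 genes of most counts. For chance, 100 splits of the same libraries into groups of the same sizes were drawn, the actual split included. The pipeline was tested on simulated data, after a first run on the real counts, and 3.80% of its calls there were of unchanged genes. Genes named by rule are those of Figure 3A and 3B and genes of phosphatidylethanolamine and phosphatidylserine synthesis. In each sex, up to 5 genes with the largest rise and up to 5 with the largest fall were also named. These were taken among genes with an FDR under 0.05 whose 6 SMC libraries lay all above or all below the 6 sham libraries. The text also names other genes, such as Ndufa2, Irx3os, Fbxo32, Fmod, Mbp and Ttn, to which this rule does not apply. Sex labels were checked by Xist and Ddx3y. A duplicated library was looked for in 60 pairs within groups, and the smallest chi-square per degree of freedom was 10.7.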

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

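All tests of explanations in this part were chosen only after the result they bear on was seen, and those of slow muscle content of the piece, of a sex swap, of the tendon score and of clock phase also after their own values or closely related values were seen. The clock phase contrast replaced a test of the whole clock list once that had given no difference (two-sided exact permutation tests, p = 0.305 in males and 0.214 in females). An FDR between 0.01 and 0.1 in the tests of a trend or covariate was taken as deciding nothing after 2 such values were known, 0.0510 for glutathione metabolism in males with the length trend removed, which would otherwise count for the length trend, and 0.0339 for the ECM list in females with the tendon score as a covariate, which would otherwise count against tendon. These tests use an FDR that permutes genes. They show whether an enrichment remains after the adjustment, and not that SMC caused it.

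Of 220 groups of 6 values tested, 18 held a value far from the other 5 by Dixon's ratio of gap to range. About 11 such groups were to be had by chance. Of the 18 values, 8 were in male sham replicate 4 and 1 was in female sham replicate 7. The slow fibre score was 1.42 against 5.84 to 6.97 in the other 5 in male sham replicate 4 and 1.22 against 6.23 to 7.44 in the other 5 in female sham replicate 7. A sample swapped between the sexes is argued against by 0 of 24 libraries whose Xist and Ddx3y go against the label. A muscle piece with little slow muscle and a difference between these mice themselves cannot be told apart. In both libraries all 9 slow fibre genes other than Myh7 were among the lowest 2 of their group, but these genes make up the score itself and so decide nothing. Without male sham replicate 4 the slow fibre score of SMC and sham males differed by 0.016, and without female sham replicate 7 that of females by 0.28. With limma's sample weights these libraries had weights of 0.283 and 0.370, the lowest of the 24.

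Male sham replicate 4 also stood apart in its TCA cycle score (6.45 against 6.81 to 6.99 in the other 5), fatty acid metabolism score (4.50 against 4.98 to 5.23 in the other 5) and muscle atrophy score (7.24 against 5.96 to 6.22 in the other 5). Its log2 CPM was 8.10 against 5.90 to 6.59 in the other 5 for Pcx, 8.18 against 8.67 to 8.77 in the other 5 for Hk2, 8.22 against 8.67 to 8.84 in the other 5 for Pdha1 and 8.77 against 9.11 to 9.28 in the other 5 for Cs. Without it the NES of fatty acid metabolism in males was -1.61, that of the TCA cycle -0.704, and the log2 fold change of Pcx -0.044. No explanation was tested for these values.

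Of the other values far from their group, 2 were in female SMC replicate 23 and 1 was in each of 7 other libraries. The ribosome score was 6.04 against 5.85 to 5.91 in the other 5 in female SMC replicate 23, and without it the female NES was -2.76. The TCA cycle score of male SMC replicate 14 was 6.43 against 6.76 to 6.95 in the other 5, and the drug metabolism score of female SMC replicate 20 was 2.99 against 2.66 to 2.78 in the other 5. The antigen processing and presentation score of female SMC replicate 21 was 4.44 against 3.61 to 3.74 in the other 5, and without it the female NES was 1.32 and no longer past the threshold (FDR 0.174). Log2 CPM was 1.31 against 1.96 to 2.21 in the other 5 for Chka in male sham replicate 3, 0.275 against -0.657 to -0.475 in the other 5 for Gm7854 in female SMC replicate 23, -0.333 against 0.332 to 0.706 in the other 5 for Gm7293 in female sham replicate 9, 2.82 against 0.107 to 0.661 in the other 5 for Gm1821 in female sham replicate 10 and 6.48 against 5.31 to 5.56 in the other 5 for Scarna2 in female sham replicate 8. Without these libraries the log2 fold change was -0.42 for Chka in males, and in females 1.52 for Gm7854, 0.91 for Gm7293, -0.97 for Gm1821 and -0.71 for Scarna2. No technical or biological explanation was tested for these.

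The SMC response differed between the sexes in the interaction test for 9 of the 16 pathway lists and 3 of the 14 marker and state lists. It was lower in males for ribosome (NES -2.45, FDR 8.94e-09), nuclear oxidative phosphorylation (NES -2.101, FDR 1.53e-05), glutathione metabolism (NES -2.01, FDR 5.46e-04), drug metabolism (NES -1.81, FDR 0.00647), proteasome (NES -3.00, FDR 1.49e-13), antigen processing and presentation (NES -2.07, FDR 1.83e-04) and adipocyte (NES -1.81, FDR 0.0394). It was higher in males for ECM receptor interaction (NES 2.42, FDR 4.69e-09), calcium signaling (NES 1.49, FDR 0.0137), axon guidance (NES 1.68, FDR 0.00207), Schwann cell (NES 1.72, FDR 0.0394) and tendon cell (NES 1.74, FDR 0.0394). These p values permute genes. With mice permuted, 0 of the 16 pathway scores and 0 of the 14 marker and state scores differed between the sexes, adjusted or at an unadjusted p under 0.05. Under fry 0 of 16 pathway lists passed, with 1 at an unadjusted p under 0.05, and 0 of 14 marker and state lists passed, with 0 at an unadjusted p under 0.05. Of 100 splits of the libraries, 19 gave as many pathway lists past the threshold. Taken by list, 58 of 100 splits gave as large a score for nuclear oxidative phosphorylation, 36 for ribosome, 34 for axon guidance, 29 for antigen processing and presentation, 22 for calcium signaling, 9 for ECM receptor interaction, 9 for drug metabolism, 2 for proteasome and 1, the actual one, for glutathione metabolism. Of the marker and state lists, 20 of 100 did for adipocyte, 17 for Schwann cell and 43 for tendon cell. For proteasome and glutathione metabolism the splits argue against a random division of mice as the cause, while their score interactions had p = 0.0674 and p = 0.117 (two-sided permutation tests). With the gene length trend removed, the interaction NES was -2.92 for proteasome, -1.83 for glutathione metabolism, -1.13 for nuclear oxidative phosphorylation (no longer past the threshold) and 1.31 for calcium signaling (also no longer past it), so that a length trend may account for the latter pair. Without female SMC replicate 21 the interaction NES of antigen processing and presentation was -0.862. A biological difference between the sexes in the response stays open and was not tested beyond these.

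The ECM receptor interaction list was lower in SMC females (NES -2.01), as Figure 2A of the paper shows. The paper does not report 2 lists that were lower with it, the fibroblast list (NES -1.76, FDR 0.0226, 9 of 10 genes lower) and the tendon cell list (NES -1.88, FDR 0.00580, 9 of 10 lower). The female scores fell by 0.27 for fibroblast and by 0.62 for tendon cell (two-sided exact permutation tests, p = 0.327 and 0.197, adjusted over 14 lists both 0.584). The most abundant tendon genes were Fmod at 241 ± 146 CPM (SD, n = 6) in female sham and 141 ± 64.9 in female SMC, and Thbs4 at 174 ± 87.0 and 109.6 ± 37.7. With the tendon score as a covariate, the ECM list in females had an FDR of 0.0339 (NES -1.54). Connective tissue or tendon in the piece and a change of the muscle's own matrix cannot be told apart from this value, which lies in the range that decides nothing. Of 100 splits, 36 gave as large an ECM score in females. Single libraries move it as well: without female sham replicate 7 the female ECM score changed by -0.25 (two-sided exact permutation test, p = 0.00433) and the list passed in females and in the interaction of scores, while without female sham replicate 12 it changed by -0.091 (exact p = 0.524). Without female sham replicate 10 the tendon cell list failed (NES -1.51), and the fibroblast list failed in 4 of 24 fits that each left out 1 library, reaching -1.18 without female sham replicate 8.

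Muscle atrophy genes, which the paper does not report, were lower with SMC in both sexes (males NES -2.41, FDR 9.43e-07, females NES -1.93, FDR 0.00580, with 14 of 15 genes lower in each). Their score changed by -0.43 (two-sided exact permutation test, p = 0.00216, adjusted over 14 lists 0.0303) in males and by -0.46 (two-sided exact permutation test, p = 0.00433, adjusted over 14 lists 0.0606) in females. In males this is the smallest p that 6 against 6 allow. Without male sham replicate 4 the male score changed by -0.24 (exact p = 0.00216) and the NES was -1.87. The most abundant gene, Fbxo32, was at 914 ± 877 CPM (SD, n = 6) in male sham, 504 ± 105 in male SMC, 782 ± 206 in female sham and 437 ± 189 in female SMC. A gene length trend as the whole cause is argued against, since with it removed the list still passed (FDR 5.19e-07 in males and 0.00484 in females). So is slow fibre content (FDR 2.71e-04 and 0.00149 with the slow fibre score as a covariate). Of 100 splits, 6 gave as large an NES in males and 7 in females, so by the NES a random division of mice was not ruled out. The exact test of the score, which relabels mice, argues against a random division in males (p = 0.00216, adjusted over 14 lists 0.0303). In females its adjusted value was above the threshold (0.0606). Under fry 0 marker and state lists passed in either sex (2 in males and 2 in females at an unadjusted p under 0.05). An effect of SMC on these genes stays a hypothesis. The paper reports lower body, lean and muscle mass in SMC males but not in females, so lower RNA of these genes does not show less atrophy.

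Glucocorticoid response genes, also not reported in the paper, were lower in both sexes (males NES -2.17, FDR 1.62e-04, females NES -2.39, FDR 9.2e-08), with 12 of 12 genes lower in each. The score changed by -0.69 (two-sided exact permutation test, p = 0.0216, adjusted over 14 lists 0.152) in males and by -0.86 (two-sided exact permutation test, p = 0.0238, adjusted over 14 lists 0.167) in females. The list shares Cdkn1a with the atrophy list and Per1 with the clock list. A gene length trend (FDR with it removed 3.48e-04 in males and 9.04e-08 in females) and slow fibre content (FDR with the covariate 0.00311 and 1.94e-05) are argued against as the whole cause. A different time of day at tissue collection cannot be told apart from an effect of SMC, because collection times per mouse were not used here and the contrast of clock genes of opposite phase gave p = 0.647 in males and p = 0.0974 in females (two-sided exact permutation tests). Of 100 splits, 10 gave as large a score in males and 2 in females. Leaving out female SMC replicate 19, 22 or 23 took the female score's exact p to 0.0584, 0.0693 and 0.0693. Less glucocorticoid signalling with SMC stays a hypothesis, and the paper reports no rise of serum cortisol.

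Schwann cell genes were higher in SMC males (NES 1.95, FDR 0.00291), with a score change of 0.45 (two-sided exact permutation test, p = 0.0368, adjusted over 14 lists 0.172). Mbp was at 19.1 ± 6.86 CPM (SD, n = 6) in male sham and 23.8 ± 4.55 in male SMC. The list shares Egr2 with the immediate early list. Whether more nerve was in the piece was not tested. Slow fibre genes were higher in SMC females (NES 1.67, FDR 0.0419, 10 of 10 higher), but the score change of 1.22 (two-sided exact permutation test, p = 0.221, adjusted over 14 lists 0.584) rests on female sham replicate 7, as given above, and the list failed in 15 of 24 fits that each left out 1 library. The genes of the mitochondrial genome, which the paper does not discuss, were higher in both sexes (males NES 1.92, females NES 2.25). A gene length trend as the whole cause is argued against (FDR with it removed 2.06e-04 in males and 5.19e-05 in females), but 28 of 100 splits in males and 15 in females gave as large a score, and the median over genes in place of the mean changed the female score by -0.0394. No biological explanation was tested for these lists.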

How the results depend on the processing

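The alternatives that removed the gene length or GC trend, used the slow fibre score as a covariate, left out the 10 genes of most counts, used the tendon score as a covariate, used the Reactome sets or left out libraries for the marker and state lists were chosen only after the data were seen, and the others were set before the data were examined. No paired analysis was made, because the replicate numbers are library numbers, unique to each mouse, and cannot show pairs. The paper housed sham and SMC mice in pairs for some experiments, and whether these mice were among them is not known here. Sham libraries are numbers 1 to 12 and SMC libraries 13 to 24. An effect of a processing order that follows these numbers was not tested. Where a result below changed its direction or its side of the threshold, the cause was not tested.

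The ribosome list kept its direction in both sexes under each alternative. In males its enrichment passed under each ranking, filter, trend and left-out library, under fry and under camera with the preset correlation, and failed under camera with an estimated correlation. Its male score per mouse passed the adjustment in 2 of the 12 fits that each left out 1 male, and not with the median over genes. The male NES lay between -3.59 (with the GC trend removed, and without male sham replicate 5) and -2.57 (ranking by log2 fold change). In females the enrichment passed under each ranking, filter, trend and left-out library, between -2.76 (without female SMC replicate 23) and -1.64 (ranking by log2 fold change), and failed under fry and camera with an estimated correlation. Beyond the values given one by one here, 91 other results changed, 81 weaker and 10 stronger.

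With DESeq2 the count of differentially expressed genes was 133 in males (60 higher, 73 lower), 268 in females (114 higher, 154 lower, 54 of the edgeR genes among them) and 1 in the interaction, Irx3os (ENSMUSG00000046413), named after its value was seen. Of the phospholipid genes, DESeq2 called 1 in females, Chka. With only the 12 samples of a sex, a fit with fewer samples, 14 genes passed in females, 9 of them shared, and 0 genes of Figure 3A and 3B, while in males 0 passed (1820 at an unadjusted p under 0.05). With limma's sample weights 93 genes passed in males (57 higher, 36 lower), 16 in females (14 shared) and 0 of Figure 3A and 3B in females. The small male log2 fold changes of Hk2 and A630019I02Rik reversed there, to -0.0070 and -0.10. With at least 10 counts in every sample, 69 genes passed in females (47 shared), and without a filter 39 (10 higher, 29 lower, 32 shared). In males these filters gave 0 genes, with 1640 and 2563 at an unadjusted p under 0.05.

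For pathway lists in females, the filter of at least 10 counts in every sample reversed 2 scores that were not past the threshold, nuclear oxidative phosphorylation to -0.705 and axon guidance to 0.985. Ranking by log2 fold change reversed in males the TCA cycle (-1.11) and antigen processing and presentation (-0.892). In females it reversed nuclear oxidative phosphorylation (-0.496), glycolysis and gluconeogenesis (-0.777), glutathione metabolism (-0.686), drug metabolism (-1.14) and proteasome (0.866), and brought tyrosine metabolism past the threshold (-1.73). In the interaction it took nuclear oxidative phosphorylation (-1.35) and drug metabolism (-1.15) below the threshold and reversed the TCA cycle (-1.07) and tyrosine metabolism (1.39).

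Camera with the preset correlation reversed lists that were not past the threshold, with FDR 0.731 for glycolysis and gluconeogenesis in males, 0.906 for inositol phosphate metabolism and 0.906 for axon guidance in females, 0.626 for macrophage and 0.0625 for immediate early response in females, and 0.922 for glycolysis and 0.922 for fatty acid metabolism in the interaction. Camera with an estimated correlation called 1 list in males, calcium signaling, 0 in females and 0 in the interaction, with 1 and 2 at an unadjusted p under 0.05. Its FDR in males was 0.0617 for ribosome, 0.714 for nuclear oxidative phosphorylation, 0.0617 for glutathione metabolism and, reversed, 0.775 for glycolysis and gluconeogenesis. In females it was 0.740 for ribosome and, reversed, 0.952 for inositol phosphate metabolism and 0.952 for axon guidance. In the interaction it was 0.594 for ribosome, 0.732 for nuclear oxidative phosphorylation, 0.240 for glutathione metabolism, 0.306 for drug metabolism and, reversed, 0.974 for glycolysis and 0.974 for fatty acid metabolism.

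Fry called 5 pathway lists in males, 0 in females and 0 in the interaction, with 3 and 1 at an unadjusted p under 0.05 in the latter pair. It called 0 marker and state lists in males and 0 in females, with 2 and 2 at an unadjusted p under 0.05. Its FDR in males was 0.653 for nuclear oxidative phosphorylation and the same, reversed, for glycolysis and gluconeogenesis (0.653). In females it was 0.254 for ribosome and, reversed, 0.966 for inositol phosphate metabolism, 0.849 for macrophage and 0.586 for immediate early response. In the interaction it was 0.632 for ribosome, 0.860 for nuclear oxidative phosphorylation, 0.328 for glutathione metabolism, 0.328 for drug metabolism and, reversed, 0.865 for glycolysis.

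With the gene length trend removed, the NES fell below the threshold for nuclear oxidative phosphorylation in males (-1.09) and in the interaction (-1.13) and for glutathione metabolism in males (-1.54), and 80 genes passed in females (55 shared). With the GC trend removed, 86 genes passed in females (55 shared), drug metabolism passed in males (-1.61), and antigen processing and presentation in males (-0.820) and nuclear oxidative phosphorylation in females (-0.734) reversed. With the slow fibre score as a covariate, 9 genes passed in males, 177 in females (56 shared) and 10 pathway lists in females. In males glycolysis and gluconeogenesis (1.32), the TCA cycle (-0.776) and antigen processing and presentation (-1.24) reversed, and fatty acid metabolism (-2.04) and drug metabolism (-1.56) passed. In females nuclear oxidative phosphorylation (-2.06, FDR 4.99e-05), the TCA cycle (-1.47), proteasome (1.53) and the endothelial cell list (-1.34) reversed. Of these, nuclear oxidative phosphorylation and proteasome (FDR 0.0325) passed in the new direction. The TCA cycle (FDR 0.0873) and the endothelial cell list (FDR 0.203) did not. Fatty acid metabolism (-2.15) and tyrosine metabolism (-1.75) also passed in females. Glycolysis reversed in the interaction (0.666). Without the 10 genes of most counts, 38 genes passed in females (all 38 shared), and antigen processing and presentation in males (-0.742) and axon guidance in females (0.914) reversed.

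For set scores, DESeq2 size factors brought 1 list past the adjustment in females, spliceosome, and reversed the near-zero female scores of glutathione metabolism (0.0055) and drug metabolism (0.0028). CPM without scaling factors shifted the median of all genes by -0.12 in males and -0.13 in females, so scores under it are read against that shift. In males the TCA cycle (-0.11), inositol phosphate metabolism (-0.074), ECM receptor interaction (-0.030), antigen processing and presentation (-0.092) and axon guidance (-0.017) took a negative sign. Each lay above the male shift, so none of them reversed against it. In females nuclear oxidative phosphorylation (-0.13) lay at the shift. The TCA cycle (-0.12), inositol phosphate metabolism (-0.11) and calcium signaling (-0.046) turned negative in females but lay above the shift, so these did not reverse against it. With the median over genes, 0 lists passed the adjustment in males, with 3 at an unadjusted p under 0.05, inositol phosphate metabolism (-0.019) and antigen processing and presentation (-0.062) reversed in males, and the female ribosome score (-0.060) was no longer at p under 0.05. In females it reversed nuclear oxidative phosphorylation (-0.043), mitochondrial genome genes (-0.039), the TCA cycle (-0.059), drug metabolism (0.054) and inositol phosphate metabolism (-0.030).

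Each of the 24 libraries was left out in turn. The count of differentially expressed genes ran from 0 to 78 in males, being 0 in 18 fits (1490 to 1894 at an unadjusted p under 0.05) and 78 without male sham replicate 5. It ran from 0 to 147 in females, being 0 without female SMC replicate 22 or 23 (1898 and 1831 at an unadjusted p under 0.05), 1 without female sham replicate 8 (Scarna2), 134 without male sham replicate 4 and 147 without female sham replicate 9. In the interaction it ran from 0 (696 to 1145 at an unadjusted p under 0.05) to 1, without female SMC replicate 20 (Irx3os (ENSMUSG00000046413)). The genes called in males in fits with 5 or fewer were Rps27a (ENSMUSG00000020460), Mylk (ENSMUSG00000022836) and Irx3os (ENSMUSG00000046413) without female sham replicate 7, Mylk and Cdh23 (ENSMUSG00000012819) without male SMC replicate 13, Irx3os without female SMC replicate 20 and Mylk without female SMC replicate 23, each named after its values were seen. Of the genes of Figure 3A and 3B, 0 to 1 passed in females (Pdk4), and of the phospholipid genes 0 to 1 (Chka, without female sham replicate 9). Marker and state lists past the threshold numbered 3 to 6 in males and 3 to 6 in females. Set scores past the adjustment numbered 0 to 5 in males, being 0 without male SMC replicate 14, 15 or 18 (7, 5 and 5 at an unadjusted p under 0.05). They numbered 0 to 2 in females, where spliceosome passed in 16 fits and ECM receptor interaction without female sham replicate 7, and 0 to 1 in the interaction, where ECM receptor interaction passed without female sham replicate 7.

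In males the NES ran, for nuclear oxidative phosphorylation from -2.85 (without male sham 4) to 0.436 (without male SMC 14), glycolysis and gluconeogenesis from -0.997 (without male sham 1) to 0.894 (without male sham 4), TCA cycle from -0.704 (without male sham 4) to 1.92 (without male SMC 14) and fatty acid metabolism from -1.61 (without male sham 4) to -0.851 (without male SMC 14). It ran in males for drug metabolism from -1.86 (without male SMC 18) to -1.29 (without male SMC 13), tyrosine metabolism from -1.62 (without male sham 3) to -1.16 (without male SMC 13) and antigen processing and presentation from -1.21 (without male sham 4) to 0.932 (without female SMC 21). In females the NES ran, for nuclear oxidative phosphorylation from -0.998 (without female SMC 22) to 1.20 (without female SMC 23), glycolysis and gluconeogenesis from -0.668 (without female sham 11) to 1.19 (without female sham 7), TCA cycle from -0.593 (without female SMC 24) to 1.28 (without female SMC 23) and fatty acid metabolism from -1.74 (without female SMC 22) to -0.811 (without female SMC 23). It ran in females for glutathione metabolism from -0.584 (without female SMC 20) to 1.13 (without female SMC 23), drug metabolism from -0.787 (without female sham 12) to 1.17 (without female sham 10), inositol phosphate metabolism from -1.05 (without female sham 8) to 0.928 (without female SMC 23) and proteasome from -1.38 (without female SMC 21) to 0.892 (without female SMC 20). Female NES ranges were, for axon guidance from -1.24 (without female sham 7) to 1.13 (without female sham 11). In the interaction the NES ran, for nuclear oxidative phosphorylation from -2.80 (without male sham 4) to -0.797 (without male SMC 14), glycolysis and gluconeogenesis from -0.824 (without female sham 7) to 0.753 (without male SMC 14), TCA cycle from -0.884 (without male sham 4) to 1.48 (without male SMC 14) and fatty acid metabolism from -1.09 (without male sham 4) to 1.33 (without female sham 8). Interaction ranges were, for tyrosine metabolism from -1.15 (without female sham 7) to 0.873 (without female sham 9). Among marker and state lists in males, it ran for fast fibre from -0.827 (without male sham 1) to 1.23 (without male sham 4) and tendon cell from -1.08 (without male sham 4) to 0.605 (without male sham 6). Among marker and state lists in females, it ran for adipocyte from -1.11 (without female SMC 20) to 1.58 (without female sham 8), red blood cell from -1.17 (without female SMC 19) to 2.01 (without female sham 8), Schwann cell from -0.573 (without female SMC 23) to 1.73 (without female sham 8) and macrophage from -1.47 (without female sham 11) to 1.43 (without female sham 8). Further female ranges were, for endothelial cell from -1.15 (without female sham 7) to 1.47 (without female sham 12), denervation and neuromuscular junction from -0.697 (without female sham 11) to 1.36 (without female SMC 20) and immediate early response from -1.17 (without female sham 10) to 1.24 (without female sham 12).

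Differences of set scores in males ran, for nuclear oxidative phosphorylation from -0.16 (without male sham 4) to 0.018 (without male SMC 14), glycolysis and gluconeogenesis from -0.055 (without male sham 4) to 0.0025 (without male SMC 14), TCA cycle from -0.058 (without male sham 4) to 0.094 (without male SMC 14) and fatty acid metabolism from -0.16 (without male sham 4) to 0.013 (without male SMC 14). Male score ranges were, for antigen processing and presentation from -0.0071 (without male sham 4) to 0.052 (without male SMC 14). Differences of set scores in females ran, for ribosome from -0.15 (without female sham 9) to -0.094 (without female sham 7), nuclear oxidative phosphorylation from -0.033 (without female sham 11) to 0.034 (without female SMC 23), glycolysis and gluconeogenesis from -0.044 (without female sham 7) to 0.0071 (without female sham 12) and TCA cycle from -0.027 (without female sham 8) to 0.048 (without female SMC 23). Female score ranges were, for glutathione metabolism from -0.023 (without female sham 9) to 0.023 (without female sham 10), drug metabolism from -0.050 (without female sham 9) to 0.032 (without female sham 11), inositol phosphate metabolism from -0.0095 (without female sham 7) to 0.040 (without female sham 9) and proteasome from -0.029 (without female SMC 21) to 0.030 (without female sham 7). Other female scores ran, for axon guidance from -0.074 (without female sham 7) to 0.037 (without female sham 11). The interaction of the nuclear oxidative phosphorylation score ran from -0.16 (without male sham 4) to 0.017 (without male SMC 14). Log2 fold changes in males ran, for Hk2 from -0.055 (without male sham 4) to 0.067 (without male SMC 14), Pdha1 from -0.013 (without male sham 4) to 0.15 (without male SMC 14), A630019I02Rik from -0.33 (without male SMC 18) to 0.33 (without male SMC 14) and Gm7293 from -0.0090 (without male sham 5) to 0.24 (without male sham 4). Log2 fold changes in females ran, for Ldha from -0.11 (without female sham 8) to 0.022 (without female sham 7), Pdha1 from -0.0073 (without female sham 8) to 0.12 (without female SMC 23), Pkm from -0.037 (without female SMC 23) to 0.14 (without female sham 7) and Mpc1 from -0.070 (without female SMC 22) to 0.011 (without female SMC 23).

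Of the genes named in females, Mir27a, Gm7854 and A630019I02Rik had few counts, with means of 0.218, 0.207 and 0.550 CPM in female sham, and their FDR failed in 4, 22 and 21 of 24 fits that each left out 1 library. The FDR of the other genes named there failed in 17 of 24 fits for Gm1821, 16 for Gm7293, 8 for A930016O22Rik, 7 for ENSMUSG00002075231, 6 for BB123696 and 2 for Scarna2.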

Differences from the paper's values

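No test in this part was chosen only after the result was seen, apart from the alternatives marked so. The paper's enrichment scores are for KEGG sets and those here are for other gene lists, so the scores need not be equal. None of the alternatives given in this part changed the lists, so the lists stay open as a cause of each pathway difference.

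In males the NES of the ribosome list was -3.56, while the paper's is about -2.9 in Fig. 2A, read by eye. With at least 10 counts in every sample it was -3.47, and ranked by log2 fold change it was -2.57. None of the alternatives set before the data were examined, nor any of the 24 fits that each left out 1 library (-3.59 to -3.31), closed the gap.

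In females the NES of the ribosome list was -2.62, while the paper's is about -2.1 in Fig. 2A, read by eye. With at least 10 counts in every sample it was -2.63, and ranked by log2 fold change it was -1.64. Of the alternatives set before the data were examined, leaving out female sham replicate 8 brought it to -2.35, within the jackknife standard error of the score (0.368) of the paper's value, and the others did not. The slow fibre score as a covariate, an alternative chosen after seeing the values, also brought it within that error (-2.33).

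The mRNA of PSD (Pisd, ENSMUSG00000023452) in SMC males was 1.05 times that in sham males by RNA sequencing, while the paper's value by quantitative PCR is about 0.29 in Fig. 3F, read by eye, in 7 to 8 mice per group. DESeq2 gave 1.05, the 12 male samples alone 1.04 and limma's sample weights 1.05, and leaving out 1 library gave 1.01 to 1.13. None of the alternatives set before the data were examined closed the gap. All of them use the same counts, so they could not test how reads of Pisd and of genes overlapping it were assigned.

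The paper shows several pathways as enriched in males that did not pass an FDR under 0.05 here. Glycolysis and gluconeogenesis is shown as lower, and had an FDR of 0.904. It passed under none of the alternatives. Fatty acid metabolism is shown as lower, and had an FDR of 0.180. It passed without male sham replicate 4 (FDR 0.0335) and without male SMC replicate 16 (FDR 0.0300), and with the slow fibre score as a covariate (FDR 5.05e-04), an alternative chosen after seeing the values. Drug metabolism by cytochrome P450 is shown as lower, and had an FDR of 0.0508. It passed without male sham replicate 3 (FDR 0.0118), without male sham replicate 6 (FDR 0.0124), without male SMC replicate 16 (FDR 0.0289), without male SMC replicate 18 (FDR 0.00372), without female SMC replicate 20 (FDR 0.0462) and without female SMC replicate 23 (FDR 0.0271). It also passed with the GC trend removed (FDR 0.0331) and with the slow fibre score as a covariate (FDR 0.0388), both chosen after seeing the values. Both values lie in the range of 0.01 to 0.1 that decides nothing in such tests. Tyrosine metabolism is shown as lower, had an FDR of 0.136, and passed without male sham replicate 3 (FDR 0.0384). ECM receptor interaction is shown as higher in males, and had an FDR of 0.0970. It passed when genes were ranked by log2 fold change (FDR 0.0322) and without male sham replicate 1 (FDR 0.0267), without male sham replicate 6 (FDR 0.00710), without female sham replicate 8 (FDR 0.0464), without female sham replicate 11 (FDR 0.0274) and without female SMC replicate 23 (FDR 0.0481). With the tendon score as a covariate, chosen after seeing the values, it passed as well (FDR 0.0249), within that same range.

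The paper states that mRNA of pyruvate and glucose metabolism genes did not change, while Pdk4 was lower in SMC females here (log2 fold change -1.12, edgeR FDR 0.0496). It did not pass with only the 12 female samples (FDR 0.153) or with limma's sample weights (FDR 0.0609).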

Other observations

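All tests in this part were chosen only after the result they bear on was seen, and the removal of the gene length trend also after that trend itself was seen in males, but each was described ahead of its own outcome. Where a trend, a covariate or the genes of most counts are tested by an FDR, it permutes genes. Such a test shows whether an enrichment remains, and not that SMC caused it.

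In females 1 of 100 splits, the actual one, gave as many differentially expressed genes. In males and in the interaction, where 0 genes passed, 100 of 100 and 100 of 100 splits trivially gave as many. By the count of genes at an unadjusted p under 0.05, 1 of 100 splits in males, the actual one, gave as many (1805, against at most 1726 in the others), as did 1 of 100 in females and 45 of 100 in the interaction. Genes whose 6 SMC libraries lay all above or all below the 6 sham libraries made up 0.902% of tested genes in males and 1.03% in females, against 0.216% by chance. Across genes, which are not independent replicates, log2 fold changes in males and females had a Pearson r of 0.284 and a Spearman rho of 0.2905. Between sham males and sham females 324 genes differed, and 1 of 100 splits gave as many. As many pathway lists past the threshold were found in 19 of 100 splits in males and 50 of 100 in females.

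The fall of ribosome genes was tested against 4 technical explanations. With the gene length trend removed its FDR was 1.78e-29 in males and 5.73e-13 in females, with the GC trend removed 2.62e-38 and 4.38e-14, and without the 10 genes of most counts 1.99e-34 and 4.81e-12, each of which argues against that trend or those genes as the whole cause. Reads moved to ribosomal protein pseudogenes would raise these, but the summed CPM of 23 tested pseudogenes fell by 2.06 in SMC males (two-sided exact permutation test, p = 0.0238), which argues against it there. In females it fell by 0.282 (two-sided exact permutation test, p = 0.697), within the spread between mice, so that moved reads cannot be told apart from other causes there. Of 100 splits, 2 gave as large a ribosome score in males and 11 in females, so that in females a random division of mice was not ruled out. A lower ribosomal protein mRNA level with SMC in males stays a hypothesis tested on the same data.

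For nuclear oxidative phosphorylation in males, the FDR with the gene length trend removed was 0.344, so the fall may follow from a length trend. The trend exists in these libraries: the log2 fold change in males had a Spearman rho of 0.132 with gene length across genes (-0.00430 in females), and the rho of log2 CPM with length per library rose by 0.0853 in SMC males (two-sided exact permutation test, p = 0.0368). Ttn, the gene of most counts (17.7% of all), rose by 4.19 percentage points of counts in SMC males (two-sided exact permutation test, p = 0.0130) and by 2.40 in SMC females (exact p = 0.0519). The list still passed with the GC trend removed (FDR 5.25e-06), without the 10 genes of most counts (FDR 3.29e-05) and with the slow fibre covariate (FDR 3.63e-16). Each adjustment thus left the enrichment in place, by an FDR that permutes genes. Of 100 splits, 69 gave as large a score, so a random division of mice stays open.

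The lists that the passages do not report had the following NES. Proteasome had -3.22 in males (FDR 1.71e-21) and -1.04 in females (FDR 0.702), spliceosome -2.27 in males (FDR 2.72e-08) and -1.78 in females (FDR 0.00132), ECM receptor interaction 1.32 in males (FDR 0.0970) and -2.01 in females (FDR 5.03e-05), calcium signaling 2.20 in males (FDR 6.31e-08) and 1.33 in females (FDR 0.0408), antigen processing and presentation 0.745 in males (FDR 0.904) and 2.17 in females (FDR 5.03e-05), and axon guidance 1.91 in males (FDR 5.34e-05) and -0.902 in females (FDR 0.819). The male scores per mouse changed by -0.19 for proteasome, -0.070 for spliceosome and 0.12 for calcium signaling (two-sided exact permutation tests, p = 0.0108, 0.00433 and 0.00433, adjusted over 16 lists 0.0485, 0.0346 and 0.0346). For proteasome in males, the FDR was 6.42e-16 with the length trend removed, 1.28e-19 with the GC trend removed and 1.44e-20 without the 10 genes of most counts, which argues against each as the whole cause. With the length trend removed, calcium signaling in males had an FDR of 2.78e-07 and axon guidance 0.00319, which argues against the trend as the whole cause, and glutathione metabolism had 0.0510, where a length trend cannot be told apart from other causes because the value sits at the threshold. As large a score was given by 3 of 100 splits for proteasome, 1 for spliceosome, 1 for calcium signaling and 6 for glutathione metabolism in males, and in females by 7 for spliceosome and 41 for antigen processing and presentation. No biological explanation beyond SMC itself was tested.

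Of the marker and state lists, slow fibre had an NES of 1.62 in males (FDR 0.0541). It passed in 9 of 24 fits that each left out 1 library, up to 2.09 without male SMC replicate 14, and fell to 0.790 without male sham replicate 4. Fast fibre had 0.757 in males (FDR 0.863) and 1.13 in females (FDR 0.408), adipocyte -1.53 in males (FDR 0.123) and 1.13 in females (FDR 0.408), and red blood cell -1.38 in males (FDR 0.235) and 1.25 in females (FDR 0.352). Schwann cell had 1.34 in females (FDR 0.289), and macrophage -1.56 in males (FDR 0.0912) and -0.735 in females (FDR 0.830). In males fibroblast had -1.26 (FDR 0.305) and tendon cell -0.615 (FDR 0.921). Endothelial cell had 1.39 in males (FDR 0.232) and 0.781 in females (FDR 0.830), denervation and neuromuscular junction -0.894 in males (FDR 0.699) and 1.02 in females (FDR 0.547), circadian clock output 0.993 in males (FDR 0.565) and 1.42 in females (FDR 0.207), and immediate early response 1.19 in males (FDR 0.360) and -0.728 in females (FDR 0.830). The 12 B cell genes together had a median count per library of 966 in male sham, 1284 in male SMC, 439.5 in female sham and 358 in female SMC, and the 15 T cell genes had 53.5, 47.5, 56.5 and 53.5, and no test was made.

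Among 17 tested genes of phosphatidylethanolamine and phosphatidylserine synthesis and transport, 0 passed the edgeR FDR in males (1 at an unadjusted p under 0.05, Cept1, with a log2 fold change of -0.24; 0 adjusted over the list alone) and 0 in females (3 at an unadjusted p under 0.05). In females Chka (ENSMUSG00000024843) had a log2 fold change of -0.69 (SE 0.170, edgeR FDR 0.0651) and was the 1 gene to pass adjusted over the list alone (0.00765), and Cept1 (-0.33) and Chkb (-0.28) did not. Pisd (ENSMUSG00000023452) had a log2 fold change of 0.070 in males (SE 0.126, edgeR FDR 0.894) and -0.086 in females (SE 0.126, edgeR FDR 0.840). Leaving out 1 library took it in males to between 0.0099 (without male sham replicate 4) and 0.17 (without male sham replicate 1), and in females to between -0.14 (without female SMC replicate 20) and -0.024 (without female SMC replicate 24). Its mean count was 165 in male sham and 156 in male SMC. Its pseudogenes Pisd-ps1 and Pisd-ps2, whose reads the counting could have shared with it, had mean counts of 49.5 and 17.7 in male sham and 58.7 and 14 in male SMC. In the GENCODE M21 annotation Pisd also overlaps 2 genes on its own strand, Gm20671 and Gm43695. How the counting assigned reads in the overlap is not stated.

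With the Reactome sets in place of the lists, an alternative chosen after the data were seen, 211 of 683 sets passed in males (44 positive, 167 negative), 45 in females (8 positive, 37 negative) and 166 in the interaction. Translation elongation had an NES of -3.45 in males (FDR 4.25e-33) and -2.54 in females (FDR 5.23e-10). Respiratory electron transport had -1.21 in males (FDR 0.279), 1.44 in females (FDR 0.236) and -1.82 in the interaction (FDR 0.00137). Glycolysis had 1.35 (FDR 0.192) and the citric acid cycle 1.55 (FDR 0.111) in males.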
